# Uncovering the acetylation sites of Dnmt3L that regulate protein stability and differentiation potency in embryonic stem cells

**DOI:** 10.1038/s12276-026-01655-w

**Published:** 2026-03-04

**Authors:** Yun Ji Nam, Hyungu Kwon, Hyun Jun Im, Naimur Rahman, Humaira Lubna, Siwon Lee, Hee-Sung Ahn, Gayoung Jang, YongHwan Kim, Hyein Ju, Seok Woo Ha, Hyun Ji Kim, Dabin Lee, Sang Jin Park, Sang Hoon Song, Juhyun Park, Yongsub Kim, Yoonjoo Choi, Kyunggon Kim, Dong-Myung Shin, Seungun Lee

**Keywords:** Embryonic stem cells, Pluripotent stem cells, Stem-cell differentiation, Epigenetic memory

## Abstract

The epigenetic status, which regulates the cellular identity and differentiation potential of pluripotent stem (PS) cells, dynamically responds to the culture environment, affecting the safe and effective use of PS cells for basic research and therapeutic applications. However, the key mediator(s) representing the epigenetic signatures of PS cells under distinct culture conditions remains unclear. Here we investigated the role of DNA methyltransferase 3-like (Dnmt3L) in modulation of the DNA methylation and differentiation potential of mouse embryonic stem (ES) cells. Unlike other de novo DNA methyltransferases, Dnmt3L exhibited a uniquely dynamic expression pattern during prolonged 2i-leukemia inhibitory factor culture, which was marked by rapid post-transcriptional upregulation that sensitively reflected changes in the extracellular environment. Mass spectrometry identified that acetylation of lysine residues K238 and K412 controlled Dnmt3L protein stability. This site-specific acetylation critically modulated expression of genes associated with naive pluripotency and lineage differentiation—especially toward germline, neural and cardiac fates—through targeted DNA methylation and thereby orchestrated the lineage-specific developmental potential of mouse ES cells both in vitro and in vivo. Our findings demonstrate that Dnmt3L is a key regulator of epigenetic stability at developmentally critical loci in mouse ES cells and dynamically responds to changes in the extracellular culture environment. Thus, elucidation of the regulatory mechanism of Dnmt3L may provide insight into the onset of epigenetic aberrations and suggest the optimal culture conditions to preserve the epigenetic integrity of ES cells, which has significant implications for regenerative medicine.

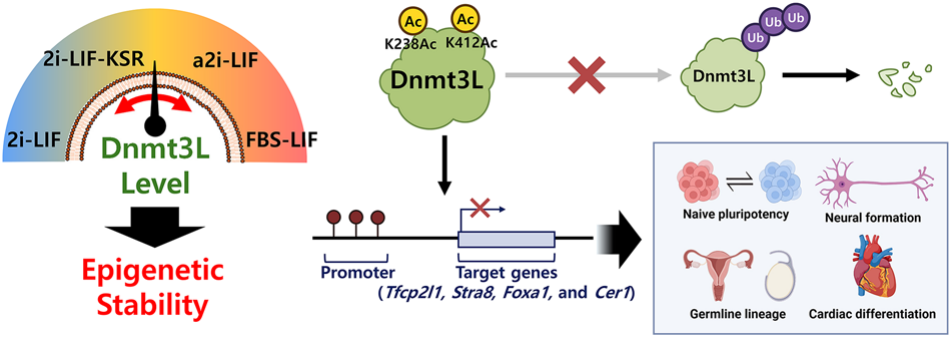

## Dnmt3L regulates epigenetic stability in stem cell cultures

Pluripotent stem (PS) cells can become any cell type, making them valuable for research and therapies. However, they face challenges such as oxidative stress and DNA changes during laboratory growth. This study explores how a protein called Dnmt3L affects PS cells’ stability and development. Researchers grew mouse embryonic stem cells under different conditions to see how Dnmt3L changes. They found that the stability of Dnmt3L is influenced by acetylation at specific sites, which affects the cells’ ability to develop into different tissues. The study used techniques such as mass spectrometry to identify these changes. Results showed that acetylation helps to maintain the stability of Dnmt3L, impacting DNA methylation and the cells’ developmental potential. Researchers conclude that understanding the role of Dnmt3L could improve PS cell use in research and medicine. Future work may explore how these findings apply to human stem cells, enhancing regenerative medicine applications.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Pluripotent stem (PS) cells are a valuable resource for developmental research and regenerative therapies because of their ability to differentiate into all cell types in the body. In addition, PS cells such as embryonic stem (ES) cells and induced PS (iPS) cells can be used for disease modeling and organoid generation, which could lead to personalized regenerative medicine^1^. PS cells, which arise briefly during early mammalian embryonic development, transition from a ‘naive/ground’ pluripotent state to a ‘primed’ pluripotent state before committing to a lineage^2^. PS cells in these two states differ in terms of their appearance, metabolism, epigenetic and transcriptional profiles and requirement for growth factors, indicating that PS cells in cultures are heterogeneous and dynamically fluctuate between different pluripotent states^3^. Furthermore, they are exposed to oxidative stress and develop epigenetic abnormalities over the course of ex vivo expansion, which could gradually impair their genetic and epigenetic integrity as well as their molecular and cellular phenotypes^4,5^. Therefore, identification of the key mediator(s) representing the molecular signatures of PS cells under distinct culture conditions would not only advance our understanding of pluripotency at the molecular level but also promote the safe and effective use of PS cells for basic research and therapeutic applications^6,7^.

DNA methylation is a crucial epigenetic mechanism for essential biological processes including embryonic development, gene regulation, suppression of transposable elements, X-chromosome inactivation, genomic imprinting and differentiation of stem cells^8^. DNA methylation occurs predominantly at CpG dinucleotides, forming 5-methylated cytosine (5mC), which is catalyzed by DNA methyltransferases (Dnmts). Dnmt1 is responsible for maintenance of DNA methylation, while Dnmt3A and Dnmt3B mediate de novo DNA methylation. Dnmt3-like (Dnmt3L) is catalytically inactive but regulates de novo methylation by stimulating the catalytic activities of de novo Dnmts. Intriguingly, expression of Dnmts is altered depending on the culture conditions, leading to distinct features of DNA methylation^2,5^. In particular, the regulatory elements of several developmentally crucial genes, including imprinted genes, lineage markers and tumor suppressors, are susceptible to the epigenetic alterations observed in PS cell cultures, which significantly affects the developmental potency and safety of PS cells. For example, 2i-leukemia inhibitory factor (LIF) culture conditions, which include two small molecule inhibitors of Mek1/2 and Gsk3 (PD0325901 and CHIR99021) and LIF, can capture naive pluripotency in vitro by inducing global DNA demethylation^9^. However, prolonged culture of mouse ES cells under 2i-LIF conditions results in significant loss of genomic imprints and impairs the developmental potential of these cells via dysregulation of Dnmts and cofactors^10,11^. Modified 2i-LIF cultures with a low concentration of the Mek1/2 inhibitor or its replacement by an Src inhibitor protect against defects in epigenetic integrity and the developmental potential of mouse ES cells.

Furthermore, metabolites in the culture medium can affect global epigenetic signatures and related pluripotent states. For example, vitamin C (VitC) promotes naive pluripotency by stimulating TET-dependent DNA demethylation^12^ and protects against abnormal DNA methylation of the *Dlk1*–*Dio3* imprinting region in mouse ES cells and iPS cells^13^ as well as in human ES cells^14^. A high VitC:L-proline ratio in the culture medium drives mouse ES cells toward a naive state, while an excess of L-proline captures a fully reversible early primed pluripotent state^15^. Previously, we reported that supplementation of ascorbic acid 2-glucoside, a stable VitC derivative, helps to stably support the naive pluripotency of mouse ES cells by not only inducing TET-mediated DNA demethylation but also activating Sirt1, a nicotinamide adenine dinucleotide^+^-dependent class III histone deacetylase (HDAC)^2^. Importantly, Sirt1 protects against aberrant DNA methylation in a subset of imprinted and germline developmental genes by antagonizing Dnmt3L via protein deacetylation^5^.

Here, we investigated the expression, function and post-translational modification (PTM) profiles of Dnmt3L in relation to protein stability and developmental potency of mouse ES cells. Specifically, long-term culture in 2i-LIF conditions rapidly induced Dnmt3L expression in a post-transcriptional manner, with a remarkable increase after re-exposure to serum-containing medium. Mass spectrometry analysis identified several acetylation and phosphorylation sites of Dnmt3L. In particular, acetylation of K238 (K238Ac) and K412 (K412Ac) of Dnmt3L critically affected protein stability, which contributed to the differentiation potency of mouse ES cells by specifically regulating transcription and DNA methylation of genes related to naive pluripotency and lineage differentiation. Therefore, the present study elucidates the role of specific acetylation sites in modulation of the stability and function of Dnmt3L, which can orchestrate epigenetic stability during ex vivo expansion or in vitro modeling.

## Materials and methods

### Cell culture

R1^5^ and gcOct4 mouse ES cells^16^ were grown in fetal bovine serum (FBS)–LIF medium, which was DMEM-high glucose (HyClone) supplemented with 2 mM L-glutamine, 20 mM HEPES, 1% MEM nonessential amino acid solution, 1% penicillin–streptomycin solution (Gibco), 0.1 mM β-mercaptoethanol (Sigma-Aldrich), 15% heat-inactivated FBS (HyClone) and 1,000 U/ml ESGRO/LIF (Millipore) on a 0.1% gelatin (Sigma-Aldrich)-coated tissue culture dish. To maintain naive pluripotency, mouse ES cells were maintained in 2i-LIF medium containing 3 µM CHIR99021 (BioGems) and 1 µM PD0325901 (BioGems) under the following two conditions on a 0.1% gelatin-coated tissue culture dish: FBS free or supplemented with knockout serum replacement (KSR) (Thermo Fisher Scientific).

To inhibit G9a activity, mouse ES cells were treated with 3 μM BIX01294 (Selleckchem) for 24 h. To block de novo translation and transcription, cells were treated with 200 μg/ml cycloheximide (CHX, Sigma-Aldrich) and 7.5 μg/ml actinomycin D (Sigma-Aldrich), respectively, for the indicated number of hours.

### Teratoma formation

All animal experiments were approved by the Institutional Animal Care and Use Committee of the University of Ulsan College of Medicine (approval no. IACUC 2021-12-271) and were performed in accordance with their guidelines and regulations. We subcutaneously injected 8-week-old male NOD-Prkdc^EM1^ mice (JA BIO) with 5 × 10^6^ of each type of mouse ES cell cultured in FBS–LIF medium. The mice and sites of injection were monitored for 46 days. Teratomas were recovered by dissection to measure tumor size and to perform histological examination or transcriptome analysis at day 21 after injection. Histological analyses and immunostaining were performed as previously described^5^. Mice were randomly allocated to treatment groups (*n* = 7 per group), and the orders of cell transplantation, treatment and evaluation, as well as daily examinations, were randomized. Investigators involved in teratoma size measurements and histological assessments were blinded to the treatment groups.

### LC–ESI–MS/MS analysis

To profile the PTM status of Dnmt3L, mouse ES cells overexpressing Flag-tagged Dnmt3L (Flag–Dnmt3L) were used in immunoprecipitation (IP) experiments. After SDS–polyacrylamide gel electrophoresis and staining with Coomassie Brilliant Blue (Bio-Rad), the lanes around 50 kDa corresponding to Flag–Dnmt3L were excised and the proteins in 25 mM ammonium bicarbonate were reduced with 10 mM dithiothreitol, alkylated with 55 mM indole-3-acetic acid and in-gel digested with trypsin/LysC overnight at 37 °C. Peptides were extracted, desalted with a Sep-Pak C18 1 cc Vac cartridge, 100 mg (Waters) and lyophilized. Peptide samples were stored at −80 °C until further analysis. Peptide samples were separated using a Dionex UltiMate 3000 RSLCnano system (Thermo Fisher Scientific). Tryptic peptides from the bead column were reconstituted in 0.1% formic acid and separated on an Acclaim PepMap 100 C18 column (500 mm × 75 μm inner diameter, 3 μm, 100 Å) equipped with a C18 PepMap trap column (20 mm × 100 μm inner diameter, 5 μm, 100 Å; Thermo Fisher Scientific) over 200 min (250 nl/min) using a 0–48% acetonitrile gradient in 0.1% formic acid and 5% dimethylsulfoxide for 150 min at 50 °C. Liquid chromatography (LC) was coupled to a Q Exactive Plus Hybrid Quadrupole-Orbitrap mass spectrometer (Thermo Fisher Scientific) with a nano-electrospray ionization (ESI) source. Mass spectra were acquired in a data-dependent mode with an automatic switch between a full scan and 20 data-dependent tandem mass spectrometry (MS/MS) scans. The target value for the full scan MS spectra, selected from 350 *m*/*z* to 1800 *m*/*z*, was 3,000,000 with a maximum injection time of 100 ms and a resolution of 70,000 at *m*/*z* 400. The selected ions were fragmented by higher-energy collisional dissociation with the following parameters: 1.7 Da precursor ion isolation window and 27% normalized collision energy. The ion target value for MS/MS was set to 1,000,000 with a maximum injection time of 50 ms and a resolution of 17,500 at *m*/*z* 400. Repeated peptides were dynamically excluded for 20 s to reduce redundancy of the spectrum.

Four LC–MS raw files were acquired (two samples, each sample injected twice). Data analysis was performed using MetaMorpheus version 0.0.320, which is available at https://github.com/smith-chem-wisc/MetaMorpheus. The following search settings were used: protease = trypsin; maximum missed cleavages = 3; minimum peptide length = 7; maximum peptide length = 50; fixed modifications = carbamidomethyl on C; variable modifications = oxidation on M, acetylation on K, acetylation on X and phosphorylation on S, T and Y; maximum modifications per peptide = 7; maximum modification isoforms = 1,024; precursor mass tolerance = ±10 ppm; product mass tolerance = ±0.02 Da; and report peptide–spectrum match ambiguity = true. The combined search database contained two nondecoy protein entries (Dnmt3L-wild type (WT) and Dnmt3L-K8R) including 301 contaminant sequences. Dnmt3L-K8R refers to a protein in which eight lysine residues (K57, K111, K214, K238, K255, K367, K376 and K401) have been substituted with arginine by site-directed mutagenesis.

### IP pulldown assay

Whole-cell extracts were prepared using IP lysis buffer (20 mM HEPES (pH 7.4), 0.5% NP-40, 0.5% Triton X-100, 150 mM NaCl, 1.5 mM MgCl_2_, 1 mM dithiothreitol and 2 mM EDTA) supplemented with protease and phosphatase inhibitor mixtures as well as 2.5 mM NaB and then centrifuged (12,000*g* for 10 min at 4 °C). The extracts were incubated with Anti-Flag M2 Magnetic Beads (Sigma-Aldrich) or Protein G Magnetic Bead (Millipore) mixed with 0.1 μg of a hemagglutinin (HA)-specific antibody for 2 h at 4 °C. The IP products were washed five times with IP lysis buffer, and bound proteins were eluted with buffers containing 3× Flag peptide or HA peptide (Sigma-Aldrich) according to the manufacturer’s instructions.

### Ectopic expression

To overexpress Flag–Dnmt3L, murine *Dnmt3L* cDNA was subcloned into the pCMV_3Tag-1 vector^5^. R1 mouse ES cells stably expressing the plasmid were established by transfection using Lipofectamine 2000 (Invitrogen) followed by selection in the presence of 1 mg/ml G418 Geneticin (Invitrogen) for 2 weeks. Murine *Dnmt3L* K238R and K412R mutant open reading frames were generated by site-directed mutagenesis (iNtRON Biotechnology, Seongnam-si, Gyeonggi-do, Korea). The WT, K238R and K412R open reading frames were subcloned into the pENTR4 plasmid (Invitrogen) and then cloned into the pEZ-Lv235 lentiviral vector containing a CAG promoter (GeneCopoeia plasmid EZ016) using the Gateway Technology reaction in accordance with the manufacturer’s instructions (Invitrogen). Lentiviruses were produced using a three-plasmid transfection system (Invitrogen). A total of 2 days after transfection into the 293 FT packaging cell line, supernatants containing recombinant pseudo-lentiviral particles were collected and concentrated by precipitation using a Lenti-X Concentrator Kit (Clontech). The concentrated virus was infected into R1 mouse ES cells using 6 μg/ml polybrene (Invitrogen), and infected cells were selected by maintaining the cells for ≥3 weeks in the presence of 1 μg/ml puromycin (Invitrogen). The effects of ectopic expression were examined by reverse transcription (RT)–quantitative polymerase chain reaction (qPCR) and western blot analyses.

### RNAi

For the RNA interference (RNAi)-mediated gene knockdown assay, short hairpin (sh)RNAs against murine *Prdm14* were cloned into the pLenti6/Block-iT lentiviral vector (Invitrogen/Thermo Fisher Scientific) as previously described^17,18^. The sequences of the shRNAs are presented in the key resources table in the Supplementary information.

### Statistical analysis

Statistical significance was determined by a one-way or two-way analysis of variance (ANOVA) with the Bonferroni post hoc test using GraphPad Prism 7.0 (GraphPad Software). Significance was assumed for ^*^P < 0.05, ^**^P < 0.01 and ^***^P < 0.001. All quantification of raw data and statistical analyses, including tests used, sample sizes and exact *P* values, are presented in the Source Data, which are provided as a separate Excel file.

Details of other experimental procedures are provided in the Supplementary Materials and Methods.

## Results

### Post-transcriptional induction of Dnmt3L during prolonged 2i-LIF culture

To investigate how the composition and length of culture contribute to aberrant DNA methylation, we examined the expression of Dnmts and their cofactors in R1 mouse ES cells that were maintained in FBS-containing medium supplemented with LIF (FBS–LIF) without a feeder layer and then subsequently propagated for an additional 5 or 20 passages (p.5 or p.20) in three culture conditions (Fig. 1a). These included (1) 2i-LIF without FBS, which maintains naive pluripotency but induces global hypomethylation and imprint erosion during prolonged culture^10,11^; (2) 2i-LIF-KSR, in which serum is replaced by KSR to reduce epigenetic instability associated with 2i conditions^19^; and (3) FBS–LIF, which sustains a heterogeneous, partially primed pluripotent state. To assess the reversibility of any observed changes, we also switched mouse ES cells cultured under the p.20 2i-LIF or p.5 2i-LIF-KSR condition back to the FBS–LIF condition for additional passage.

**Fig. 1:**
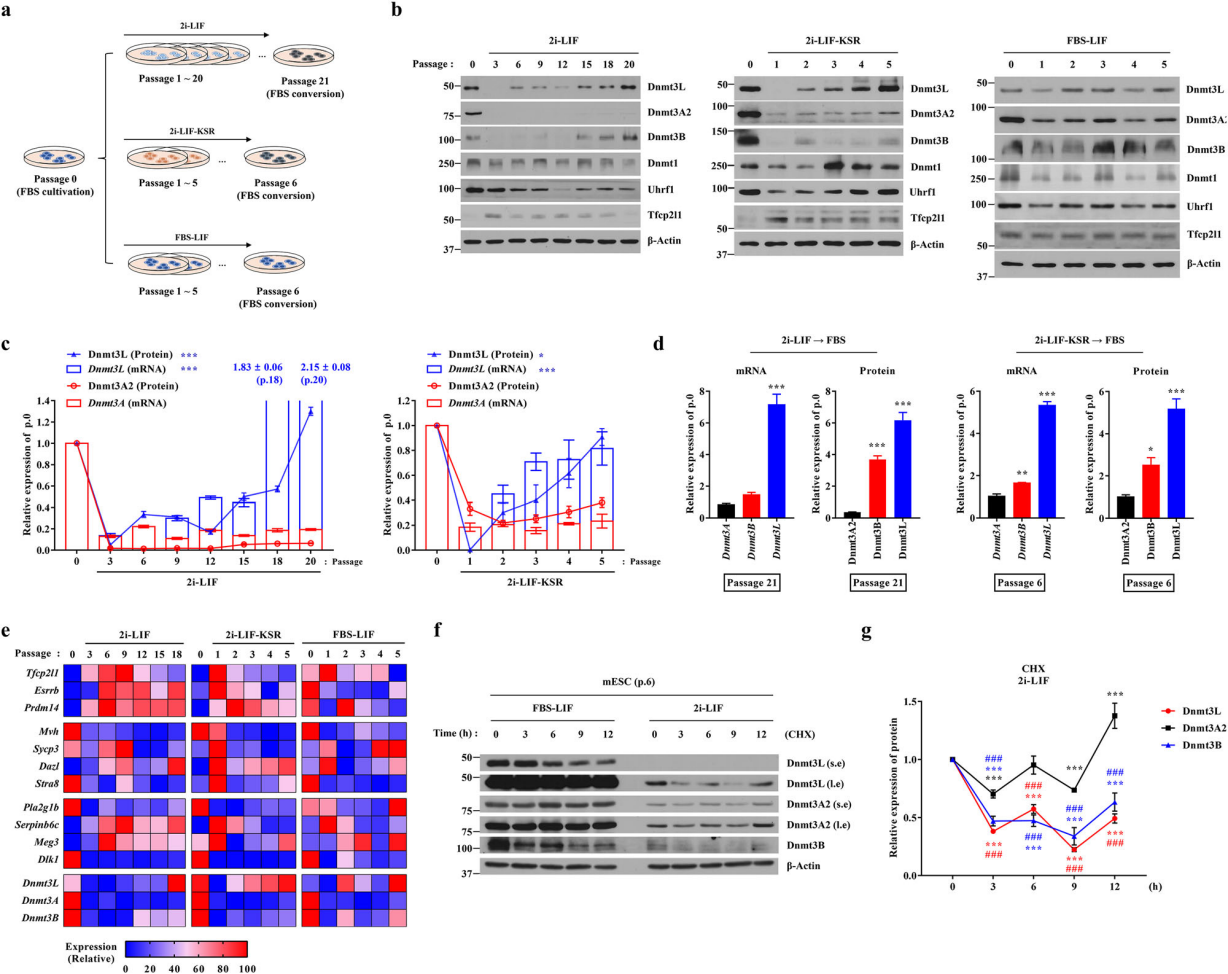
Dynamic post-transcriptional regulation of Dnmt3L expression under prolonged 2i-based culture conditions. **a** Schematic overview of three distinct culture conditions used for mouse ES cell propagation: FBS–LIF, 2i-LIF and 2i-LIF-KSR. **b** Western blot analysis of Dnmt proteins and cofactors in R1 mouse ES cells maintained under the indicated conditions at early and late passages. Molecular weight marker sizes (kDa) are indicated on the left. **c** Temporal dynamics of Dnmt3L and Dnmt3A expression at the transcript (bars) and protein (lines) levels during long-term propagation in 2i-LIF (left) and 2i-LIF-KSR (right) conditions (*n* = 4). Outlier values falling outside the plotted range are indicated as numbers above the corresponding passages. **d** Reactivation of Dnmt3L and other de novo Dnmts at the transcript and protein levels upon re-exposure to FBS–LIF after extended 2i-LIF or 2i-LIF-KSR culture (*n* = 4). **e** Heat map illustrating the expression changes of transcripts associated with pluripotency, germline development, genomic imprinting and DNA methylation under distinct culture conditions. Expression values were calculated from four independent biological replicates. **f** CHX-chase assay to assess the protein stabilities of Dnmt3L and Dnmt3A2 in mouse ES cells at p6 under the 2i-LIF condition. Short (s.e) and long (l.e) exposures are shown. **g** Quantitative analysis of Dnmt3L (red), Dnmt3A2 (black) and Dnmt3B (blue) protein levels from the CHX-chase assay (*n* = 4). Protein expression was normalized to β-actin. Quantitative data are represented as mean ± standard error of the mean (s.e.m.). Statistical analysis was performed using a two-way (**c** and **g**) or one-way (**d**) ANOVA with the Bonferroni post hoc test. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with control groups. ^###^*P* < 0.001 compared with Dnmt3A2. Exact *P* values and replicate numbers are provided in the Source Data. See also Supplementary Figs. 1 and 2.

Gene expression analysis revealed that expression of major de novo Dnmts such as Dnmt3A2 and Dnmt3B and their cofactor Dnmt3L was rapidly suppressed at both the RNA and protein levels in mouse ES cells under both 2i-LIF conditions (Fig. 1b, c). Subsequently, the repression of Dnmt3A2 and Dnmt3B persisted during further propagation, except that Dnmt3B protein was detected at later passages (> p.15) under the 2i-LIF conditions (Supplementary Fig. 1a). Unlike de novo Dnmts, the transcript and protein levels of Dnmt3L rapidly increased in early passages and gradually returned to the levels observed in the initial (p.0) passage (Fig. 1c). Notably, these increases in the transcript and protein levels of Dnmt3L became more pronounced upon re-exposure to FBS–LIF medium in both 2i-LIF culture conditions, with an approximately fivefold elevation compared with p.0 cells (Fig. 1d and Supplementary Fig. 1b).

Expression of Dnmt1, which is responsible for maintenance of DNA methylation, was not markedly affected by 2i-LIF culture but was induced at the late passage in 2i-LIF-KSR culture (Fig. 1b). Interestingly, the expression pattern of Uhrf1 protein, a cofactor of Dnmt1^20^, was similar to that of Dnmt3L protein, gradually decreasing and then returning to initial levels under both 2i-LIF conditions, suggesting that a distinct regulatory mechanism governs expression of DNA methylation cofactors in mouse ES cells. Expression of Dnmts and their cofactors stochastically fluctuated during propagation of mouse ES cells in FBS–LIF medium (Fig. 1b).

As reported previously^21^, exposure of mouse ES cells to 2i-LIF conditions upregulated genes associated with naive pluripotency, including *Tfcp2l1*, *Esrrb* and *Prdm14*, as well as germline markers, including *Sycp3* and *Dazl* (Fig. 1e and Supplementary Fig. 1c). Notably, expression of *Tfcp2l1*, *Sycp3* and *Serpinb6c*, which was initially upregulated early during exposure to 2i-LIF, gradually diminished with prolonged culture in both 2i-LIF and 2i-LIF-KSR conditions. This progressive downregulation exhibited a clear inverse relationship with the late-passage upregulation of *Dnmt3L*, suggesting that aberrant Dnmt3L induction compromises the transcriptional maintenance of key pluripotency and germline-associated genes.

Prolonged Mek1/2 suppression impairs the developmental potential of ES cells, partly through downregulation of Dnmts and their cofactors, which is mitigated by substituting the Mek1/2 inhibitor with an Src inhibitor, CGP77675 (a2i-LIF), or a PKC inhibitor, Gö6983 (PKCi-LIF)^10^. Thus, we examined the impact of replacing the Mek1/2 inhibitor with these inhibitors on expression of Dnmts and their cofactors. Mouse ES cells cultured in both the a2i-LIF and PKCi-LIF conditions exhibited elevated protein levels of Dnmt3L, as well as de novo Dnmts and Uhrf1, compared with those cultured in the 2i-LIF condition (Supplementary Fig. 1d,e). Expression of naive pluripotency genes was inversely correlated with the increased levels of Dnmt3L (Supplementary Fig. 1f), suggesting that Dnmt3L is an important indicator of DNA methylation alterations under different culture conditions in mouse ES cells.

Interestingly, the transcription and translation levels of Dnmt3L were unsynchronized during recovery of its expression in long-term cultures under both 2i-LIF conditions (Fig. 1c). For example, in 2i-LIF-KSR culture, the recovery of Dnmt3L protein was followed by induction of *Dnmt3L* transcription. In 2i-LIF culture, Dnmt3L protein was rapidly recovered at p.6, while *Dnmt3L* transcription was suppressed. Consistently, inhibition of de novo transcription with actinomycin D had minimal impact on Dnmt3L protein induction in mouse ES cells at p.6 in 2i-LIF culture (Supplementary Fig. 1g). By contrast, treatment with CHX significantly reduced Dnmt3L protein induction, suggesting that Dnmt3L and Dnmt3B induction is regulated post-transcriptionally in early passages under the 2i-LIF condition (Fig. 1f, g). Collectively, these observations indicate that, unlike other Dnmts, Dnmt3L displays a uniquely dynamic expression pattern during extended 2i-LIF cultures, which is primarily governed by post-transcriptional regulatory mechanisms.

### Acetylation profiles of Dnmt3L protein in mouse ES cells

We previously reported that a substantial amount of Dnmt3L protein is acetylated in mouse ES cells^5^. To further investigate the temporal association between Dnmt3L acetylation and its protein stability under prolonged 2i-LIF culture, we performed in situ proximity ligation assays to visualize acetylated Dnmt3L protein. Compared with FBS–LIF conditions, proximity ligation assay signals indicative of acetylated Dnmt3L were markedly elevated under 2i-LIF conditions, particularly at the intermediate (p.6) passage (Supplementary Fig. 2a–c). To biochemically validate this observation, we established mouse ES cell lines stably expressing cytomegalovirus (CMV) promoter-driven Flag–*Dnmt3L*, thereby minimizing transcriptional variability. While exogenous transcript levels remained stable across passages (Supplementary Fig. 2d,e), acetylation of Flag–Dnmt3L significantly increased under 2i-LIF compared with FBS–LIF conditions, particularly at early (p.3) and intermediate (p.6) stages (Supplementary Fig. 2f,g). Notably, elevated acetylation coincided with the recovery of Dnmt3L protein at p6 despite continued transcriptional repression, suggesting that acetylation enhances protein stability during adaptation to 2i-LIF conditions. Moreover, comparison with a modified culture system (a2i-LIF), in which Mek1/2 inhibition was replaced by an Src inhibitor, revealed a partial reduction of Dnmt3L hyperacetylation (Supplementary Fig. 2h,i), implying that Mek1/2 inhibition contributes to the enhanced acetylation observed under standard 2i-LIF conditions.

In this regard, to profile the PTM status of Dnmt3L, we ectopically expressed Flag–Dnmt3L in mouse ES cells and analyzed anti-Flag-IP products by mass spectrometry (Fig. 2a and Supplementary Fig. 3a). Including the previously identified acetylated lysine residues (AcK)^5^, 17 AcK sites were detected, in parallel with 24 phosphorylation sites (Fig. 2b, c and Supplementary Fig. 3b). To identify the critical AcK site(s), we mutated each lysine residue to arginine and then ectopically expressed the Flag–*Dnmt3L* mutants in mouse ES cells. Compared with WT Dnmt3L protein, site-directed mutagenesis of lysine residues 238, 255, 401 and 412 to arginine (K238R, K255R, K401R and K412R) led to reduced protein expression and a corresponding decrease in protein acetylation (Fig. 2d, e). By contrast, acetylation levels were similar in cells expressing the other Dnmt3L mutants, suggesting that acetylation of Dnmt3L exhibits functional redundancy in mouse ES cells.

**Fig. 2:**
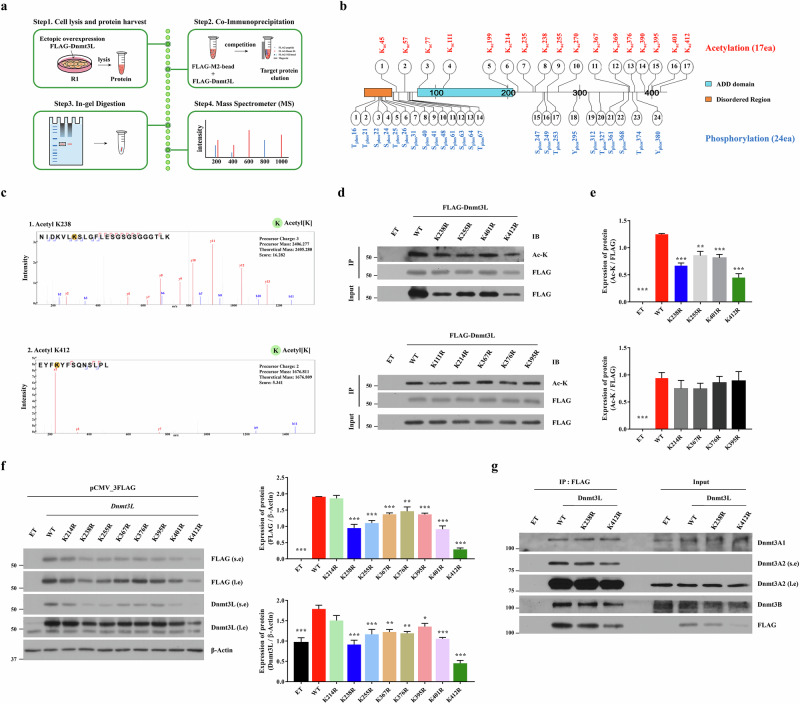
Identification of critical acetylation sites that regulate Dnmt3L protein stability. **a** Schematic overview of the experimental strategy to identify lysine acetylation sites in Dnmt3L protein expressed in mouse ES cells. **b** Summary of acetylated lysine (K) and phosphorylated serine (S), threonine (T) and tyrosine (Y) residues identified by mass spectrometry from Flag-IP Dnmt3L proteins in Flag–*Dnmt3L-*overexpressing R1 mouse ES cells. Detected sites are mapped on a schematic representation of full-length Dnmt3L protein (421 amino acids). ADD, ATRX–Dnmt3–Dnmt3L domain. **c** Representative MS/MS spectra and corresponding peptide sequences of acetylated K238 (top) and K412 (bottom) residues. Red and blue lines indicate *y* and *b* ions, respectively. The positions of lysine residues in a peptide are denoted as orange circles. **d** IP assay to assess lysine acetylation of Flag-tagged WT Dnmt3L and lysine-to-arginine (K → R) mutant proteins in mouse ES cells. **e** Quantification of acetylated levels of the indicated Dnmt3L proteins normalized to the corresponding Flag–Dnmt3L protein levels (*n* = 3). **f** Western blot analysis of Flag–Dnmt3L WT and K → R mutant proteins in mouse ES cells. β-actin was used as a loading control. Among the tested mutants, K238R and K412R displayed a consistent reduction in protein levels (*n* = 3). **g** Co-IP assay to assess physical interactions between Flag–Dnmt3L (WT, K238R and K412R) and de novo Dnmt3A and Dnmt3B. Input lanes contain 20% of the total lysate used for IP. Quantitative values are shown as means ± s.e.m. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with the WT Dnmt3L group by a one-way ANOVA with the Bonferroni post hoc test. See also Supplementary Fig. 3.

Notably, ectopic expression of the *Dnmt3L* mutant harboring the K238R or K412R substitution led to a pronounced reduction in the protein level (Fig. 2f), despite comparable messenger RNA expression of all constructs (Supplementary Fig. 3c). Similar hypo-expression was observed for the K255R and K401R mutants, whereas the other lysine mutants showed mild reductions in the protein level (Fig. 2f). Overexpression of the *Dnmt3L* mutants tested in this study did not markedly affect the expression levels of other Dnmts, including Dnmt3A2, Dnmt3B and Dnmt1 (Supplementary Fig. 3d). These findings prompted us to focus on K238Ac and K412Ac as critical regulatory sites that influence the protein stability and function of Dnmt3L in mouse ES cells.

We examined whether K238Ac and K412Ac contribute to a defect in the nuclear localization of Dnmt3L, leading to its hypo-expression. Immunofluorescence (IF) staining revealed that all exogenous Flag–Dnmt3L proteins had a similar nuclear distribution (Supplementary Fig. 3e), which excluded this possibility. The phosphorylation status of Dnmts can regulate their ubiquitination and protein stability^22^. In Flag-IP products of the Dnmt3L K238R and K412R mutants, phosphorylation at threonine, tyrosine or serine residues was reduced compared with WT Dnmt3L (Supplementary Fig. 3f). Quantification analysis indicated that given the markedly lower protein expression of these mutants, this decrease might reflect the diminished protein abundance rather than an intrinsic alteration in phosphorylation status, suggesting that the K238R and K412R mutations have minimal direct impact on Dnmt3L phosphorylation (Supplementary Fig. 3g). In addition, the Flag-IP assay revealed that the Dnmt3L K238R and K412R mutants properly interacted with endogenous Dnmt3A and Dnmt3B proteins in mouse ES cells (Fig. 2g). Collectively, these results demonstrate the Dnmt3L K238R and K412R mutants are hypo-expressed, but this does not involve changes in their subcellular localization, phosphorylation status or interactions with de novo Dnmt proteins.

### Structural stability and flexibility of Dnmt3L variants

To gain structural insight into hypo-expression of the Dnmt3L mutants, we performed extensive molecular dynamic (MD) simulations of fully acetylated (WT Ac), nonacetylated (WT non-Ac), K238Ac and K412Ac Dnmt3L, as well as the K238R and K412R mutants (Fig. 3a). Root mean square deviation (RMSD) analysis over 500 ns revealed clear differences in stability among the six proteins. WT Ac Dnmt3L equilibrated to a relatively stable conformation with RMSD fluctuating within ~3–4 Å after an initial settling period (Fig. 3b). By contrast, partially acetylated (K238Ac and K412Ac) and the arginine mutants (K238R and K412R) exhibited relatively larger structural deviations, especially at later simulation times (RMSD ranged ~2.5–5 Å beyond 200 ns), indicative of enhanced conformational flexibility and reduced stability. According to the average RMSD amplitude differences for each variant (Fig. 3c), WT Ac Dnmt3L showed the smallest RMSD deviation (~0.26 Å), whereas those of partial acetylated and arginine mutants were slightly elevated (from 0.31 to 0.37 Å, respectively). This higher RMSD amplitude of both mutants reflects greater overall structural variability and lower global stability compared with WT Ac Dnmt3L. Notably, the most unstable variant was the nonacetylated one (WT non-Ac), whose RMSD deviation value is tripled (0.79 Å) compared with the WT Ac, indicating that acetylation contributes to stability.

**Fig. 3:**
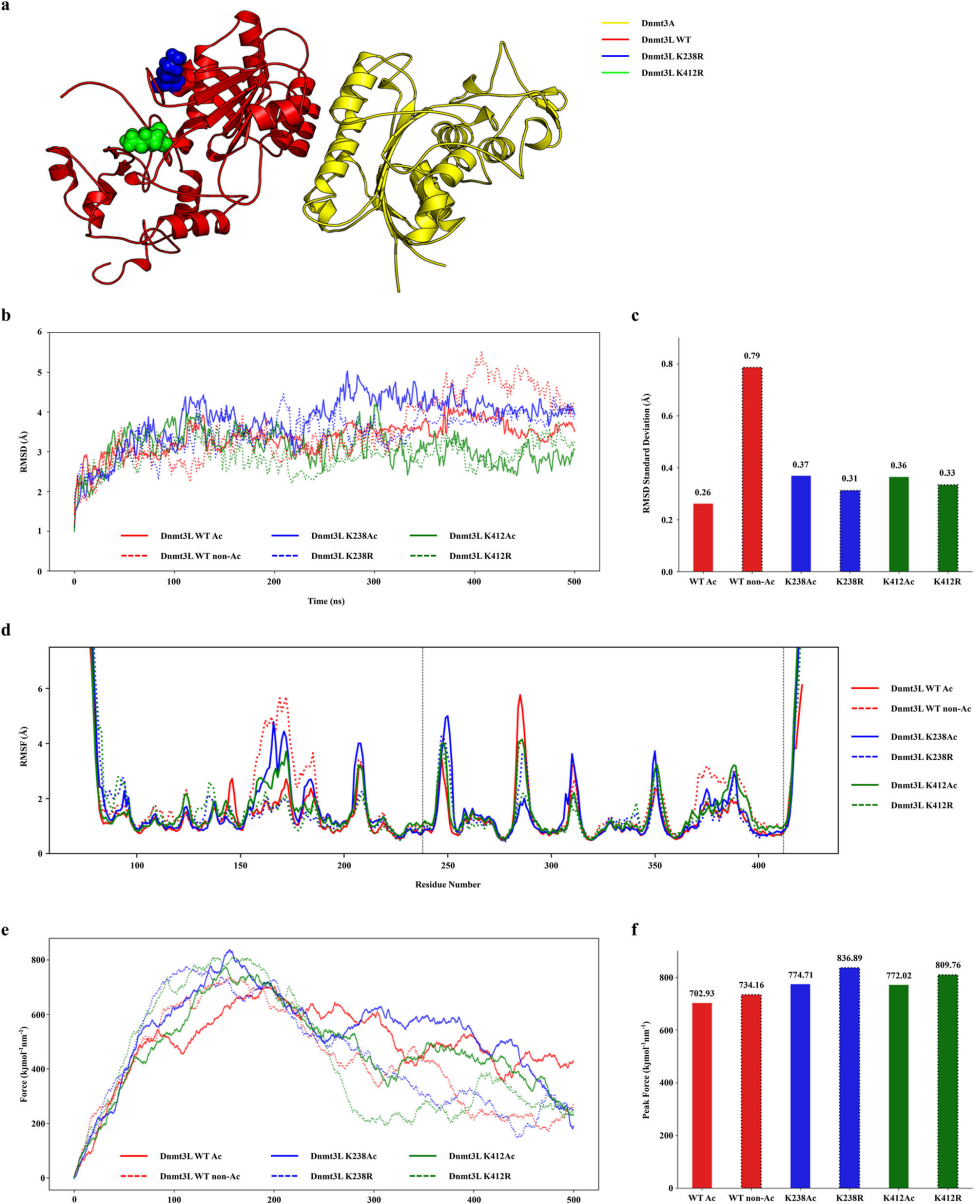
MD reveals altered structural flexibility of Dnmt3L variants. **a** Structure of the Dnmt3A–Dnmt3L complex highlighting the Dnmt3L mutation sites K238 and K412. **b** RMSD profiles over 500-ns simulations, illustrating structural fluctuations of WT Ac Dnmt3L and the other mutants. **c** Bar plot showing the standard deviation values of RMSD (after 100 ns), indicating that overall flexibility was higher in both mutants than in WT Ac Dnmt3L. **d** RMSF per residue, indicating local flexibility differences across the protein sequence. **e**, **f** SMD pulling simulations. Pulling force profiles comparing WT Ac Dnmt3L with each mutant, showing the time-dependent force experienced during pulling simulations (**e**) and peak pulling forces extracted from SMD simulations, indicating that mechanical resistance was comparable among WT Ac Dnmt3L and mutant complexes (**f**). See also Supplementary Fig. 4.

We next examined root mean square fluctuation (RMSF) per residue to pinpoint regions of altered flexibility (Fig. 3d and Supplementary Fig. 4). Consistent with the RMSD results, the partially acetylated and nonacetylated (WT non-Ac) variants had generally elevated RMSF values across multiple regions relative to WT Ac Dnmt3L, implying that these mutations increase local mobility throughout the protein. Notably, all six proteins maintained low fluctuation at the C-terminal helix responsible for Dnmt3A binding, indicating that the core interface remains relatively stable.

### Dnmt3L–Dnmt3A binding mechanics from MD simulations

We next probed whether the mutations affect the interaction of Dnmt3L with its binding partner Dnmt3A^23^. Steered MD (SMD) pulling simulations were performed of the Dnmt3A–Dnmt3L complex to evaluate the mechanical stability of the interface. In these simulations, Dnmt3L WTs and variants were pulled away from Dnmt3A with a constant velocity, and the required force was recorded as a function of extension. All six Dnmt3L proteins exhibited a similar force–extension profile, indicative of a comparable interaction mechanism. The force on the complex initially increased steadily with extension, rose to a single rupture peak as key contacts broke and then decreased once Dnmt3L dissociated (Fig. 3e). The overall shapes of the force curves were highly similar, suggesting that the mutations do not grossly alter the Dnmt3L–Dnmt3A binding interface under mechanical stress. There were slight differences in the peak forces required to separate the complex. These peak rupture forces were quantified for each variant (Fig. 3f). The K238R required the highest force (~836.89 kJ/mol/nm) to disrupt the complex, followed by the K412R mutant (~809.76 kJ/mol/nm), while WT Ac Dnmt3L had the lowest peak force (~702.93 kJ/mol/nm). However, such marginal variations indicate that binding strength is largely preserved across all variants, indicating that the mutations and acetylation do not drastically alter the mechanical stability of the complex.

### K238Ac or K412Ac is essential for protein stability of Dnmt3L

To obtain mechanistic insights into hypo-expression of the K238R and K412R mutants, we established cell lines stably expressing WT and mutant Flag–Dnmt3L proteins. Cells overexpressing Flag–*Dnmt3L* WT exhibited comparable alkaline phosphatase (AP) staining and proliferation as control and Flag–*Dnmt3L* K238R- and K412R-overexpressing cells, except for a flattened morphology (Supplementary Fig. 5a,b). Consistent with the results obtained upon transient ectopic expression (Fig. 2f), expression of both mutant proteins was remarkably reduced in the stable cell lines (Fig. 4a), despite only slight reductions in their transcription levels (Supplementary Fig. 5c). The hypo-expression of the K238R and K412R mutants persisted during long-term culture and was independent of their mRNA expression levels, further supporting post-transcriptional regulation of Dnmt3L protein stability (Supplementary Fig. 5d,e). Overexpression of these constructs had minimal impact on expression of endogenous *Dnmt3L* and other Dnmts, except that overexpression of Flag–*Dnmt3L* K238R increased the level of the *Dnmt3B* transcript.

**Fig. 4:**
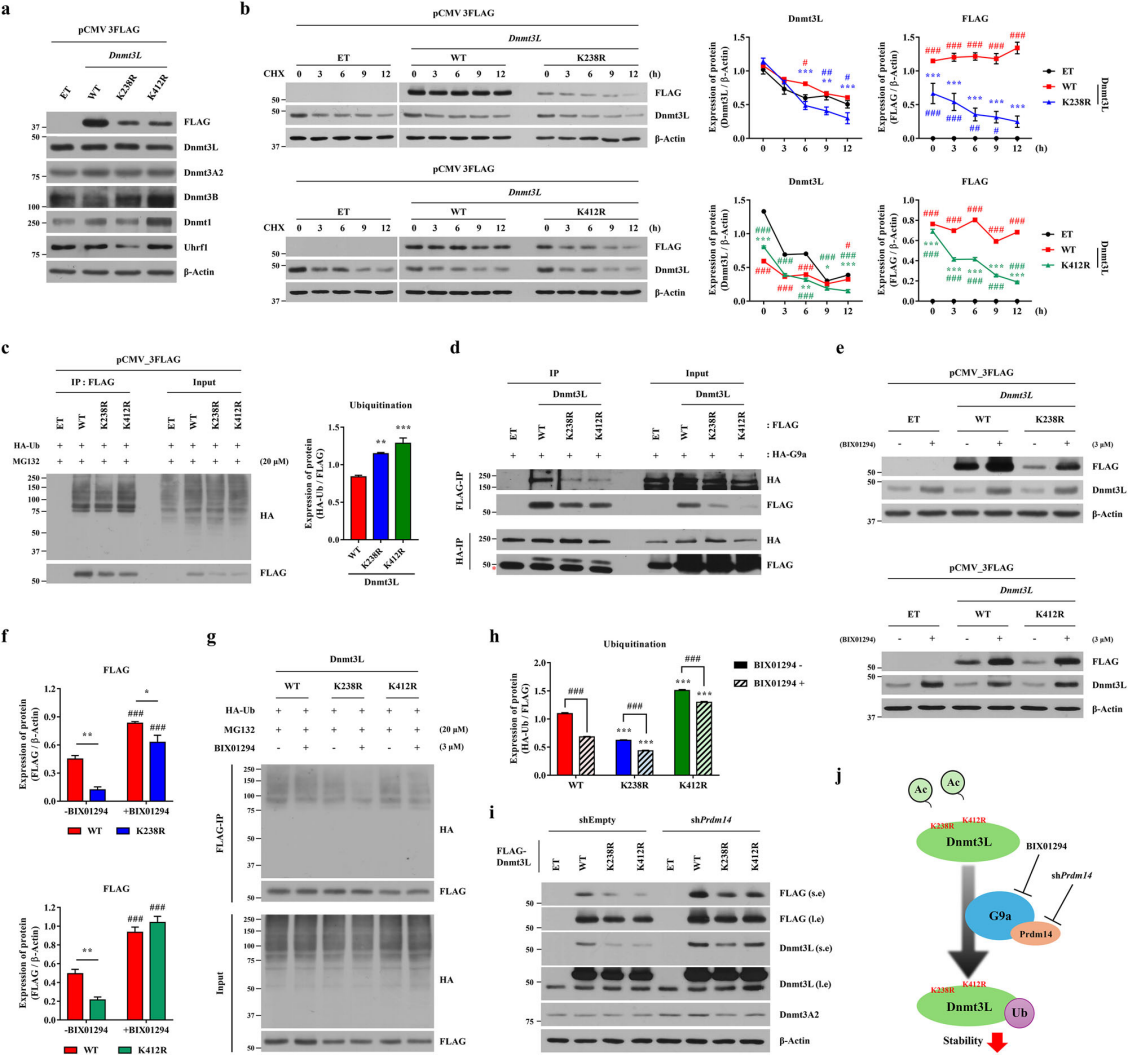
G9a and Prdm14 cooperatively regulate Dnmt3L protein stability. **a** Western blot analysis of mouse ES cells stably expressing Flag-WT Dnmt3L and acetylation-deficient mutants (K238R and K412R). **b** CHX-chase assay assessing the stabilities of Flag–Dnmt3L WT and mutant proteins. Left: time-course immunoblotting following treatment with 200 µg/ml CHX. Right: quantification of protein levels normalized to β-actin (*n* = 3). Both mutants exhibited shorter half-lives than WT Dnmt3L. **c** Flag-IP assay showing the ubiquitination status of WT and mutant Dnmt3L proteins after cotransfection with HA-Ub. Quantification of the indicated HA-Ub tagged protein levels normalized to Flag (*n* = 3). Input lanes contain 20% of total lysates. **d** Co-IP assays demonstrating physical interactions between HA-G9a and Flag–Dnmt3L variants. Flag-based IP (top) and reciprocal HA-based IP (bottom), confirming binding irrespective of the mutation status. Asterisks indicate nonspecific immunoglobulin G heavy chain bands. **e** Immunoblot analysis of exogenous and endogenous Dnmt3L protein levels after pharmacological inhibition of G9a using 3 µM BIX01294 for 24 h. **f** Quantification of the indicated Flag–Dnmt3L protein levels normalized to β-actin (*n* = 3). **g**, **h** Flag-IP assay of WT Dnmt3L and mutant proteins following treatment with 3 μM BIX01294 for 12 h to assess changes in polyubiquitination levels (**g**). Quantitative analysis of Dnmt3L ubiquitination normalized to IP recovery of each Flag–Dnmt3L variant (*n* = 3) (**h**). **i** Western blot analysis of WT Dnmt3L and mutant protein expression in mouse ES cells upon *Prdm14* knockdown using shRNA. **j** Schematic model showing how G9a- and Prdm14-dependent post-translational mechanisms coordinately control the stability of Dnmt3L protein. All quantitative data represent means ± s.e.m. Statistical significance was assessed using a two-way ANOVA with the Bonferroni post hoc test. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with WT Dnmt3L group. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with empty (**b**) or nontreated control (**f** and **h**) groups. See also Supplementary Figs. 5–7.

The CHX-chase assay revealed that the half-lives of the two mutant proteins were significantly shorter than that of WT Dnmt3L (Fig. 4b). To further validate the physiological relevance of Dnmt3L acetylation, we generated two independent murine ES cell lines carrying endogenous point mutations at the K238 and K412 residues using prime editing and single-stranded oligodeoxynucleotide-mediated homology-directed repair, respectively (Supplementary Fig. 6a–d). For both lines, no off-target sites were identified for at candidate loci identified through in silico prediction permitting up two mismatches. In the case of the K412R line, which was generated via a double-strand break, an extended search permitting up to three mismatches identified eight potential off-target sites, which were confirmed to be unaltered by sequencing (Supplementary Fig. 6e). Using these endogenous mutant systems, CHX-chase assays demonstrated that the half-lives of the endogenous Dnmt3L K238R and K412R proteins were significantly shorter than that of WT Dnmt3L (Supplementary Fig. 6f,g), thereby recapitulating the instability observed in ectopic overexpression models.

These findings prompted us to examine whether the altered protein stabilities of the Dnmt3L mutants were associated with changes in ubiquitination. In mouse ES cells co-expressing Flag–*Dnmt3L* and HA-tagged ubiquitin (HA-Ub), the Flag-IP assay revealed that the K238R and K412R mutants exhibited ubiquitination levels comparable to or slightly higher than that of WT Dnmt3L (Fig. 4c). Quantification analysis indicated that given the reduced expression of these mutants, this finding suggests that the two mutant proteins exhibit higher levels of ubiquitination than WT Dnmt3L, with a more pronounced effect in the K412R mutant. Further analysis showed that K48‑linked polyubiquitin chains, rather than K63‑linked chains, were predominantly detected in the Dnmt3L ubiquitination IP products (Supplementary Fig. 7a,b). Consistent with this, substitution of K48 in HA-tagged ubiquitin markedly reduced Dnmt3L ubiquitination, confirming K48 linkage as the major degradation-associated modification (Supplementary Fig. 7c). These results indicate that acetylation at K238 and K412 protects Dnmt3L from K48-linked ubiquitin-mediated proteasomal degradation. Collectively, these findings indicate that K238Ac or K412Ac plays a critical role in regulating the protein stability of Dnmt3L in mouse ES cells.

Mouse ES cells under 2i-based culture reportedly maintain a naive ground state through G9a- and Prdm14-mediated degradation of de novo Dnmt proteins^24^. On the basis of this previous report, we next explored the potential involvement of G9a and Prdm14 in regulation of Dnmt3L stability. Co-IP assays following cotransfection of mouse ES cells with Flag-tagged *Dnmt3L* (WT, K238R and K412R) and HA-tagged *G9a* (HA-*G9a*) demonstrated robust physical interactions between G9a and all tested Dnmt3L variants (Fig. 4d). These interactions were further validated through reciprocal Co-IP using an anti-HA antibody, indicating that G9a and Dnmt3L directly associate irrespective of the acetylation statuses of K238 and K412.

Importantly, treatment with BIX01294, a G9a-specific inhibitor, significantly increased expression of both exogenous Flag–Dnmt3L and endogenous Dnmt3L proteins (Fig. 4e and Supplementary Fig. 7d), with minimal differences in their transcription levels (Supplementary Fig. 7e). In line with the results observed in long-term 2i-LIF cultures (Fig. 1), induction of Dnmt3L protein by BIX01294 was greater than induction of *Dnmt3L* mRNA, and enhanced protein induction by BIX01294 was notable for the K238R and K412R mutants (Fig. 4f). Accordingly, BIX01294 treatment significantly reduced ubiquitination of both mutant proteins (Fig. 4g, h). In addition, silencing of *Prdm14* increased expression of Dnmt3L (WT, K238R and K412R) proteins (Fig. 4i and Supplementary Fig. 7f), independent of transcriptional induction (Supplementary Fig. 7g). Taken together, these results suggest that the protein stability of Dnmt3L is regulated by a G9a- and Prdm14-dependent degradation pathway, similar to Dnmt3A and Dnmt3B, and that this regulation is critically dependent on K238Ac and K412Ac (Fig. 4j).

### Regulation of naive pluripotency and lineage differentiation genes by Dnmt3L acetylation

To investigate the biological role of K238Ac and K412Ac in Dnmt3L, we established another R1 mouse ES cell line that stably expressed nontagged WT *Dntm3L* or the mutants (K238R and K412R) under the control of an exogenous CMV early enhancer/chicken β-actin (CAG) promoter because the CMV promoter used to express Flag–*Dnmt3L* is frequently repressed in mouse ES cells^25^. To minimize irreversible DNA demethylation with massive erasure of genomic imprints upon prolonged 2i-LIF culture^10,11^, the established mouse ES cell lines were propagated in FBS–LIF medium for 20 passages. Mouse ES cells harboring WT *Dnmt3L* formed distinctive flattened colonies displaying weak AP staining (Supplementary Fig. 8a). All tested cells exhibited minimal differences in proliferation capacity, except for a slight increase in growth of *Dnmt3L*-overexpressing cells (Supplementary Fig. 8b). Notably, hypo-expression of the K238R and K412R mutant proteins was recapitulated in this independent stable cell line model and was stably sustained over 20 passages in FBS–LIF culture (Fig. 5a).

**Fig. 5:**
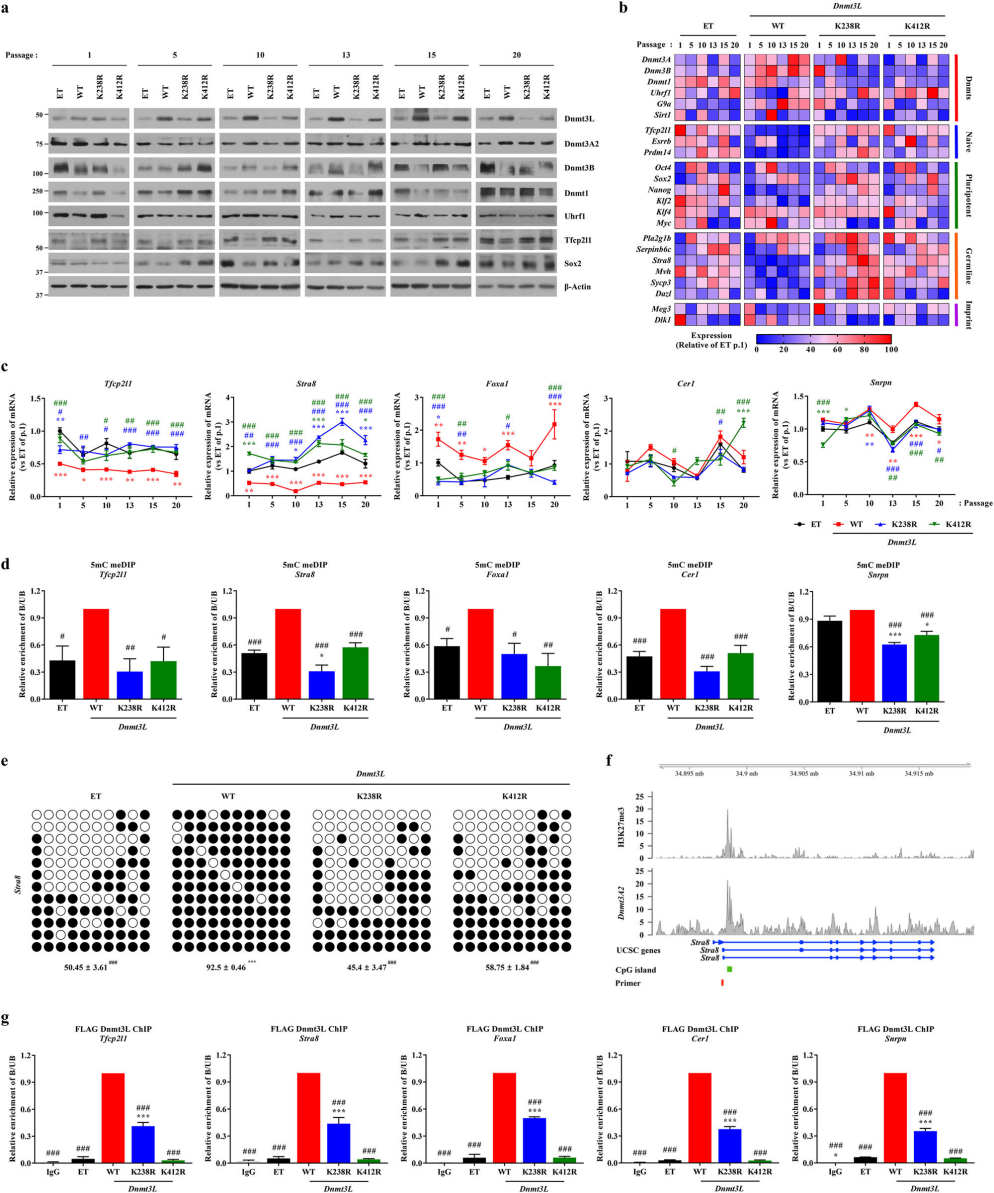
Dnmt3L acetylation regulates naive pluripotency and germline gene expression via DNA methylation. **a** Western blot analysis of DNA methylation-related enzymes and pluripotency factors in long-term cultured mouse ES cells stably expressing nontagged Dnmt3L WT, K238R or K412R proteins. β-actin was used as a loading control. **b** Heat map depicting gene expression profiles of DNA methylation regulators, naive pluripotency genes, germline markers and imprinted genes in the indicated stable mouse ES cell lines. Expression values represent the mean of three independent biological replicates. **c** RT–qPCR analysis of representative genes for naive pluripotency (*Tfcp2l1*), germline (*Stra8*), neural (*Foxa1*) and cardiac (*Cer1*) lineages, and genomic imprinting (*Snrpn*) in cells at the indicated passages (*n* = 3). Expression data for additional genes are shown in Supplementary Fig. 8d. **d** MeDIP–qPCR analysis of 5mC enrichment at the selected genomic loci in stable mouse ES cell lines expressing nontagged WT *Dnmt3L* or mutants (*n* = 4). **e** Bisulfite sequencing analysis of the indicated target regions. Methylated and unmethylated CpG sites are shown as filled and open circles, respectively. The percentage of methylated CpG is indicated below each bisulfite sequencing profile (*n* = 3). **f** Schematic representation of the murine *Stra8* locus, showing the H3K27me3 histone modification mark and Dnmt3A2-binding sites based on published ChIP–seq datasets^26,39^. Genomic features include CpG islands (green bar) and locations of primers used for MeDIP– and ChIP–qPCR assays in this study (red bar). Additional locus maps are shown in Supplementary Fig. 9. **g** ChIP–qPCR analysis of Flag–Dnmt3L WT, K238R and K412R proteins at the regulatory regions of the target genes affected by Dnmt3L K238Ac or K412Ac (*n* = 4). All quantitative data are presented as mean ± s.e.m. Statistical significance was assessed by a one-way ANOVA with the Bonferroni post hoc test; ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with control groups. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with WT Dnmt3L. The exact *P* values and replicate numbers are provided in the Source Data. See also Supplementary Figs. 8 and 9. ET empty vector, B Bound, UB Unbound.

To identify the target genes affected by K238Ac and K412Ac of Dnmt3L, we examined changes in expression of genes related to DNA methylation or the developmental process. During long-term culture, overexpression of WT *Dnmt3L* suppressed mRNA expression of naive pluripotency proteins, including *Tfcp2l1* and *Prdm14*; however, this repression was abrogated by the K238 and K412 mutations (Fig. 5b, c). Importantly, repression of *Tfcp2l1* upon *Dnmt3L* overexpression, as well as its restoration observed with the K238R or K412R mutant, was verified at the protein level (Fig. 5a). Although expression of *Oct4*, *Klf2* and *Klf4* was not markedly affected (Supplementary Fig. 8c,d), Sox2 protein expression was suppressed by ectopic expression of WT *Dnmt3L* but not of the K238R or K412R mutant (Fig. 5a).

Previously, we reported that activation of Dnmt3L upon *Sirt1* deficiency represses expression of a subset of imprinted and germline genes concomitant with increased DNA methylation of regulatory elements^5^. In line with this finding, germline developmental genes such as *Stra8*, *Mvh* and *Sycp3* were repressed in ES cells expressing WT *Dnmt3L* during long-term culture (Fig. 5b, c and Supplementary Fig. 8d). Repression of these genes was observed from an early passage (p.5) and sustained until p.20. Importantly, the K238R and K412R mutants protected against the repression of these germline and naive pluripotency genes in mouse ES cells during the entire culture period (Fig. 5b, c), indicating that Dnmt3L K238Ac and K412Ac have long-lasting effects on the expression of these target genes.

To gain mechanistic insight, we assessed the global DNA methylation and demethylation statuses. Dot blot assays revealed minimal changes in the global levels of 5mC, which is a DNA methylation marker, and 5hmC, which is a DNA demethylation marker, regardless of overexpression of WT *Dnmt3L* and the mutants (Supplementary Fig. 8e). Thus, we examined the local DNA methylation statuses of Dnmt3L target genes by performing methylated DNA IP followed by qPCR (meDIP–qPCR). The levels of 5mC in naive pluripotency (*Tfcp2l1*), germline (*Stra8*), neural (*Foxa1* and *Folr1*), cardiac (*Cer1* and *Pkdl1l*) and imprinted (*Snrpn*) genes were increased in WT *Dnmt3L-*expressing mouse ES cells compared with control cells but not in mouse ES cells expressing the K238R or K412R mutant (Fig. 5d and Supplementary Fig. 8f). This finding was validated by a bisulfite conversion-based assay (Fig. 5e).

On the basis of a previous chromatin IP followed by sequencing (ChIP–seq) result^26^ showing that Dnmt3A2 binds at loci sensitive to Dnmt3L K238Ac or K412Ac (Fig. 5f and Supplementary Fig. 9), we examined the occupancy of WT Dnmt3L and mutant proteins at these regions using ChIP–qPCR. Consistent with the gene expression patterns, WT Dnmt3L was enriched at regulatory elements of the previously described target genes, whereas the K238R and K412R mutants showed markedly reduced binding at these loci (Fig. 5g and Supplementary Fig. 8g). Taken together, these results indicate that transcriptional repression of a subset of genes related to naive pluripotency and germline and somatic (neural and cardiac lineages) development by Dnmt3L is dependent on K238Ac and K412Ac.

### Role of Dnmt3L K238Ac and K412Ac in the developmental potential of mouse ES cells

To evaluate the functional significance of Dnmt3L K238Ac and K412Ac in lineage commitment, we induced spontaneous differentiation of mouse ES cells through embryoid body (EB) formation, which recapitulates key aspects of early embryonic development (Fig. 6a and Supplementary Fig. 10a). EBs derived from WT *Dnmt3L*-expressing cells (WT *Dnmt3L* EBs) displayed impaired morphogenesis, which was characterized by defective formation of an endoderm-like hollow structure (Fig. 6b) and reduced size (Fig. 6c). Gene expression analysis revealed that induction of lineage-specific genes associated with germline (for example, *Stra8* and *Sohlh2*), neural (for example, *Foxa1*, *Ntn1* and *Slit2*) and cardiac (for example, *Cer1* and *Pkd1l1*) differentiation was markedly delayed in WT *Dnmt3L* EBs (Fig. 6d, e and Supplementary Fig. 10b). Notably, these defects were absent in EBs derived from cells expressing the control vector or the K238R or K412R mutant, highlighting the critical role of site-specific acetylation of Dnmt3L in proper lineage differentiation of mouse ES cells.

**Fig. 6:**
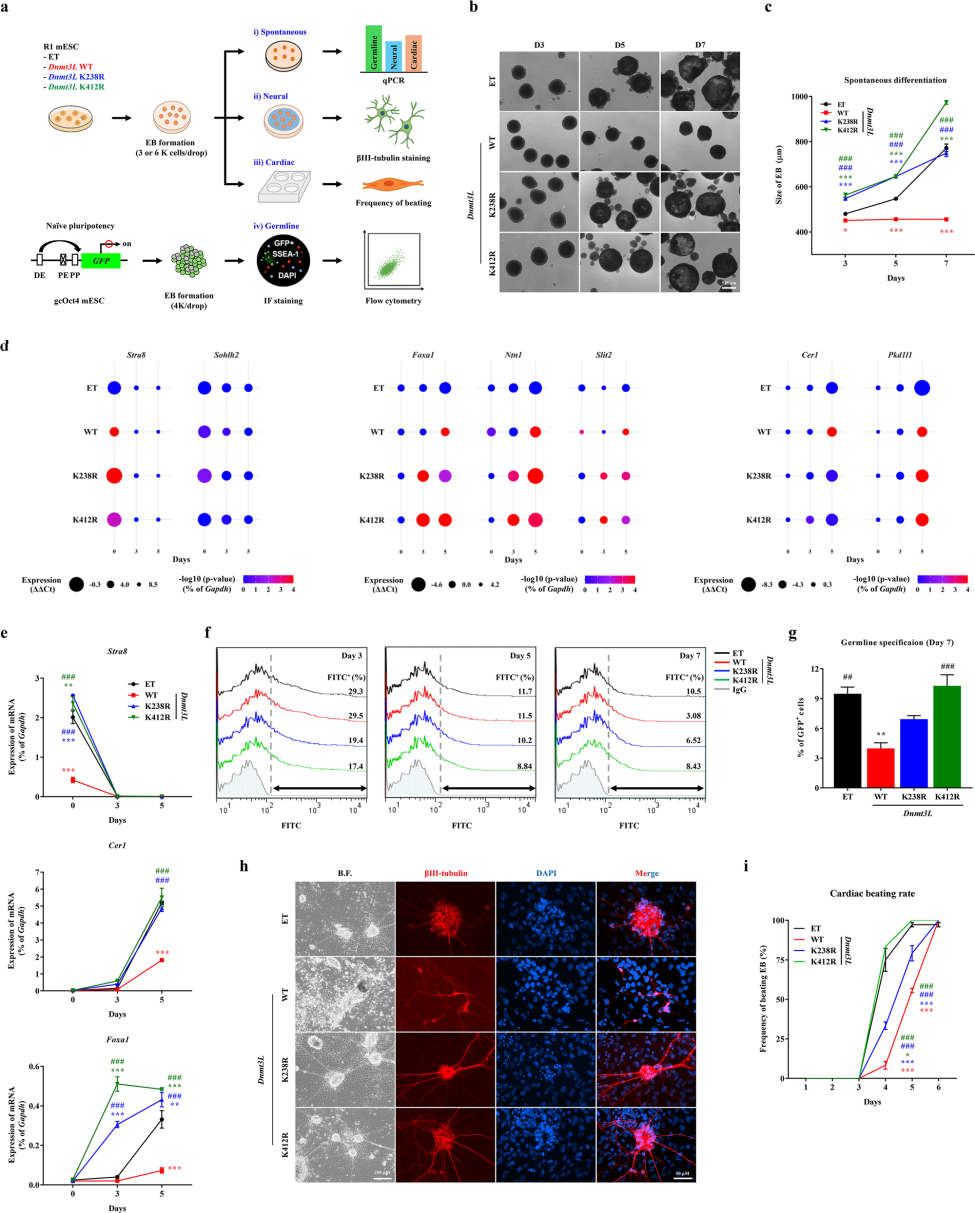
Dnmt3L K238Ac and K412Ac regulate the in vitro differentiation capacity of mouse ES cells across multiple lineages. **a** Schematic overview of in vitro differentiation assays to assess lineage-specific outcomes in spontaneous, neural, cardiac and germline contexts. **b** Representative phase-contrast images of EBs generated from mouse ES cells stably expressing nontagged *Dnmt3L* WT, K238R and K412R at the indicated time points. Images were captured at 40× magnification. Scale bar, 500 µm. **c** Quantification of EB size during spontaneous differentiation. WT *Dnmt3L* EBs exhibited significantly reduced growth compared with EBs derived from control and mutant lines (*n* = 10). **d** Bubble plot summarizing qPCR analysis of differentiation marker genes associated with germline, neural and cardiac lineages in EBs. Relative expression and statistical significance (*Gapdh*-normalized) were calculated from three biologically independent replicates. **e** RT–qPCR analysis of the representative markers *Stra8* (germline), *Cer1* (cardiac) and *Foxa1* (neural) during EB differentiation (*n* = 3). Additional expression profiles are shown in Supplementary Fig. 10b. **f**, **g** Flow cytometric analysis of GFP^+^ germ cells among gcOct4 ES cells at the indicated time points after EB formation (**f**). The proportion of GFP^+^ cells is displayed in the corresponding histograms (**g**). Quantification of GFP^+^ germ cells among gcOct4-derived EBs at day 7 after induction based on flow cytometric analysis (*n* = 3). **h** IF staining images showing βIII-tubulin^+^ neuronal cells (red) following directed neural differentiation. Nuclei were counterstained with 4′,6-diamino-2-phenylindole (DAPI) (blue). Images were captured at 400× magnification. Scale bar, 50 µm. **i** Time-course quantification of beating EBs from day 1 to 6 during cardiac differentiation. The onset of beating was delayed for WT *Dnmt3L*-expressing cells compared with control and acetylation-deficient mutants (*n* = 3). All quantitative data are presented as mean ± s.e.m. Statistical significance was determined using a two-way (**c**, **e** and **i**) or one-way (**g**) ANOVA with the Bonferroni post hoc test. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 compared with control groups. ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 compared with WT Dnmt3L. See also Supplementary Fig. 10. BF Bright field.

Among Dnmt3L K238Ac- and K412Ac-dependent target genes, *Tfcp2l1* stimulates naive and somatic reprogramming^3^. Therefore, to investigate the role of induction of Dnmt3L and its K238Ac or K412Ac in the generation of iPS cells, we used mouse embryonic fibroblasts obtained from a mouse model harboring four reprogramming factors (OSKM) under the control of the tet-on promoter (iOSKM) mouse embryonic fibroblasts^27^. Expression of WT Dnmt3L or mutant proteins had a minimal effect on the number of AP^+^ iPS cell colonies (Supplementary Fig. 10c), suggesting that Dnmt3L K238Ac and K412Ac have little influence on the somatic cell reprogramming process.

Given the repressive effect of WT *Dnmt3L* on germline gene expression, we next assessed the role of K238Ac and K412Ac in germ cell differentiation using gcOct4 mouse ES cells (Fig. 6a), which express green fluorescent protein (GFP) under the control of an Oct4 promoter lacking the proximal enhancer, thereby restricting GFP expression to germ cells during development^28^. Following EB formation, GFP^+^ primordial germ cells were detected in all groups at early stages (days 3 and 5). However, at day 7, induction of primordial germ cell colonies was markedly reduced in WT *Dnmt3L* EBs compared with those expressing the control or mutant (K238R or K412R) constructs, as demonstrated by both flow cytometry (Fig. 6f, g) and IF analysis (Supplementary Fig. 10d).

Next, we compared the in vitro neuronal and cardiac differentiation potentials of mouse ES cells expressing WT *Dnmt3L* or the K238R or K412R mutant. In line with the gene expression results (Fig. 6d), WT *Dnmt3L*-expressing ES cells exhibited severe defects in neuronal differentiation in vitro, as evidenced by a lack of βIII-tubulin^+^ neurons (Fig. 6h) and induction of neuronal markers (Supplementary Fig. 10e). However, ES cells expressing either mutant gave rise to βIII-tubulin^+^ neurons, similar to control cells, and displayed similar gene expression patterns.

During in vitro cardiac differentiation, the time to initiation of beating was delayed in WT *Dnmt3L*-expressing ES cells compared with the other groups (Fig. 6i). Morphologically, the cell mass generated following cardiac differentiation of WT *Dnmt3L*-expressing ES cells had a flattened structure, unlike other cells with a round morphology and a hollowed compartment (Supplementary Movie 1). These retarded cardiac differentiation phenotypes were not observed with mouse ES cells expressing the control vector or the K238R or K412R mutant. Collectively, these results demonstrated that Dnmt3L K238Ac or K412Ac plays a crucial role in regulation of differentiation processes, including differentiation into germline, neural and cardiac lineages.

### The in vivo differentiation potential of mouse ES cells is regulated by Dnmt3L K238Ac and K412Ac

To validate these findings in vivo, we assessed the developmental potential of mouse ES cells expressing WT *Dnmt3L* or the acetylation-deficient mutants (K238R and K412R) through subcutaneous teratoma formation in immunodeficient NOD-SCID mice. All mouse ES cell lines successfully generated teratomas containing derivatives of all three germ layers, irrespective of the Dnmt3L status (Supplementary Fig. 11a,b). Although teratomas derived from WT *Dnmt3L*- and K238R-expressing mouse ES cells exhibited slightly delayed growth kinetics, final tumor sizes were comparable in all groups (Fig. 7a).

**Fig. 7:**
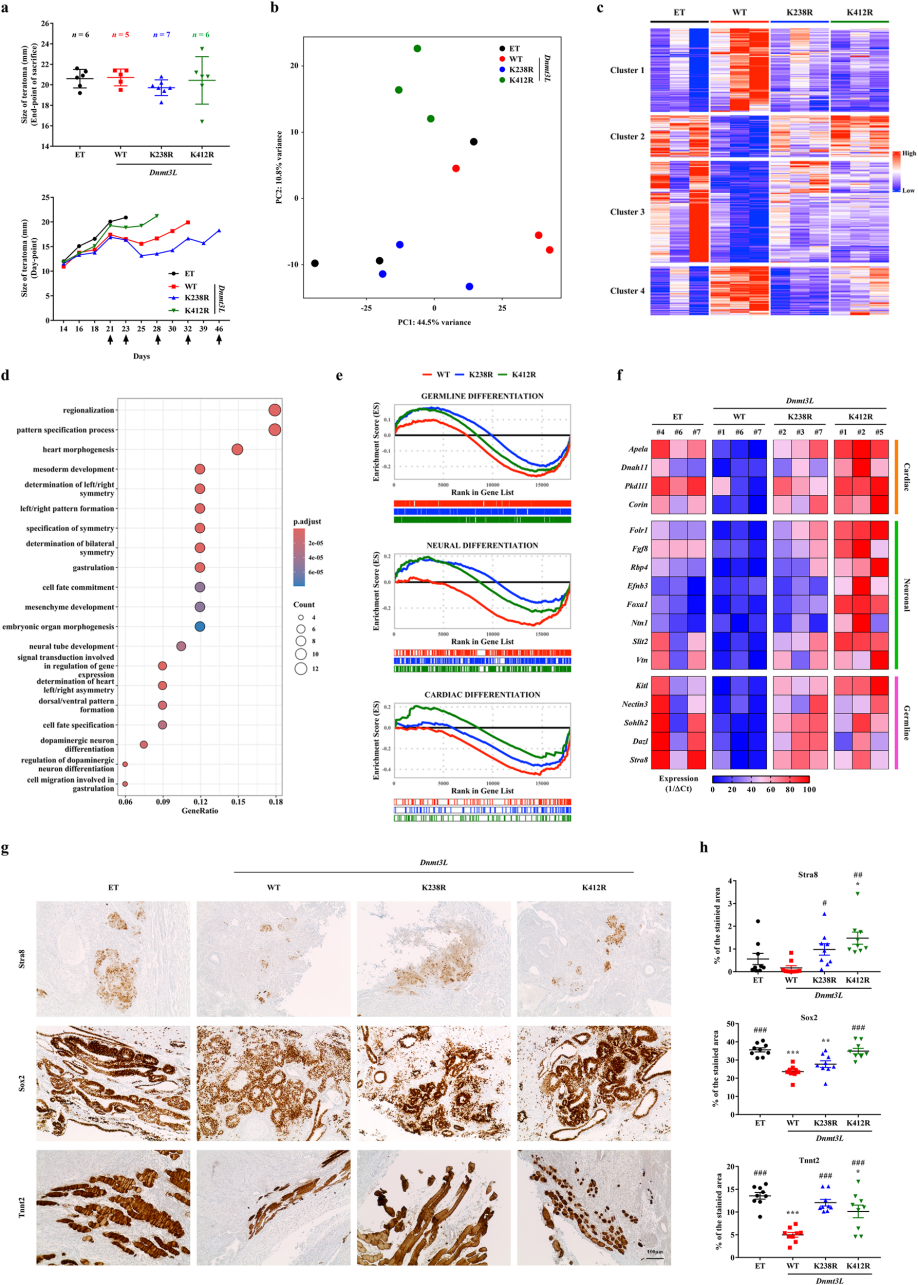
In vivo relevance of Dnmt3L K238Ac and K412Ac in regulation of lineage-specific differentiation of mouse ES cells. **a** Time-course changes in teratoma size (top) and final teratoma size quantification (bottom) for 46 days after subcutaneous injection of mouse ES cells stably expressing the ET or the *Dnmt3L* WT, K238R or K412R construct into NOD-SCID mice (*n* = 7 per group). Arrows indicate the day of death. **b** Principal component analysis of global transcriptomes in collected teratomas. Samples clustered distinctly on the basis of Dnmt3L acetylation status, with high intragroup consistency. **c** Clustering of DEGs across all groups identified four expression modules. Clusters 2 and 3 were selectively downregulated in WT *Dnmt3L* teratomas but their expression was restored in teratomas derived from mouse ES cells expressing the K238R and K412R mutants. **d** GO enrichment analysis of cluster 2 revealed substantial enrichment of pathways related to neural and cardiac development. **e** GSEA demonstrated notable recovery of lineage-specific gene programs, including cardiac, neural and germline differentiation signatures, in teratomas derived from mouse ES cells expressing the K238R and K412R mutants relative to WT *Dnmt3L* teratomas. **f** Heat map summarizing qPCR analysis of selected DEGs involved in lineage commitment, showing transcriptional repression in WT *Dnmt3L* teratomas and restoration of expression in teratomas derived from mouse ES cells expressing the acetylation-deficient mutants (*n* = 4). **g** IHC staining of lineage markers in teratoma sections at day 21 after injection. WT *Dnmt3L* teratomas exhibited reduced numbers of Stra8^+^ (germ cells), Sox2^+^ (neurons) and Tnnt2^+^ (cardiac) cells compared with the control and mutant groups. Images were captured at 200× magnification. Scale bar, 100 µm. **h** Quantification of positive cell frequencies from IHC staining of the indicated teratoma sections (*n* = 9), confirming that the in vivo differentiation potential of WT *Dnmt3L*-expressing mouse ES cells was impaired. All quantitative data are presented as mean ± s.e.m. Statistical comparisons were performed using a two-way ANOVA with the Bonferroni post hoc test. ^*^P < 0.05, ^**^P < 0.01, ^***^P < 0.001 versus ET control group; ^#^*P* < 0.05, ^##^*P* < 0.01, ^###^*P* < 0.001 versus WT *Dnmt3L*. See also Supplementary Figs. 11–13.

Histopathological analysis revealed that mesodermal and endodermal lineage differentiation was markedly reduced in teratomas derived from WT *Dnmt3L*-expressing mouse ES cells (WT *Dnmt3L* teratomas) compared with those derived from mouse ES cells expressing the control vector (Supplementary Fig. 11c). 

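Teratomas were formed by R1 mouse ES cells carrying the empty vector (ET, the control), WT Dnmt3L or 1 of the acetylation-deficient mutants, K238R and K412R. The paper's methods give 5000000 cells injected subcutaneously into 8-week-old male immunodeficient NOD mice and collection at day 21. They give LIF at 1000 U/ml in the ES cell medium, while the sample labels give 100. RNA from 3 teratomas per group was sequenced, 1 library per teratoma and 12 libraries in all. The paper names no second ES cell line per construct for these teratomas, so a construct is not separated from the line that carries it. The libraries were made from poly(A)-selected RNA with the CORALL kit and read from both ends. The authors trimmed the reads with Fastp, mapped them with STAR and quantified them with Salmon, and they deposited the estimated count of each gene in each library without normalization. The genome build, the gene annotation and the use of molecular identifiers are not named in the methods text, and the paper refers to its Source Data, read here only in part, for software versions. The deposited estimates are whole numbers.
Each library lists 38986 genes by symbol, of which 7918 had no count in any library. Total counts were between 16957677 and 17987009 in ET (median 17589018), between 17529003 and 17936821 in WT (median 17788650), between 17997718 and 18546100 in the libraries labelled K238R (median 18419835) and between 17686327 and 17950246 in K412R (median 17814525), so the deepest library held 1.09 times the counts of the shallowest. A single RNA, Gm26917, took between 7.47% and 13.9% of the counts of a library. Replicates of a group differed by far more than counting noise, with a chi-square per degree of freedom between 11.3 and 57.5 for the 12 pairs. Counts were scaled with edgeR's TMM method, and edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was fitted to all 12 libraries with 1 mean per group, over the 18405 genes that passed edgeR's filter on low counts. The paper's methods name DESeq2 for this step. On counts simulated from these libraries with 200 genes changed 4-fold in WT, this test recovered 83.0% of the changed genes in the comparison of WT with ET over 18168 genes, with 15 false calls among 181. Each gene was drawn independently there, so variation shared between genes was left out.
Dnmt3l, the gene that the constructs carry, was read first in every library, since it checks the labels. Its raw counts were 39, 11 and 137 in ET, 2941, 3643 and 3581 in WT, 35, 20 and 10 in the libraries labelled K238R and 699, 677 and 463 in K412R. Scaled to the library total as CPM, it stood at 3.52 ± 3.73 (SD, n = 3) in ET, 194 ± 27.0 in WT, 1.17 ± 0.67 in the libraries labelled K238R and 34.7 ± 8.52 in K412R. The log2 fold change of WT against ET was 5.78 (standard error 0.61, adjusted p = 0.0192 from edgeR's quasi-likelihood test), and all 3 WT libraries lay above all 3 ET libraries. K412R lay above ET by 3.29 on the log2 scale (standard error 0.57), without passing the adjusted threshold (adjusted p = 0.219), and below WT (log2 fold change -2.49, standard error 0.50, adjusted p = 0.0367), with 5.60 times less transcript. In the libraries labelled K238R the transcript was not higher than in ET (log2 fold change -1.59, standard error 0.71, adjusted p = 0.806), and it was 167 times lower than in WT (log2 fold change -7.37, adjusted p = 0.00251). These 3 libraries are called the libraries labelled K238R throughout. With each library left out in turn, the log2 fold change of WT against ET stayed between 5.30 and 7.08, and the call was lost in 6 of the 12 fits, those without ET replicate 1 (5.52, adjusted p = 0.112), WT replicate 2 (5.73, adjusted p = 0.0681), WT replicate 3 (5.71, adjusted p = 0.0739), replicates 1 or 2 of the libraries labelled K238R (5.78 in both, adjusted p = 0.0538 and 0.0502) or K412R replicate 1 (5.78, adjusted p = 0.0548). In a fit of these 2 groups alone, the log2 fold change was again 5.78 and its adjusted p was 0.256, and over all alternatives to this fit the adjusted p lay between 1.38e-10 and 0.256. K412R against ET passed the adjusted threshold with DESeq2 (log2 fold change 3.30, adjusted p = 0.00558), without ET replicate 2 (2.83, adjusted p = 0.0298) and without ET replicate 3 (4.60, adjusted p = 0.0291), and its adjusted p over the alternatives lay between 0.00558 and 0.812.

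**Figure D1:**
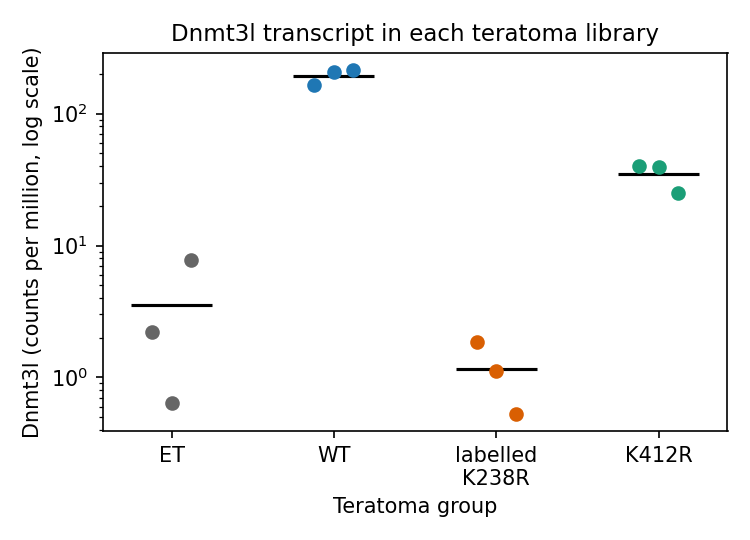
Dnmt3l in CPM on a log scale (y axis) in the 4 teratoma groups (x axis). Each point is 1 library and the black lines are the means of 3 libraries, 3.52 in ET, 194 in WT, 1.17 in the libraries labelled K238R and 34.7 in K412R.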

To further investigate this phenotype, we performed transcriptomic profiling of the teratomas. 

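Over the 500 genes with the largest variance of log2 CPM, the differences between the 4 groups made up 40.9% of the total variance. The median over the 15400 ways of dividing the 12 libraries into 4 groups of 3 was 26.1%, and 1-sided exact permutation over them gave p = 0.0307. Across the 12 calculations that each left out 1 library the share was between 36.3% and 47.8% and the exact permutation p between 0.0153 and 0.104. It rose above 0.05 in 7 of them, without ET replicate 1 (41.4%, exact p = 0.0708), WT replicates 2 or 3 (36.3% and 36.9%, exact p = 0.104 and 0.0968), replicate 1 of the libraries labelled K238R (42.5%, exact p = 0.0545) or K412R replicates 1, 2 or 3 (41.8%, 42.3% and 40.0%, exact p = 0.068, 0.0573 and 0.0965). The leading component of the same genes carried 39.5% of the variance and the following one 13.7%.
Distances were taken as the root mean square difference in log2 CPM over these 500 genes. The library nearest to a given library was of the same group in 6 of 12 cases, namely the 3 K412R libraries, WT replicates 2 and 3 and ET replicate 3. The K412R libraries lay closest together, with mean distances of 1.55 to 1.67 to the others of their group. In ET, replicate 2 lay at a mean distance of 2.30 from the other ET libraries and at 1.65 from WT replicate 1, which was its nearest library. WT replicate 1 was likewise nearest to ET replicate 2 and lay at 2.28 from the other WT libraries. On the leading component, ET replicate 2 scored 11.3 against -9.81 and -31.6 for the other ET libraries, and WT replicate 1 scored 5.47 against 41.6 and 38.7 for the other WT libraries. All 3 libraries labelled K238R, whose Dnmt3l transcript was at the level of ET, were nearest to an ET library, and their mean distances within the group were 2.17, 2.22 and 2.55.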

With the exception of one outlier in the control group, each group showed high intragroup consistency and clear intergroup differences (Fig. 7b). To investigate the overall differences among groups, we conducted Gene Ontology (GO) analysis comparing the WT *Dnmt3L*-overexpressing group with the control and mutant groups using the differentially expressed genes (DEGs) that showed at least a twofold change and a *P* value <0.05 (Supplementary Fig. 12a). 

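By the same 2-fold and unadjusted P criterion, 1108 of the 18405 genes tested differed between WT and ET, 600 higher and 508 lower in WT. The numbers were 962 between the libraries labelled K238R and WT (308 higher, 654 lower) and 924 between K412R and WT (305 higher, 619 lower). Without a fold criterion, 5364, 3227 and 4189 genes had an unadjusted p under 0.05. At an adjusted p under 0.05 (edgeR's quasi-likelihood test, Benjamini-Hochberg), 9 genes differed between WT and ET (1 higher, 8 lower in WT), 41 between the libraries labelled K238R and WT (22 higher, 19 lower) and 375 between K412R and WT (247 higher, 128 lower). More of these genes were higher than lower in K412R with edgeR under either scaling, and more were lower with DESeq2 (761 higher, 888 lower), in a fit of the 2 groups alone (691 and 1186) and with the replicate number as a block (502 and 629). Another 4507, 807 and 2197 genes had an adjusted p between 0.05 and 0.15. DESeq2, whose test the paper used, called 1871, 785 and 1649 genes at the adjusted threshold, among them all 9, all 41 and 374 of the 375. Compared with ET directly, neither mutant group had a gene past the adjusted threshold with edgeR. At an unadjusted p under 0.05, edgeR gave 1032 genes (5.61%) for the libraries labelled K238R and 1456 (7.91%) for K412R. By chance 5% are reached. Without ET replicate 2, 284 genes passed between K412R and ET with edgeR. DESeq2 called 10 genes between the libraries labelled K238R and ET and 87 between K412R and ET.
These numbers depended on single libraries. Without ET replicate 2, 5784 genes passed the adjusted threshold and 2515 the 2-fold criterion between WT and ET, while without ET replicate 1 0 genes passed the adjusted threshold (3440 at an unadjusted p under 0.05) and without ET replicate 3 518 genes met the 2-fold criterion. Between the libraries labelled K238R and WT, the number at the adjusted threshold ran from 2 without WT replicate 3 to 812 without ET replicate 2, and between K412R and WT from 10 without K412R replicate 3 to 1526 without ET replicate 2. By the 2-fold criterion these 2 comparisons gave at most 1388 and 1416 genes, both without WT replicate 1.
Among the genes past the adjusted threshold with at least 1 CPM in 1 group and no overlap between libraries, the largest rise in WT against ET was that of Dnmt3l, the only gene that rose. The largest falls were those of Gm15128, which had 0 counts in all 3 WT libraries and was at least 21.6-fold lower than in ET, Cnmd (log2 fold change -2.02, standard error 0.26, adjusted p = 0.0293) and D630039A03Rik (log2 fold change -1.45, standard error 0.20, adjusted p = 0.035). All 3 were higher than in WT in the libraries labelled K238R and in K412R, with log2 fold changes of 2.05 and 2.36 for Cnmd and 1.45 and 1.79 for D630039A03Rik. In the libraries labelled K238R, Gm15128 (at least 30.1-fold), Zfp36l3 (log2 fold change 3.14, adjusted p = 0.0432) and Ankrd31 (2.55, adjusted p = 0.0432) rose most against WT, and Dnmt3l, Gm12695 (log2 fold change -3.32, adjusted p = 0.0432) and Aoc1 (-3.18, adjusted p = 0.0432) fell most. In K412R, Prl3b1 (54 counts in K412R and 2 in WT, a ratio of 26.6 with a 95% Poisson interval from 7.00 to 225, adjusted p = 0.0454), Cer1 (log2 fold change 2.94, adjusted p = 0.013) and Itih6 (2.40, adjusted p = 0.0156) rose most. The interval covers counting error only and not the spread between teratomas. Copg2os2, which had 0 counts in all 3 K412R libraries and also in ET replicate 3, was at least 198-fold lower than in WT, and as an antisense gene it can share reads with the genes it overlaps. Tceal7 (log2 fold change -3.76, adjusted p = 0.0214) and Dbh (-3.22, adjusted p = 0.0219) had the next largest falls. Between WT and ET, the calls of Gm15128, Cnmd and D630039A03Rik were each lost in 10 of the 12 fits that left out 1 library and held without ET replicate 2 and without WT replicate 1 (highest adjusted p of 0.192, 0.182 and 0.222 over the 12). Against WT, the libraries labelled K238R lost the calls of Gm15128 and Cnmd in 3 of the 12 each, of D630039A03Rik in 5, of Zfp36l3 and Gm12695 in 8, of Ankrd31 in 9 and of Aoc1 in 7. K412R lost that of Gm15128 in 8, of Prl3b1 in 10, of Copg2os2 in 9, of Tceal7 and Dbh in 5, of Cer1 in 4 and of Itih6 in 3, while Cnmd and D630039A03Rik passed in K412R against WT in all 12. Of the genes called in K412R against WT, 43 of the 247 higher ones lie on chromosome 15 and 41 of the 128 lower ones on chromosome 1, by RefSeq's mouse gene table.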

The top 20 GO terms from each comparison were visualized as a Venn diagram to identify overlapping biological processes. Notably, little common enriched GO terms were observed between the WT versus control and WT versus mutant comparisons (Supplementary Fig. 12b). This finding suggests that the gene expression changes induced by *Dnmt3L* overexpression are diminished when the acetylation sites of Dnmt3L are mutated. Furthermore, GO terms exclusively represented in the WT group (versus control) were associated with meiosis, a process essential for germline differentiation.

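At the level of genes, 517 of the 1108 genes that met the 2-fold criterion between WT and ET also met it between the libraries labelled K238R and WT (46.7%), and 435 met it between K412R and WT (39.3%). All 517 and all 435 changed in the opposite direction, that is, toward ET. The 3 comparisons share the WT libraries, so an overlap arises even without any effect. In 20 sets of counts simulated from these libraries with no difference between groups, the median share was 22.1%, and the highest was 29.8%. It was 3.94% with both mutant groups set equal to WT and 64.8% with both set equal to ET. Of all 1108 genes, 1103 (99.5%) in the libraries labelled K238R and 1078 (97.3%) in K412R lay on the ET side of WT. The same simulations gave medians of 90.1% with no difference, 67.8% with the mutants equal to WT and 99.4% with the mutants equal to ET. They drew each gene independently, so they lack the variation that genes share between teratomas. With no difference, a median of 161.5 genes met the 2-fold criterion between WT and ET, against 1108 here. These overlaps were not counted over other divisions of the libraries, so chance is not excluded for them. The libraries labelled K238R held no more Dnmt3l transcript than ET, and K412R held less than WT.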

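How far the expression of the genes changed between WT and ET returned in a mutant group was measured as the difference of the mutant from WT divided by the difference of ET from WT on the log2 scale, so that 0 stands for the level in WT and 1 for that in ET. The median over the 1108 genes was 0.761 in the libraries labelled K238R and 0.683 in K412R. The single libraries gave 0.959, 0.540 and 0.839 in the former (SD 0.216, n = 3) and 0.789, 0.660 and 0.682 in K412R (SD 0.0687, n = 3), so the 2 groups did not differ by more than the spread between replicates. Counts simulated with no group difference gave medians of 0.517 and 0.497, because WT is in both differences. Of 100 divisions of the 12 libraries into 4 groups of 3, the real one included, 8 and 15 gave shares as high, so chance is not excluded. Simulations with both mutants equal to WT gave 0.129 and 0.124, and with both equal to ET 0.871 and 0.869. The share was lowest without ET replicate 2, at 0.535 and 0.494. Over the 9 genes past the adjusted threshold it was 1.02 and 1.17. In the libraries labelled K238R this return goes with a Dnmt3l transcript at the level of ET. From the small number of enriched GO terms shared between the comparison with the control and those with the mutants, the paper proposes that mutation of the acetylation sites lessens the changes that overexpression brings about.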

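Genes of meiosis were tested as a list of 49 genes written before the values were seen, of which 38 were expressed highly enough to be tested. Their mean log2 fold change in WT against ET was -0.69, with 28 of the 38 lower in WT (camera with an inter-gene correlation of 0.01, adjusted p = 1.91e-04 over 48 tests). In the libraries labelled K238R, which held as little Dnmt3l as ET, they were higher than in WT (mean log2 fold change 0.81, 30 of 38 genes, adjusted p = 1.32e-06). In K412R the difference from WT was 0.29 and did not pass the threshold (adjusted p = 0.218), and of the 12 fits that each left out 1 library it passed only in the one without WT replicate 1 (0.50, adjusted p = 0.024). Its adjusted p over the alternatives lay between 4.82e-04 and 0.724. The Meiosis set of Reactome, with 71 genes tested, gave mean log2 fold changes of -0.52, 0.36 and 0.31 in the 3 comparisons (adjusted p = 1.15e-07, 7.65e-06 and 4.82e-04). That set was tested only by camera with a correlation of 0.01 on all 12 libraries. Relative to the mean of ET, the list stood at -0.69 ± 0.36 (SD, n = 3) in WT and at 0 ± 0.36 in ET itself, where replicate 2 was at -0.39 and WT replicate 1 at -0.27. Neither the rotation test fry nor camera with an estimated correlation called the list in any comparison, the lowest adjusted p being 0.0934. Of the meiotic genes the paper names, Stra8 was at 7.79 ± 5.42 CPM (SD, n = 3) in ET, 0.43 ± 0.64 in WT, 4.47 ± 1.47 in the libraries labelled K238R and 2.47 ± 1.32 in K412R (log2 fold change of WT against ET -4.14, standard error 0.91, adjusted p = 0.0972), and Sycp3 fell by 0.85 on the log2 scale in WT against ET (standard error 0.36, adjusted p = 0.152). Stra8 passed the threshold with DESeq2, with the replicate number as a block, without ET replicate 2 (adjusted p = 0.00553) and without WT replicate 1 (-6.91, adjusted p = 0.0266), and its adjusted p over the alternatives lay between 0.00549 and 0.369. Sycp3 was at -0.38 without ET replicate 3 and at -1.04 without ET replicate 2.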

Furthermore, DEG analysis identified four expression clusters, among which clusters 2 and 3 were substantially downregulated in WT *Dnmt3L* teratomas but restored in those expressing the K238R or K412R mutant (Fig. 7c). 

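The union of the genes that met the 2-fold criterion in any of the 3 comparisons held 1944 genes. K-means clustering of their standardized expression into 4 clusters gave 2 clusters with the lowest mean in WT, named a and b here and holding 229 and 449 genes, and 2 with the highest mean in WT, named c and d and holding 542 and 724. In mean standard deviations from each gene's mean over the 12 libraries, cluster a was at 0.22 in ET, -1.15 in WT, 0.13 in the libraries labelled K238R and 0.79 in K412R, and cluster b at 0.66, -1.03, 0.40 and -0.04. In cluster b, ET replicate 2 stood at -0.26 against 0.83 and 1.41 in the other ET libraries, and WT replicate 1 at -0.34 against -1.36 and -1.39. The genes were clustered because they differ between these groups, so no test was made on the cluster means. Another random start also placed 678 genes in the clusters lowest in WT.
Counted gene by gene, 142 genes met the 2-fold criterion as lower in WT than in ET and as higher than in WT in both mutant groups, and 99 genes in the reverse directions. Simulated counts gave a median of 11 of the former with no group difference, 6.5 with both mutants equal to WT and 386 with both equal to ET. Of 100 divisions of the 12 libraries into 4 groups of 3, the real one included, 2 gave as many as 142. Their median was 7 and the highest 191. Without WT replicate 1 there were 341 such genes, and without WT replicate 2 there were 99. At an adjusted p under 0.05 in each comparison 7 genes passed in these directions, Ccdc3, Cnmd, D630039A03Rik, Dnah11, Gm15128, Lgi3 and Pald1. Ccdc3, Lgi3 and Pald1 were named after their values were seen.
The 17 lineage genes of Fig. 7f, which the paper chose from differentially expressed genes of these teratomas, were all lower in WT than in ET, with log2 fold changes from -4.14 for Stra8 to -0.43 for Efnb3. By the 2-fold criterion 13 of them passed. At the adjusted threshold over all genes tested 1 passed, Dnah11 (log2 fold change -0.80, standard error 0.11, adjusted p = 0.0293), a call that held without ET replicate 2 (adjusted p = 0.00169) and without WT replicate 1 (adjusted p = 0.0212) and was lost in the 10 other fits that left out 1 library, with an adjusted p of 0.200 without WT replicate 2 at the highest. Over all alternatives its adjusted p lay between 3.94e-07 and 0.256. Adjusted over the list alone all 17 passed, which is not independent evidence, as the list was chosen on these samples. All 17 were higher than in WT in both mutant groups, 10 by the 2-fold criterion and 3 at the adjusted threshold in the libraries labelled K238R, and 14 and 10 in K412R. Adjusted over the list alone the numbers were 16 and 16. The 3 genes called in the libraries labelled K238R were Dnah11, Folr1 and Vtn. Their calls were lost in 9, 6 and 9 of the 12 fits that left out 1 library. Of the 10 called in K412R, Dnah11 and Folr1 passed in all 12. The others lost the call in 2 (Efnb3) to 6 (Slit2) of the 12. Cluster a held 11 of the 17, cluster b Apela, Nectin3, Sohlh2, Dazl and Stra8, and Ntn1 was in none.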

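Gene lists for lineages, written before the values were seen, were counted in the clusters of genes lowest in WT and in those highest in WT (1-sided Fisher's exact test against the 18405 genes tested, adjusted over 64 tests, with genes taken as independent, which they are not). Of 40 germline genes tested, 22 were in cluster b, lowest in WT, where 0.976 would be expected (adjusted p = 4.82e-24). Cluster b also held 12 of 38 meiosis genes, 27 of 50 mitosis genes, 10 of 26 genes of naive pluripotency and 8 of 32 Hox genes (adjusted p of 7.49e-10, 5.44e-29, 2.70e-09 and 5.93e-06). Hox genes fell on both sides, with 3 of the 32 in cluster a and 7 in cluster d, highest in WT (adjusted p of 0.0272 and 0.00107), and so did cardiac genes. Of 31 cardiac genes tested, 3 were in cluster a and 4 in cluster b (adjusted p = 0.0264 for each), and 10 were in cluster d, highest in WT (1.22 expected, adjusted p = 1.60e-06). Neural genes were not enriched in any cluster. Of 49 tested, 1 was in cluster a, 3 in cluster b, 1 in cluster c and 5 in cluster d, with an adjusted p of 0.13 at the lowest. Cluster d also held 19 of 39 genes of striated muscle and cluster c 15 of 39 genes of the motile cilium (adjusted p of 1.11e-15 and 1.88e-12).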

GO analysis of these clusters revealed enrichment of terms related to neural, cardiac and germline development (Fig. 7d and Supplementary Fig. 13a), recapitulating the lineage-specific defects observed in in vitro differentiation assays (Fig. 6). 

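Of 16 gene lists tested by camera, with 48 tests adjusted together, 10 passed the threshold between WT and ET, 12 between the libraries labelled K238R and WT and 8 between K412R and WT. Neither fry nor camera with an estimated correlation held any of these calls. Relative to the mean of ET, the germline list (40 genes tested) had a mean log2 expression of 0 ± 0.70 (SD, n = 3) in ET, -1.21 ± 0.53 in WT, 0.07 ± 0.15 in the libraries labelled K238R and -0.56 ± 0.25 in K412R. It was lower in WT than in ET (33 of 40 genes, adjusted p = 1.32e-06) and higher than in WT in the libraries labelled K238R (mean log2 fold change 1.28, 35 of 40 genes, adjusted p = 2.96e-10) and in K412R (0.66, 27 of 40 genes, adjusted p = 0.0155). In K412R the call was lost without WT replicate 2 (0.46, adjusted p = 0.0834), WT replicate 3 (0.48, adjusted p = 0.0662) or K412R replicate 2 (0.49, adjusted p = 0.0992), and its adjusted p over the alternatives lay between 9.13e-04 and 0.612. The other 2 germline values had the same direction and passed in all 12 fits that each left out 1 library. The neural list (49 genes) did not differ between WT and ET (mean log2 fold change -0.04, 25 genes higher and 24 lower, adjusted p = 0.662), and its sign changed without ET replicate 1 (0.02) and without ET replicate 3 (0.0049). It was higher than in WT in the libraries labelled K238R (0.24, adjusted p = 0.0383) and lower in K412R (-0.24, adjusted p = 0.0232), and these calls were lost in 2 of the 12 fits each, the former without WT replicate 1 (0.24, adjusted p = 0.258) or replicate 3 of the libraries labelled K238R (0.18, adjusted p = 0.110) and the latter without WT replicate 2 (-0.19, adjusted p = 0.0834) or K412R replicate 3 (-0.13, adjusted p = 0.0942). Over the alternatives with this list the adjusted p of the former lay between 0.0099 and 0.539, and over all alternatives that of the latter lay between 8.09e-09 and 0.539. The Neuronal System set of Reactome (245 genes tested) was higher in WT than in ET (mean log2 fold change 0.44, 200 genes higher, adjusted p = 2.63e-10) and lower than in WT in both mutant groups (-0.27 and -0.39). This set was tested only by camera with a correlation of 0.01. Neither fry, an estimated correlation nor fits without 1 library were run on it. The cardiac list (31 genes) was not called in any comparison, with mean log2 fold changes of 0.37 in WT against ET, -0.70 in the libraries labelled K238R and -0.69 in K412R against WT (adjusted p = 0.662, 0.19 and 0.275). In WT against ET it stood at 0.041 without ET replicate 3, at 0.65 without ET replicate 1 or WT replicate 1 and at 0.23 without WT replicate 2 or 3. For the libraries labelled K238R it passed the threshold in 1 of the 12 fits that each left out 1 library, without WT replicate 1 (-0.98, adjusted p = 0.0448), with an adjusted p between 0.0448 and 0.801 over the alternatives, and it stood at -0.23 without replicate 3 of that group. These directions for the libraries labelled K238R stand for teratomas with no more Dnmt3l transcript than ET.

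**Figure D2:**
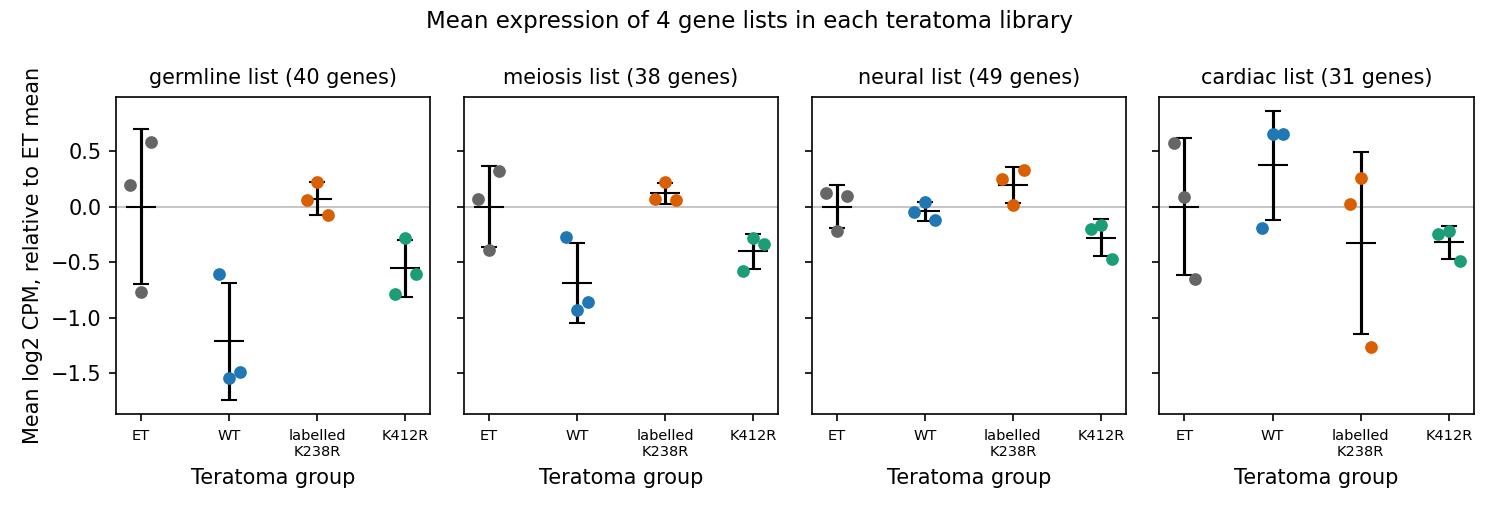
Mean log2 CPM of the germline, meiosis, neural and cardiac lists relative to the mean of ET (y axis) in the 4 teratoma groups (x axis). Points are single libraries, horizontal bars the means of 3 libraries and error bars the SD. The germline list is at -1.21 in WT, -0.56 in K412R and 0.07 in the libraries labelled K238R, while the neural list is at -0.04 in WT.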

Gene set enrichment analysis (GSEA) further demonstrated that expression of gene sets downregulated by WT *Dnmt3L* overexpression, specifically those involved in germline, neural and cardiac differentiation, was notably restored in teratomas expressing the K238R or K412R mutant (Fig. 7e). These findings were supported by direct gene expression analysis. Genes involved in these developmental processes were repressed in WT *Dnmt3L* teratomas but not in those expressing the K238R or K412R mutant (Fig. 7f and Supplementary Fig. 13b). Immunohistochemistry (IHC) staining at day 21 after injection confirmed that the levels of lineage-specific markers—including Sox2^+^, NeuN^+^ or βIII-tubulin^+^ neural cells; Tnnt2^+^, Tnni3^+^ or Bmp4^+^ cardiac cells; and Stra8^+^ germ cells—were lower in WT *Dnmt3L* teratomas than in those expressing the control vector and the mutants (Fig. 7g, h and Supplementary Fig. 13c,d). Collectively, these findings establish that Dnmt3L K238Ac and K412Ac are critical for modulating the differentiation of mouse ES cells in vivo, particularly toward neural, cardiac and germline lineages.

## Discussion

The appropriate epigenetic state is crucial for preserving pluripotency and guiding the differentiation of PS cells. This study demonstrates that culture conditions, such as 2i-LIF, dynamically modify Dnmt3L expression through post-transcriptional mechanisms. Acetylation at critical lysine residues, such as K238 and K412, impacts the stability and function of Dnmt3L and thereby affects DNA methylation patterns and the differentiation potential of mouse ES cells, particularly toward germline, neural and cardiac lineages.

Long-term culture of mouse ES cells under 2i-LIF conditions, which are characterized by inhibition of the Mek1/2 and Gsk3 pathways, has been extensively used to maintain a naive pluripotent state. However, these conditions pose significant challenges, particularly in sustaining DNA methylation stability over prolonged periods. Extended 2i-LIF culture can lead to considerable loss of genomic imprints and alterations in DNA methylation patterns, impairing the developmental potential of ES cells^10,11,19^. This DNA hypomethylation is particularly problematic because it can cause irreversible changes of the epigenetic landscape, particularly at developmentally crucial genes such as genomic imprints, necessitating the identification of biomarkers that represent the state of DNA methylation stability and help optimize culture conditions to maintain epigenetic integrity. In this study, we observed that under long-term 2i-LIF culture, in contrast to the stable suppression of maintenance (Dnmt1) and de novo (Dnmt3A and Dnmt3B) Dnmts, Dnmt3L was dynamically induced at the post-transcriptional level from early passages. A rebound of *Dnmt3L* transcript expression was observed in several mouse ES cell lines during their adaptation from serum-containing to 2i-LIF cultures^29^. Notably, when cells were re-exposed to serum-containing medium, Dnmt3L was remarkably upregulated compared with other Dnmts. These findings suggest that Dnmt3L plays a critical role in fine-tuning DNA methylation under different culture conditions.

Notably, although Dnmt3L functions as an obligate cofactor for Dnmt3A and Dnmt3B, our findings reveal that it displays uniquely dynamic regulation in response to changing the culture environments. Unlike Dnmt3A, whose transcription is repressed under prolonged 2i-LIF culture, Dnmt3L protein levels exhibit rapid post-transcriptional induction and reactivation, particularly upon re-exposure to FBS-based conditions. This dynamic pattern of Dnmt3L expression is reminiscent of Uhrf1, another epigenetic cofactor whose protein stability modulates maintenance methylation in response to developmental signals^30^. Previous studies have highlighted the essential roles of Dnmt3A–Dnmt3L complexes in the epigenetic adaptation of ES cells^31^. However, our data suggest that Dnmt3L is not merely a passive partner but may act as a dynamic sensor of extracellular environment, whose PTM such as acetylation regulate its protein stability and chromatin binding independently of de novo Dnmt levels. This provides new insight into how cofactors such as Dnmt3L serve as regulatory nodes connecting environmental signals to epigenetic remodeling in PS cells.

In 2i-LIF culture, global DNA hypomethylation is driven by multiple mechanisms, including regulation of Dnmts and Tet-dependent DNA demethylation as well as modulation of histone modifications. In mouse ES cells under serum-containing culture conditions, Uhrf1 binds to hemi-methylated DNA and H3K9me2 to target replication foci; however, in 2i-LIF culture, DNA methylation is lost owing to reduced Uhrf1 levels and loss of H3K9me2, which impair its recruitment^30^. Notably, regions with increased DNA methylation in 2i-LIF culture are closely associated with the presence of H3K9me3 on endogenous retroviruses and imprinted loci^29^. In addition, hypomethylation may be mediated by suppression of Dnmt3A or Dnmt3L under 2i-LIF conditions^31^. In this context, Dnmt3L may play a pivotal role as a modulator of de novo DNA methylation by stabilizing Dnmt3A^32^, indicating that its proper regulation is essential to counteract the DNA methylation erosion observed in 2i-LIF cultures. Therefore, a further study is required to investigate the interplay between Dnmt3L and other epigenetic factors for orchestrating the epigenetic stability of mouse ES cells under diverse culture conditions.

The activities and stabilities of many epigenetic factors are regulated by PTM-dependent mechanisms. For instance, the stability of DNMT1 is controlled by acetylation of its KG linker, which disrupts the association between DNMT1 and USP7, leading to proteasomal degradation of DNMT1^33^. Conversely, HAUSP and HDAC1 protect Dnmt1 from degradation by promoting deubiquitination and deacetylation, respectively^34^. In maintenance of the naive ground state of mouse ES cells, Prdm14-mediated formation of the G9a–Dnmt3a complex facilitates Dnmt3A protein degradation via methylation of the PWWP domain in Dnmt3A and Dnmt3B by G9a^24^. In our previous study, we reported that acetylation of Dnmt3L is increased in *Sirt1*-deficient mouse ES cells, which exhibit abnormal DNA methylation in a subset of imprinted and germline developmental genes, ultimately leading to impaired developmental potency^5^.

In this context, our identification of 17 acetylation sites and 24 phosphorylation sites could provide the basis of the PTM profile for regulation of Dnmt3L. Although we did not pinpoint a single acetylation site responsible for the marked decrease in acetylation levels, we identified K238 and K412 as key acetylation sites influencing protein stability. Acetylation at these sites regulated Dnmt3L protein stability, which in turn affected expression of genes involved in germline, cardiac and neural lineages, thereby influencing the developmental potency of mouse ES cells. Consequently, future research should focus on identifying the histone methyltransferases or HDACs that specifically regulate K238Ac and K412Ac and further elucidating their functional roles. As a mechanistic basis for the hypo-expression of Dnmt3L K238R and K412R mutants, our data demonstrate that Dnmt3L protein stability is regulated through a G9a- and Prdm14-dependent ubiquitin-mediated degradation pathway, consistent with previously reported mechanisms for Dnmt3A and Dnmt3B regulation^24^. In silico analysis using BioGRID^35^ and UbiBrowser 3.0^36^ identified several potential Dnmt3L-interacting E3 ligases, including components of Polycomb repressive complexes such as Eed, Bmi1 and Ring1. These findings suggest that Dnmt3L degradation may be modulated through Polycomb repressive complex-associated ubiquitination, highlighting an unexplored regulatory axis connecting epigenetic silencing complexes and Dnmt3L protein stability. Further investigation into the functional relevance of these interactions will be critical for elucidating the upstream control of Dnmt3L turnover.

It should be noted that Dnmt3L has a dual role in mouse ES cells: it acts not only as a positive regulator of DNA methylation at gene bodies but also as a negative regulator at bivalent promoters, which are key regions that remain poised for activation during differentiation^32,37^. This dual function highlights the intricate role of Dnmt3L to precisely modulate the DNA methylation landscape, balancing the maintenance of pluripotency with the commitment to differentiation pathways. Consistent with our previous finding regarding Dnmt3L activation due to *Sirt1* deficiency^5^, *Dnmt*3L overexpression repressed genes related to naive pluripotency, the germline fate and developmental processes, which significantly impaired cardiac and neural differentiation, as demonstrated in both in vitro and in vivo differentiation models. In particular, we observed distinct alterations of DNA methylation and expression of genes related to these affected lineages using mouse ES cells expressing WT *Dnmt3L* and the K238R and K412R mutants and an in vitro EB differentiation model. These findings were further validated through transcriptome analysis of teratomas generated by these mouse ES cells.

Interestingly, Dnmt3L appears to play a crucial role in neural differentiation by promoting phosphorylation of STAT1 and STAT3, independent of its role in DNA methylation, which potentially contributes to the atypical phenotypes observed in the cortex of individuals with Down syndrome^38^. This suggests that Dnmt3L participates in a broader range of epigenetic and signaling pathways than previously appreciated and influences cell fate decisions through both DNA methylation-dependent and -independent mechanisms. Therefore, future studies should focus on identifying the specific targets of Dnmt3L in the regulation of neural and cardiac development and elucidating the precise mode of action as well as investigating diseases linked to these pathways.

In conclusion, our study offers a detailed insight into the role of Dnmt3L as a crucial regulator of the epigenetic landscape in mouse ES cells in various culture conditions, where it regulates both the maintenance of pluripotency and progression toward differentiation. We demonstrated that acetylation of K238 and K412 is a key mechanism regulating Dnmt3L protein stability. It is essential to investigate whether these findings in mouse ES cells are applicable to human ES cells and iPS cells to increase the significance of Dnmt3L in stem cell biology and regenerative medicine, especially for refining culture conditions to preserve the epigenetic stability of PS cells.

## Supplementary information

Supplementary Information

Supplementary Movie 1

## Source data

Source data

## Data Availability

The mass spectrometry proteomics data generated in this study have been deposited in the PRIDE Archive under accession no. PXD032953 (https://www.ebi.ac.uk/pride/archive/projects/PXD032953). ChIP–seq datasets for Dnmt3L^26^ and H3K27me3^39^ in mouse ES cells are publicly available from the NCBI Gene Expression Omnibus under accession nos. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE57413 and https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE40065, respectively. The bulk RNA-seq transcriptome data generated in this study are available in GEO under accession no. https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE298928. The software and their versions we used for transcriptome analysis are provided in the Source Data. R scripts to analyze the transcriptome and generate plots are freely available upon request. The ‘TIF to grayscale image converter’ used to generate quantitative data from the IHC staining images in this study is available via GitHub at https://github.com/chfhrqlc/GrayScale_Converter.git.

# Supplementary material for: Uncovering the acetylation sites of Dnmt3L that regulate protein stability and differentiation potency in embryonic stem cells
**Source:** Exp Mol Med. 2026 Mar 4;58(3):709–24. doi: 10.1038/s12276-026-01655-w
**Supplement:** Supplementary file 1 — Supplementary Information

## **SUPPLEMENTARY INFORMATION**

### **Uncovering the Acetylation Sites of Dnmt3L That Regulate Protein Stability and Differentiation Potency in Embryonic Stem Cells**

#### **This PDF file includes:**

Supplementary Fig. 1 to 13 and figure legends

Supplementary Movie 1 legend

Supplementary Materials and Methods

Key resource table

Uncropped WB

Supplementary References

#### **Other Supplementary Information includes two separate files including**

**Videoclip for Supplementary Movie 1**

**Source datasets.** Source data for quantification analyses

## SUPPLEMENTARY FIGURE LEGENDS

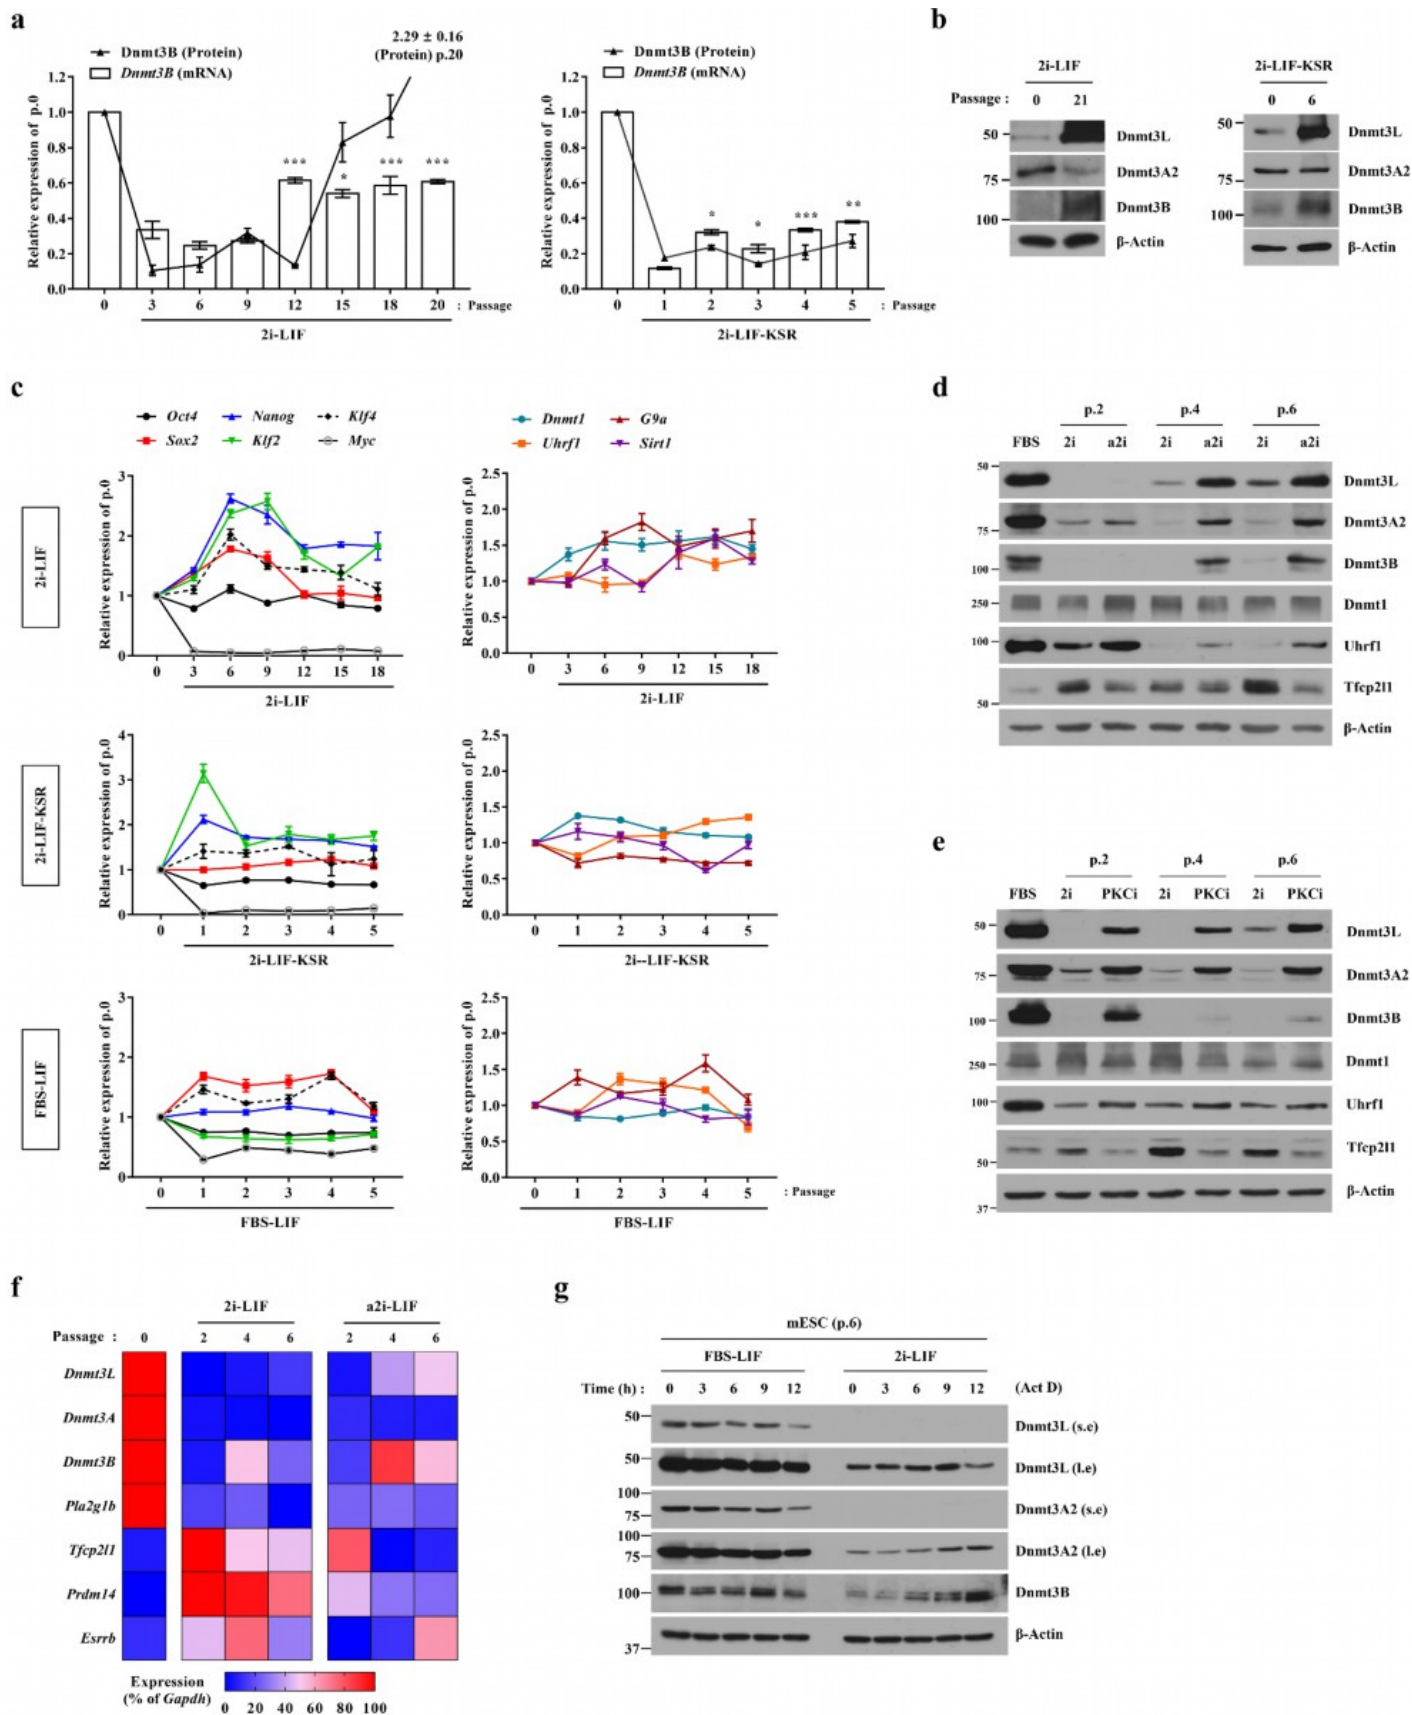

**Supplementary Fig. 1. Culture condition-specific modulation of Dnmt3L expression in mESCs**

**(a)** Temporal expression profiles of Dnmt3B at the mRNA (bar) and protein (solid line) levels during extended propagation under 2i-LIF (left panel) and 2i-LIF-KSR (right panel) culture conditions ( $n = 4$ ). Outlier values falling outside the plotted range are indicated as numbers above the corresponding passages. **(b)** Western blot analysis of Dnmt3L and other *de novo* Dnmts in mESCs at p.0 and after re-exposure to FBS-LIF medium following prolonged 2i-LIF or 2i-LIF-KSR culture. Molecular weight markers (kDa) are indicated on the left.  $\beta$ -Actin served as a loading control. **(c)** RT-qPCR analysis of genes associated with pluripotency (left panel) and DNA methylation (right panel) under three distinct propagation conditions: 2i-LIF, 2i-LIF-KSR, and FBS-LIF ( $n = 4$ ). **(d and e)** Western blot analyses showing expression of Tfcp2l1 and DNA methylation-related proteins in mESCs cultured under modified 2i conditions, such as a2i-LIF and PKCi-LIF, compared with conventional 2i-LIF culture. **(f)** Heatmap illustrating differential expression of genes associated with DNA methylation and naïve pluripotency between 2i-LIF and a2i-LIF conditions. Data represent mean values from three independent biological replicates. **(g)** Western blot analysis of Dnmt3L and Dnmt3A2 proteins following actinomycin D (ActD) treatment (7.5  $\mu\text{g/mL}$ ) to block *de novo* transcription in p.6 mESCs maintained under 2i-LIF culture. Short (s.e) and long (l.e) exposures are shown. Quantitative data are represented as mean  $\pm$  SEM. Statistical analysis was performed using a two-way ANOVA with the Bonferroni post hoc test. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  compared with control groups. Exact p-values and replicate numbers are provided in Source datasets.

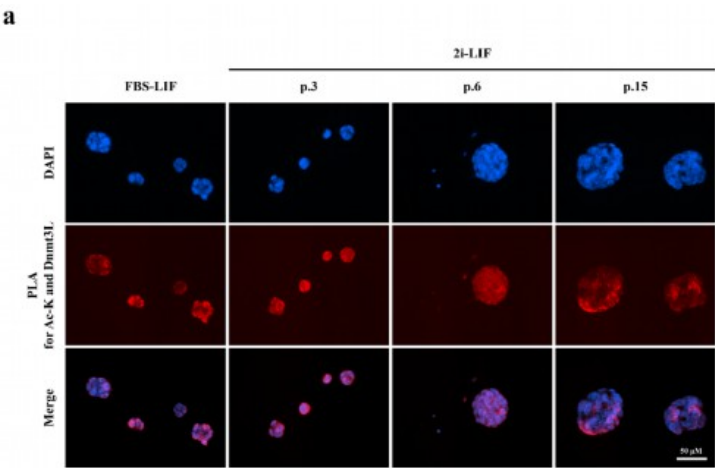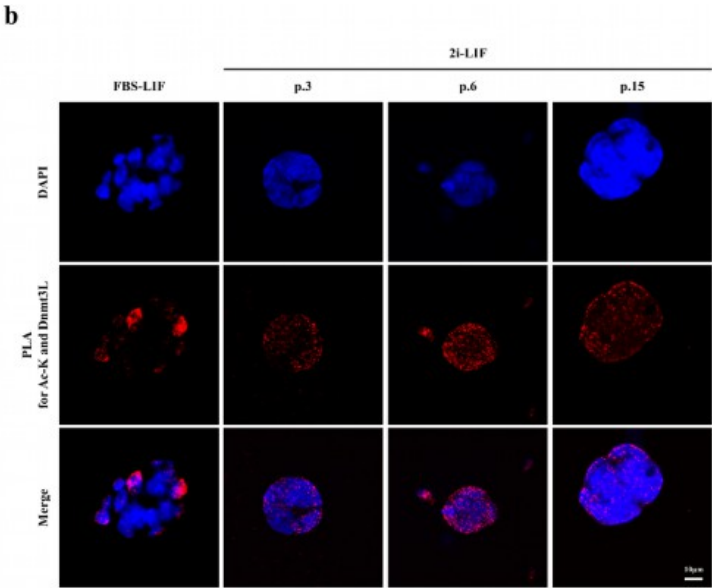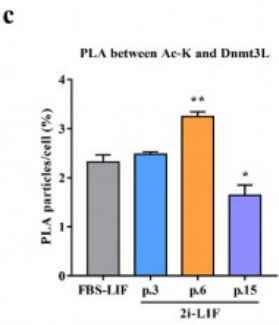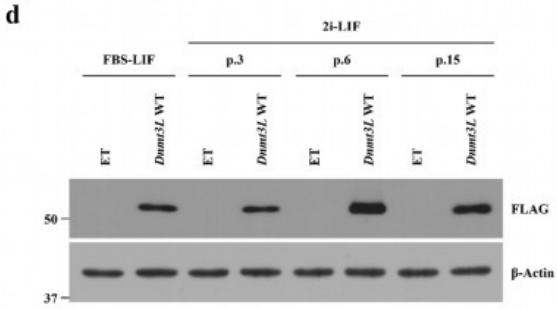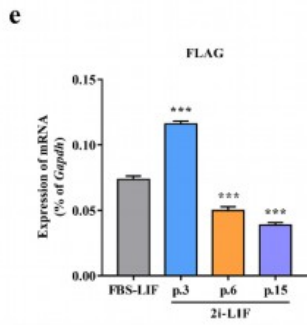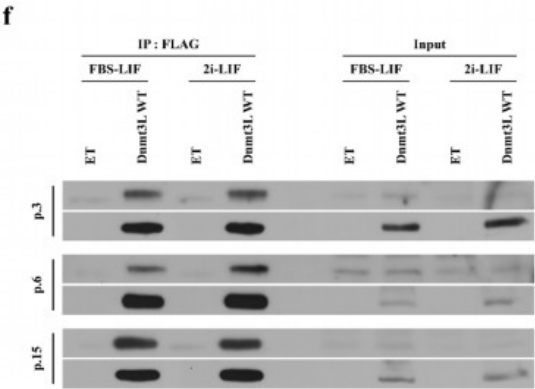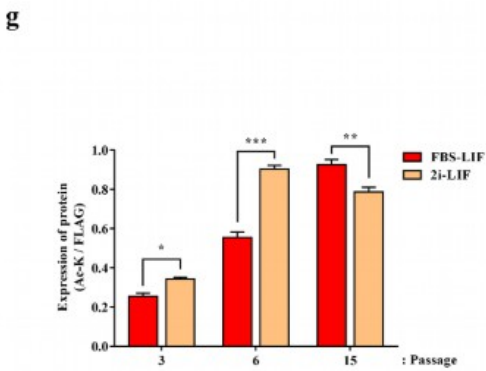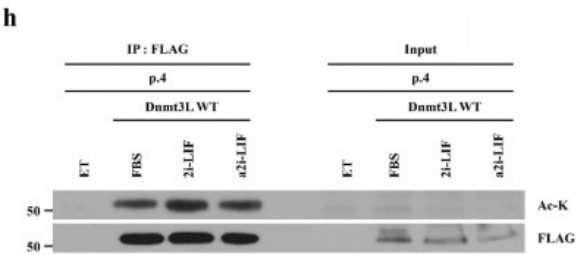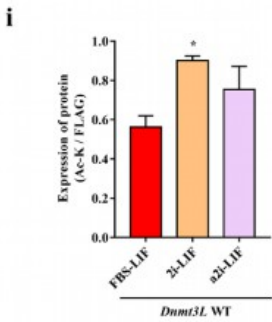

**Supplementary Fig. 2. Culture condition–dependent modulation of Dnmt3L acetylation in mESCs**

**(a and b)** Representative fluorescence and confocal images of proximity ligation assay (PLA) signals detecting acetylated Dnmt3L in R1 mESCs cultured under prolonged 2i-LIF or FBS-LIF conditions. Images were acquired at '400 **(a)** and '1000 **(b)** magnification. Scale bar, 50  $\mu\text{m}$  **(a)** and 10  $\mu\text{m}$  **(b)**. **(c)** Quantification of PLA signals representing acetylated Dnmt3L ( $n = 3$ ). **(d and e)** Immunoblotting **(d)** and RT-qPCR **(e)** analyses of FLAG-tagged exogenous *Dnmt3L* expression in mESCs cultured under 2i-LIF and FBS-LIF conditions. Transcript levels were normalized to *Gapdh* ( $n = 4$ ). **(f)** FLAG-immunoprecipitation (IP) followed by immunoblotting for acetyl-lysine (Ac-K) in mESCs stably expressing FLAG-*Dnmt3L*, showing temporal changes in acetylation at early (p.3), intermediate (p.6), and late (p.15) passages under 2i-LIF or FBS-LIF. **(g)** Quantification of acetylated Dnmt3L levels normalized to FLAG-Dnmt3L in the IP fractions ( $n = 3$ ). **(h)** FLAG-IP followed by immunoblot analysis of FLAG-Dnmt3L acetylation in mESCs cultured for six passages under FBS-LIF, conventional 2i-LIF, and modified 2i conditions (a2i-LIF). **(i)** Quantification of acetylated FLAG-Dnmt3L levels, normalized to total FLAG-Dnmt3L in the IP fractions ( $n = 4$ ). Quantitative values are shown as means  $\pm$  SEM. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  compared with the FBS-LIF group by a one-way ANOVA **(c, e and i)** and two-way ANOVA **(g)** with the Bonferroni post hoc test.

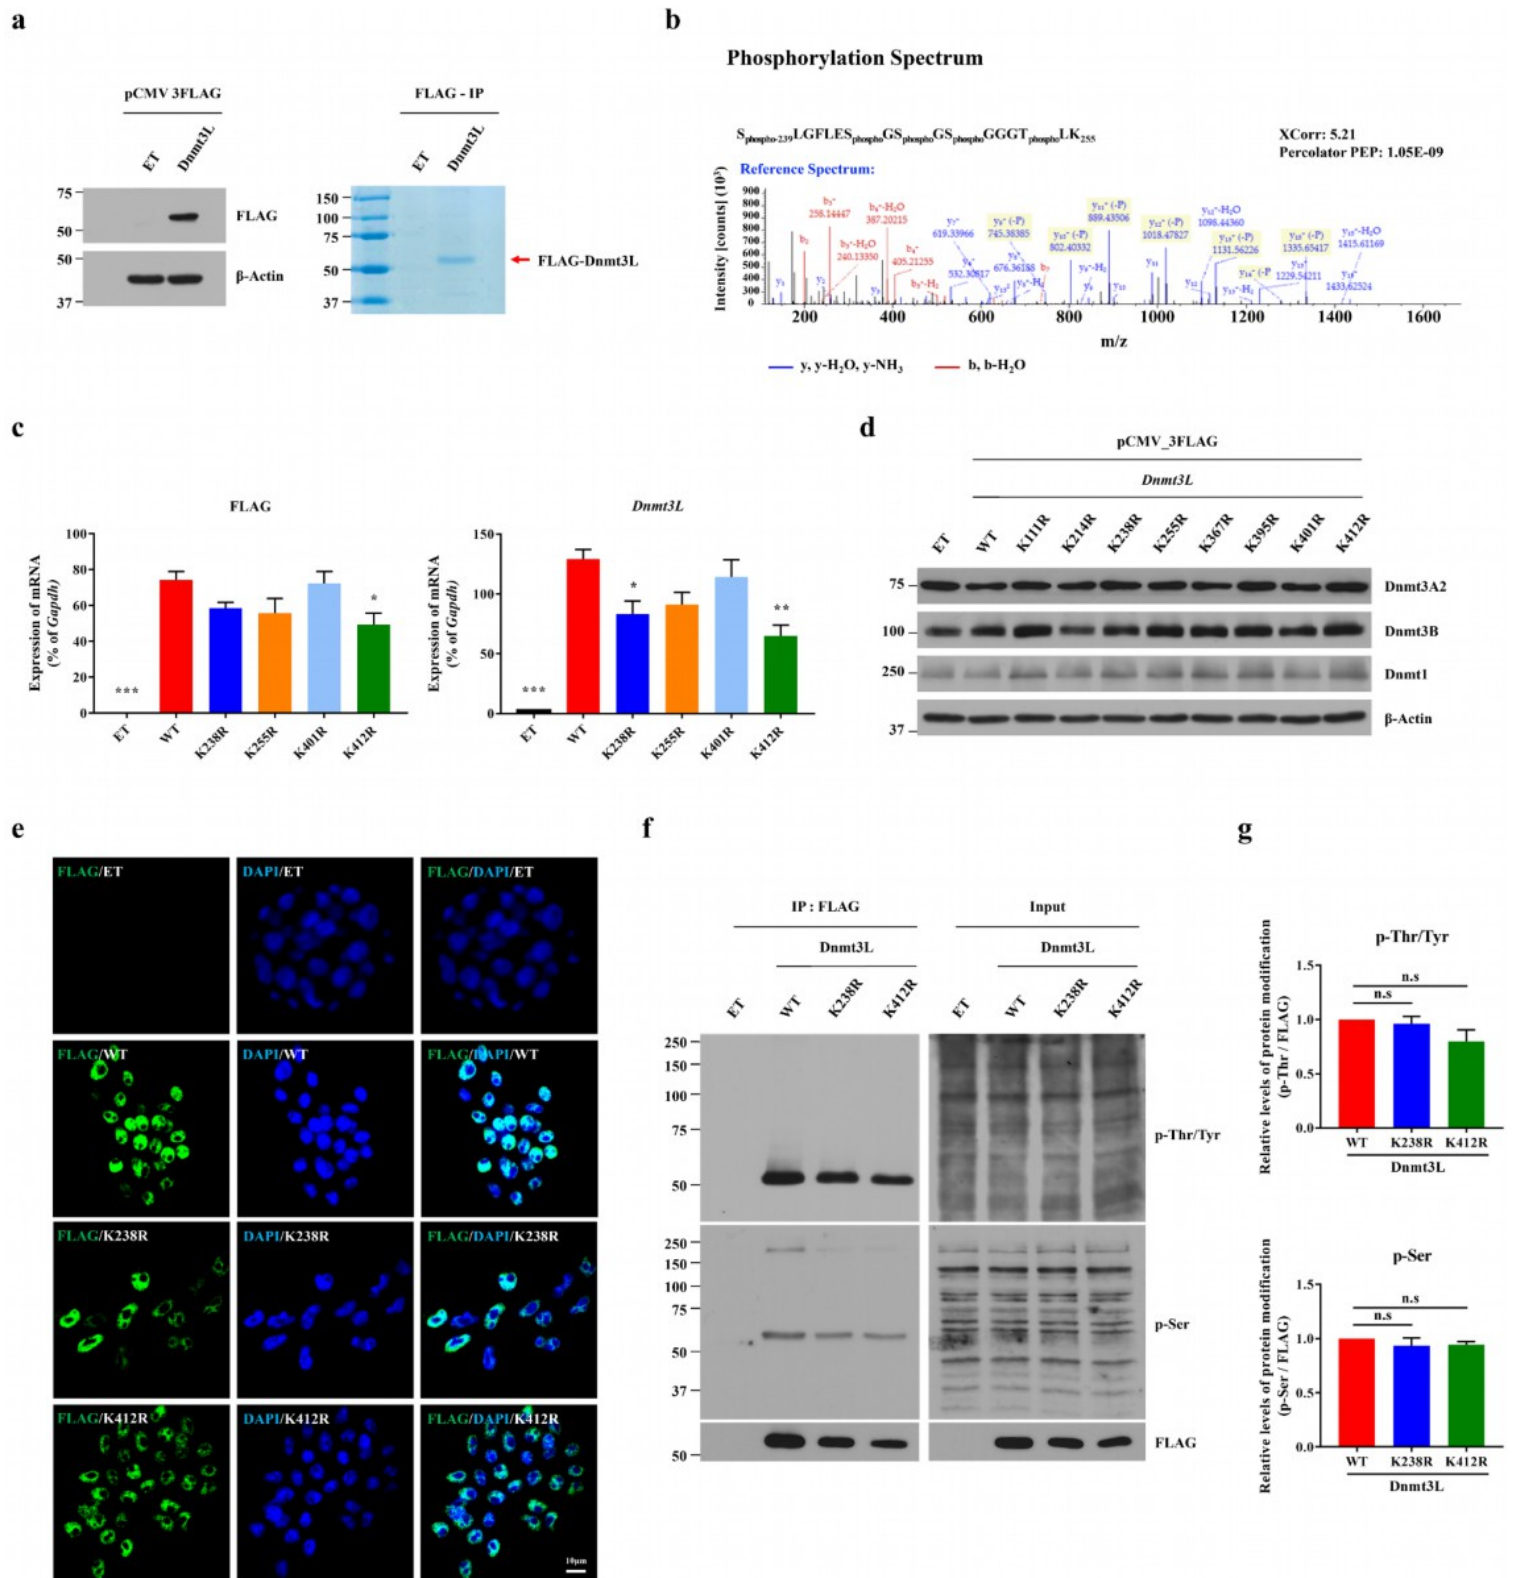

Supplementary Fig. 3. Biochemical characterization of Dnmt3L lysine mutants

(a) Western blot (left panel) and Coomassie blue staining (right panel) of FLAG-IP products

from R1 mESCs ectopically expressing FLAG-*Dnmt3L*.  $\beta$ -Actin was used as a loading control. **(b)** Representative MS/MS spectra showing phosphorylated peptides of Dnmt3L. Red and blue lines denote b and y ions, respectively. **(c)** RT-qPCR analysis of exogenous (left panel) and endogenous (right panel) *Dnmt3L* transcripts normalized to *Gapdh* in mESCs expressing WT *Dnmt3L* or mutant constructs ( $n = 3$ ). **(d)** Western blot analysis of endogenous Dnmt3A2, Dnmt3B, and Dnmt1 proteins in mESCs expressing FLAG-tagged *Dnmt3L* WT or K $\rightarrow$ R mutants. **(e)** Immunocytochemistry staining of FLAG-Dnmt3L WT, K238R, and K412R proteins in mESCs. Nuclei were counterstained with DAPI (blue). Images were acquired at  $\times 1,000$  magnification. Scale bar = 10  $\mu$ m. **(f)** Western blot analysis of phosphorylation at threonine/tyrosine (p-Thr/Tyr; upper panel) and serine (p-Ser; middle panel) residues in FLAG-IP samples of Dnmt3L WT, K238R, and K412R mutant proteins. Input lanes represent 20% of total cell lysates used for the IP assay. **(g)** Quantification of p-Thr/Tyr and p-Ser levels in IP fractions, normalized to total FLAG-Dnmt3L protein ( $n = 3$ ). Reduced phosphorylation levels of the mutants likely reflect their decreased protein abundance (lower panel) rather than site-specific effects. All quantitative data are presented as mean  $\pm$  SEM. Statistical significance was evaluated using a one-way ANOVA with the Bonferroni post hoc test. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  compared with the WT Dnmt3L group. n.s., non-significant.

**a**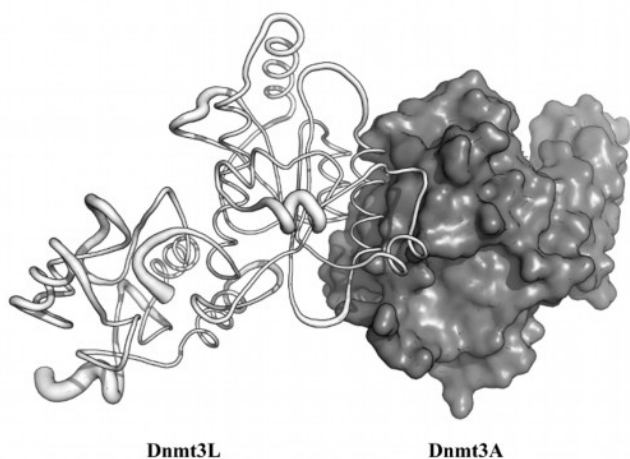**b**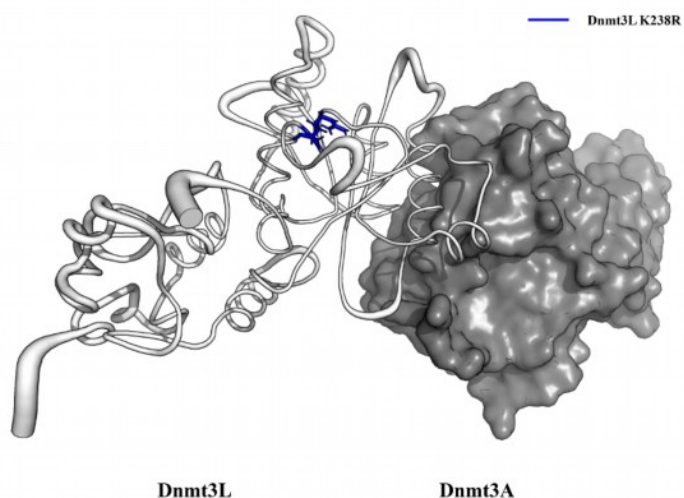**c**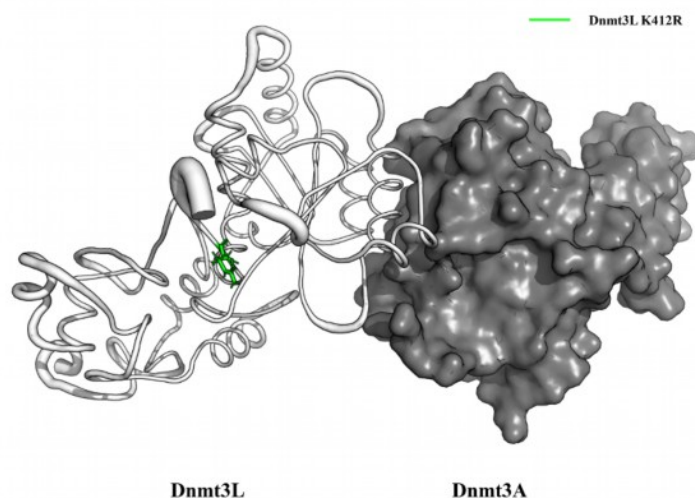

**Supplementary Fig. 4. Structural flexibility profiles of WT Dnmt3L and acetylation-deficient mutants**

(a–c) Visualization of residue-specific structural flexibility in Dnmt3L WT (a), K238R (b), and K412R (c) proteins based on RMSF values derived from MD simulations. The thickness of the protein backbone representation reflects local flexibility, with thicker segments indicating regions of higher RMSF. Dnmt3A, the known binding partner, is shown as a gray surface to mark the interaction interface. Acetylation-deficient mutation sites are indicated in blue (K238R, b) and green (K412R, c).

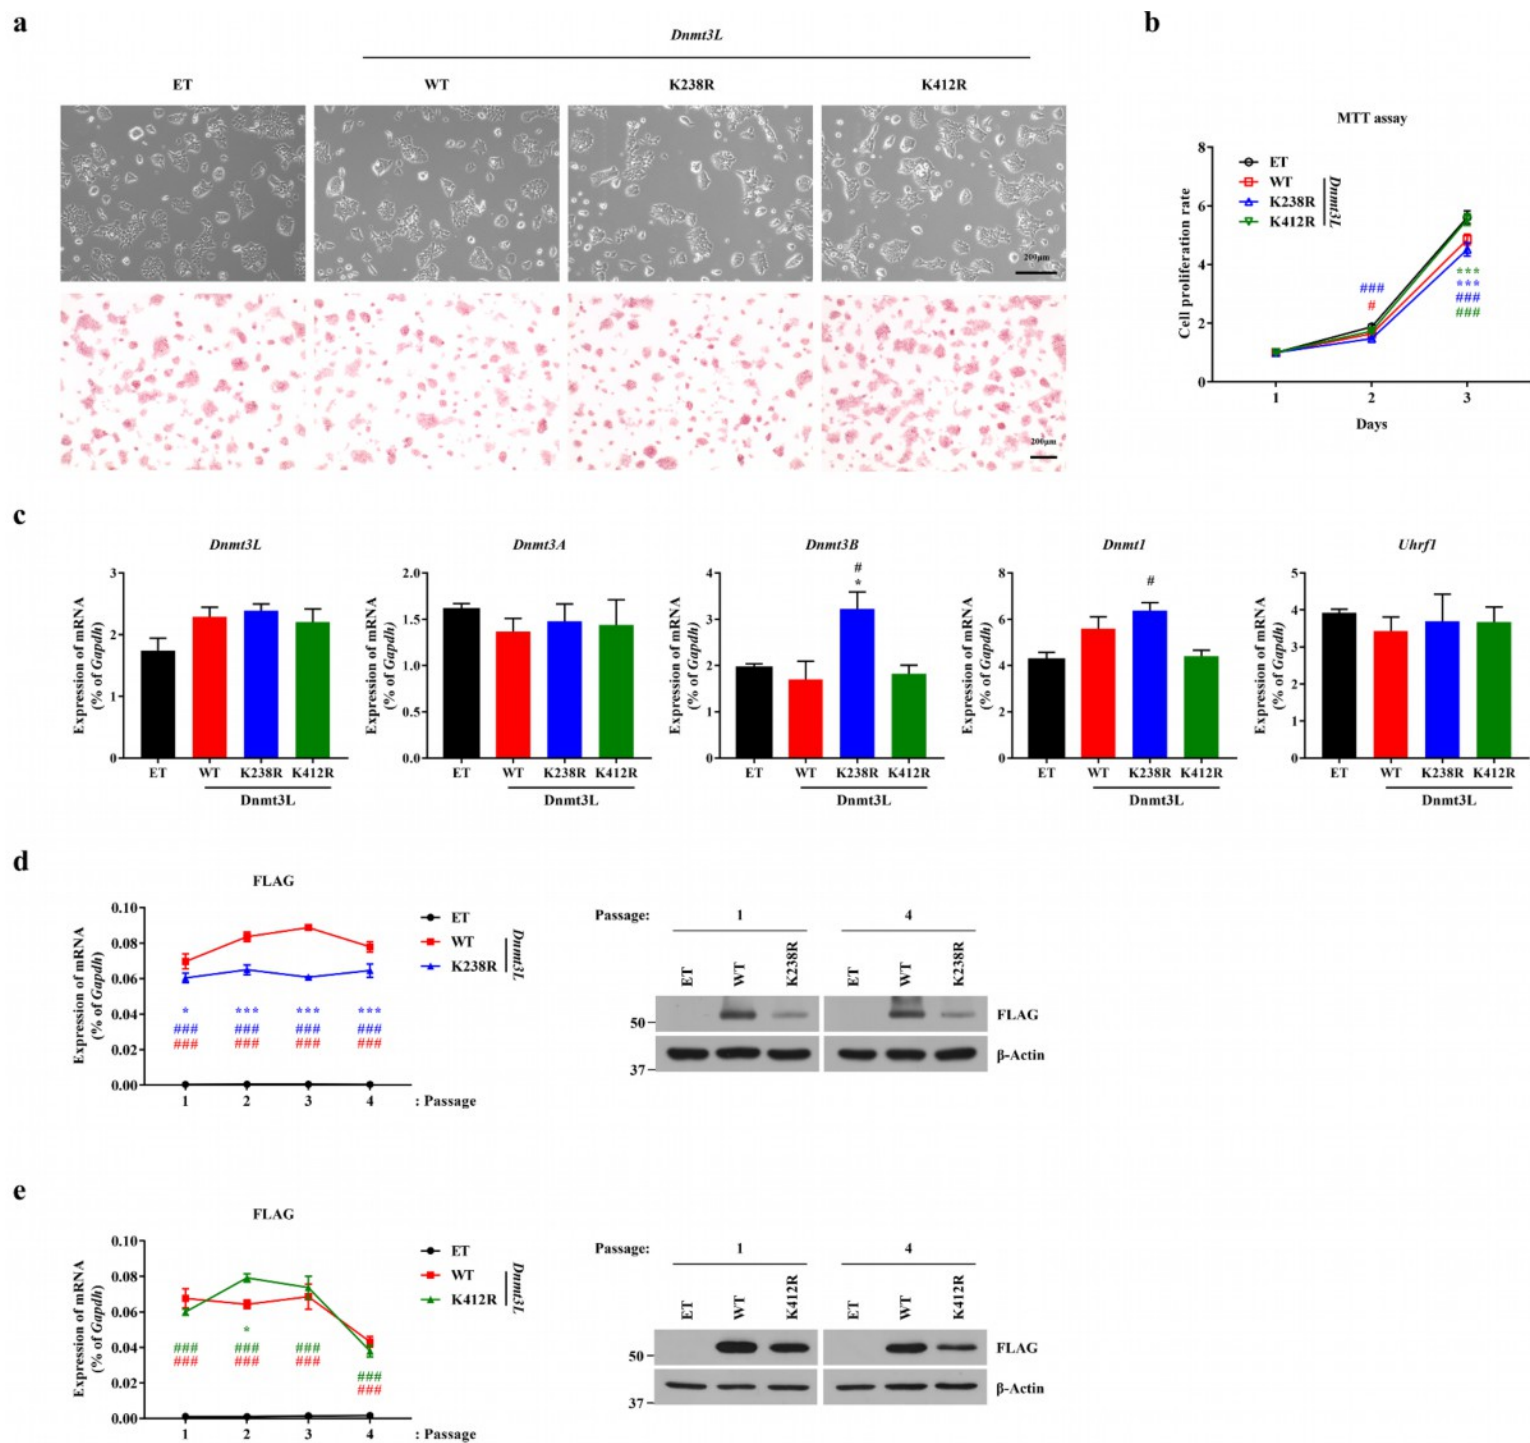

**Supplementary Fig. 5. Post-transcriptional regulation of *Dnmt3L* protein stability in mESCs**

**(a)** Representative images showing colony morphology (upper) and AP staining (lower) of mESCs stably expressing FLAG-tagged *Dnmt3L* WT, K238R, or K412R. Images were

acquired at '100 magnification. Scale bar, 200  $\mu$ m. **(b)** Proliferation of the indicated cell lines measured by the MTT assay over 3 days ( $n = 5$ ). **(c)** RT-qPCR analysis of transcripts encoding total *Dnmt3L* (endogenous) and other DNA methylation regulators in the indicated stable mESC lines ( $n = 3$ ). Expression levels were normalized to *Gapdh*. **(d and e)** Time-course analysis of transcript and protein levels of FLAG-tagged Dnmt3L K283R **(d)** or K412R **(e)** across four passages of mESCs cultured in FBS-LIF condition. mRNA expression was quantified by RT-qPCR and normalized to *Gapdh* ( $n = 3$ ), while protein levels were assessed by immunoblotting, with  $\beta$ -actin used as a loading control. All data are presented as mean  $\pm$  SEM. Statistical significance was determined using one-way **(c)** or two-way **(b, d, and e)** ANOVA followed by Bonferroni post hoc tests. \* $p < 0.05$ , \*\*\* $p < 0.001$  vs. WT Dnmt3L; # $p < 0.05$ , ### $p < 0.001$  vs. empty (ET) vector control.

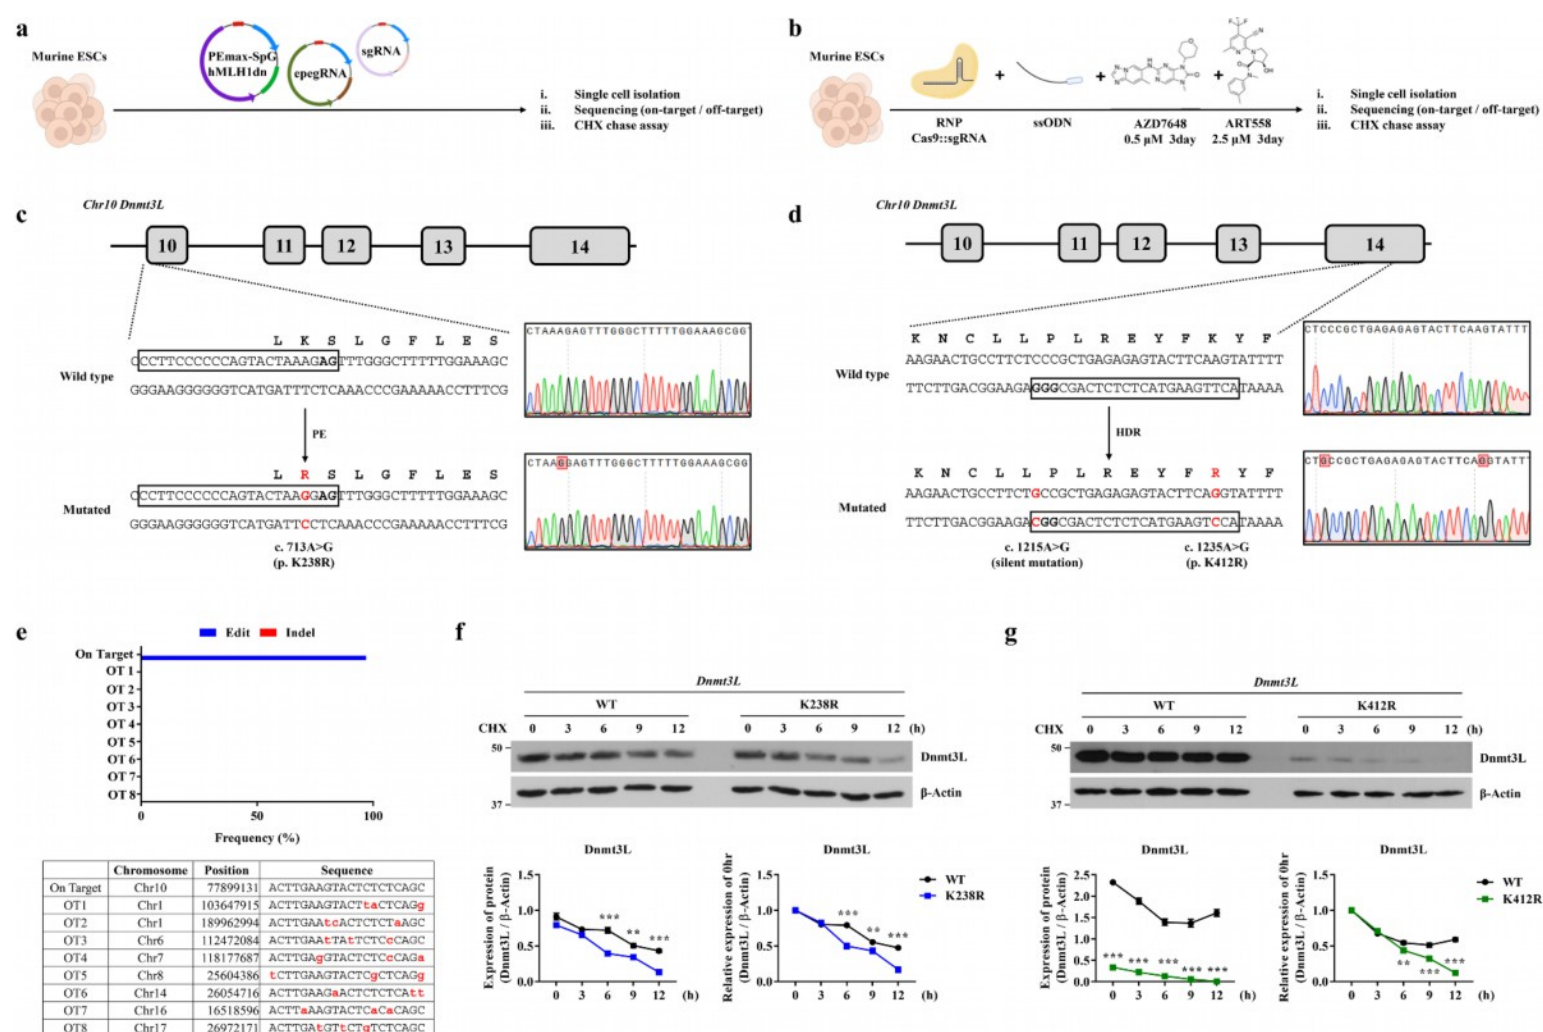

**Supplementary Fig. 6. Endogenous K238R and K412R mutations destabilize the Dnmt3L protein.**

**(a and b)** Schematic diagrams depicting the generating of endogenous *Dnmt3L* K238R **(a)** and K412R **(b)** point mutations in R1 mESCs *via* prime editing **(a)** and ssODN-mediated homology-directed repair (HDR) **(b)**, respectively. Following electroporation for ssODN-mediated HDR, cells were cultured for 72 hours with 0.5 mM AZD-7648 (a selective DNA-PK inhibitor) and 2.5 mM ART558 (a selective DNA polymerase theta inhibitor). These inhibitors were used to enhance HDR efficiency and suppress large deletions and rearrangements, respectively. **(c and d)** Representative Sanger sequencing chromatograms

confirming the successful introduction of the K238R **(c)** and K412R **(d)** substitutions at the endogenous *Dnmt3L* locus. **(e)** Off-target (OT) analysis for the K412 HDR-edited cell lines by Sanger sequencing of the top eight candidate loci (allowing up to three mismatches) predicted by *in silico* analysis revealed no detectable off-target mutations. **(f and g)** Cycloheximide (CHX) chase assays demonstrating reduced half-lives of the endogenous K238R **(f)** and K412R **(g)** mutants, compared with WT Dnmt3L protein ( $n = 3$ ). All quantitative data are shown as mean  $\pm$  SEM. Statistical analysis was performed using two-way ANOVA with the Bonferroni post hoc test. \*\* $p < 0.01$ , \*\*\* $p < 0.001$  compared with the WT Dnmt3L group. ssODN, single-stranded oligodeoxynucleotide (ssODN); HDR, homology-directed repair.

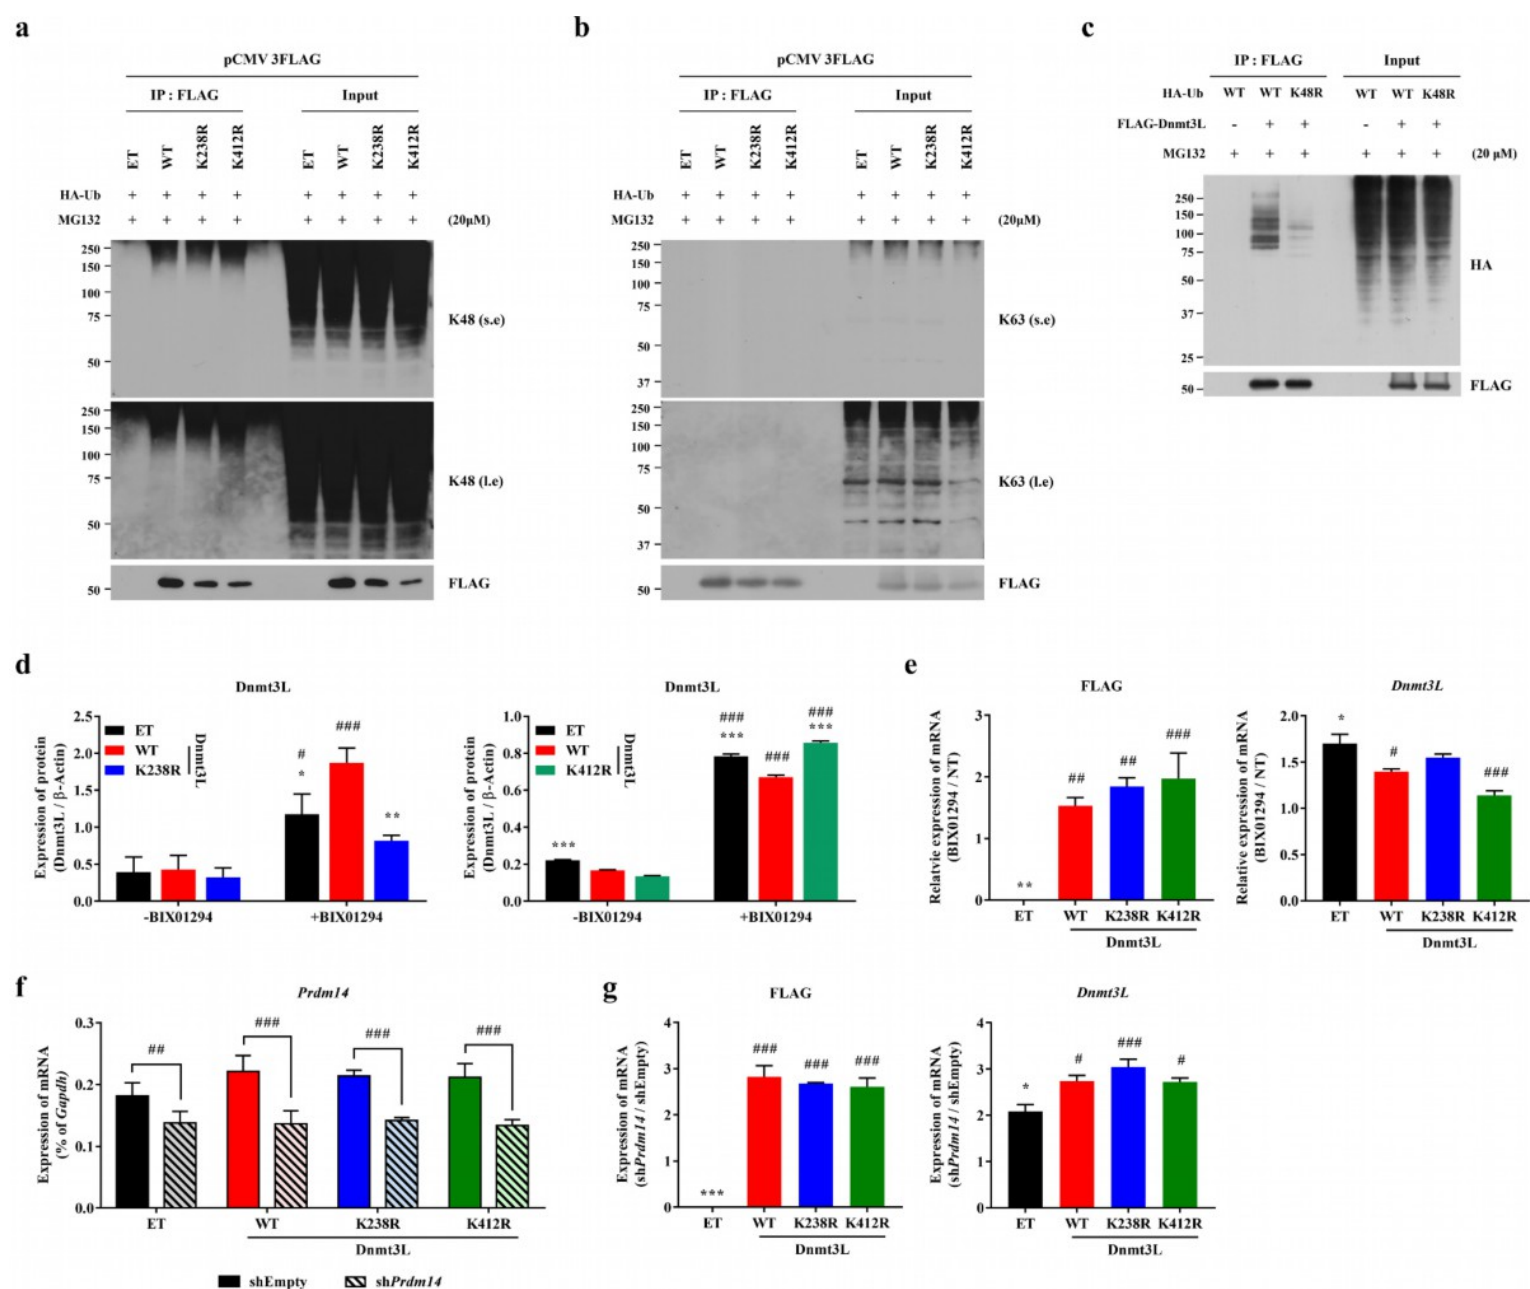

**Supplementary Fig. 7. Role of G9a and Prdm14 in regulation of Dnmt3L protein stability in mESCs**

**(a and b)** Western blot analysis of K48-linked **(a)** and K63-linked **(b)** polyubiquitination of Dnmt3L. HA-tagged ubiquitin (HA-Ub) and FLAG-tagged *Dnmt3L* wild-type (WT) or mutants (K238R and K412R) were co-transfected into cells, followed by FLAG immunoprecipitation (IP). Immunoprecipitated samples were probed with antibodies specific

to K48 or K63 polyubiquitin chains. **(c)** FLAG-Dnmt3L ubiquitination levels assessed by FLAG-IP after co-transfection with FLAG-*Dnmt3L* and either HA-Ub-WT or HA-Ub-K48R. Input lanes represent 20% of the total cell lysates used for IP assays. **(d)** Quantification of endogenous Dnmt3L protein levels by densitometric analysis following treatment for 24 h with 3  $\mu$ M BIX01294 (BIX), a G9a inhibitor, in mESCs expressing Dnmt3L WT, K238R, or K412R ( $n = 3$ ). **(e)** RT-qPCR quantification of total (FLAG-tagged exogenous and endogenous) *Dnmt3L* transcripts following BIX01294 treatment ( $n = 3$ ). Data are presented as fold change relative to the untreated (NT) group. **(f)** Efficiency of *Prdm14* knockdown in mESCs stably expressing WT *Dnmt3L* or mutants assessed by RT-qPCR ( $n = 4$ ). **(g)** Expression levels of FLAG-tagged and endogenous *Dnmt3L* transcripts in cells following *Prdm14* silencing ( $n = 4$ ). All data are shown as mean  $\pm$  SEM. Statistical analysis was performed using a one-way **(e and g)** or two-way **(d and f)** ANOVA with the Bonferroni post hoc test. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  compared with the WT Dnmt3L group. # $p < 0.05$ , ## $p < 0.01$ , ### $p < 0.001$  compared with the empty (ET) **(e and g)**, BIX01294 non-treated **(d)**, or *Prdm14* knock-down **(f)** groups.

**a**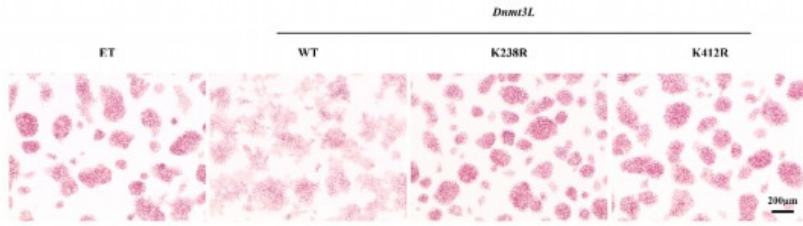**b**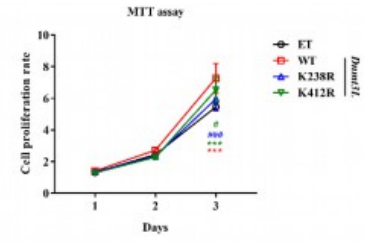**c**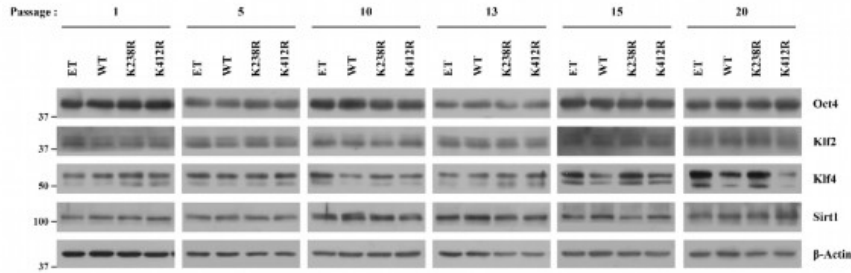**d**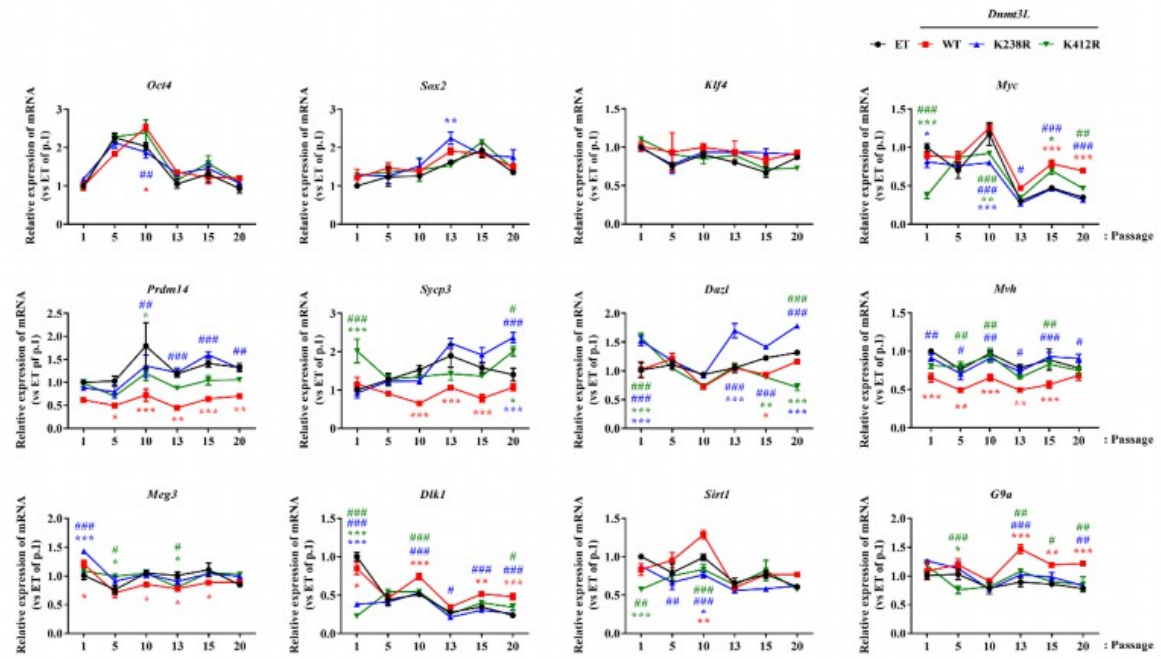**e**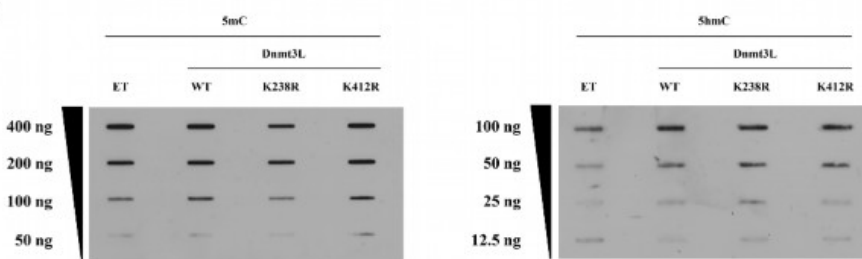**f**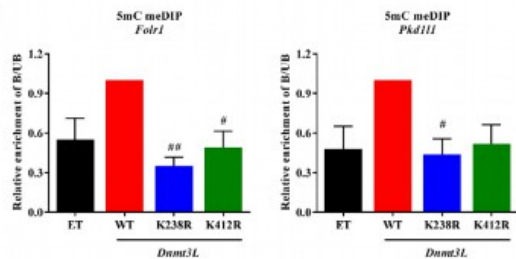**g**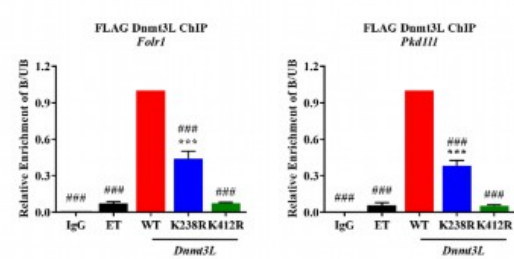

**Supplementary Fig. 8. Dnmt3L acetylation controls pluripotency and expression of lineage differentiation genes through locus-specific DNA methylation**

**(a)** Representative images of AP staining in mESCs stably expressing non-tagged *Dnmt3L* WT, K238R, or K412R after long-term culture. Images were acquired at  $\times 100$  magnification. Scale bar, 200  $\mu\text{m}$ . **(b)** Proliferation of the indicated stable mESC lines measured by the MTT assay over 3 days ( $n = 5$ ). **(c)** Western blot analysis of proteins related to pluripotency and DNA methylation regulation in mESCs stably expressing WT *Dnmt3L* or acetylation-deficient mutants following prolonged culture. **(d)** RT-qPCR analysis of transcripts related to naïve or cardinal pluripotency, germline differentiation, and epigenetic regulation at the indicated passages. Expression values are shown as fold changes relative to p.1 of the empty vector control ( $n = 3$ ). **(e)** Dot blot analysis of global 5mC (left panel) and 5hmC (right panel) levels in the indicated stable mESC lines. **(f)** MeDIP-qPCR analysis of 5mC enrichment at the regulatory regions of *Folr1* (left panel) and *Pkd11l* (right panel) loci ( $n = 4$ ). **(g)** ChIP-qPCR analysis of FLAG-tagged Dnmt3L WT, K238R, and K412R at the regulatory regions of *Folr1* (left panel) and *Pkd11l* (right panel) ( $n = 4$ ), demonstrating the reduced binding of acetylation-deficient mutants. All quantitative data are shown as mean  $\pm$  SEM. Statistical significance was determined using a two-way **(b and d)** or one-way **(f and g)** ANOVA with the Bonferroni post hoc test. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  compared with empty (ET) control groups. # $p < 0.05$ , ## $p < 0.01$ , ### $p < 0.001$  compared with WT Dnmt3L.

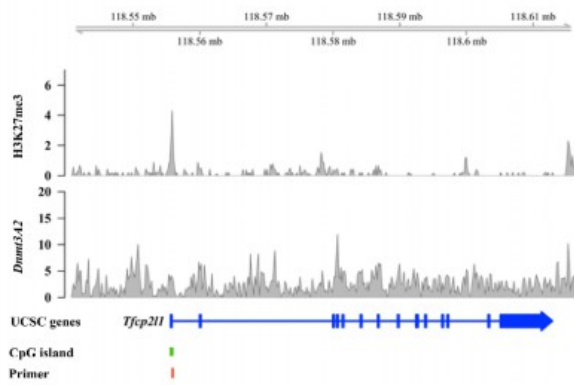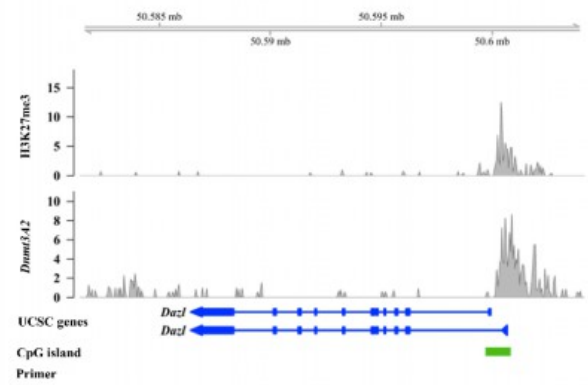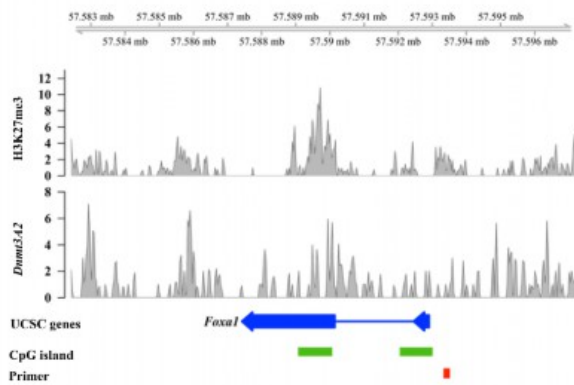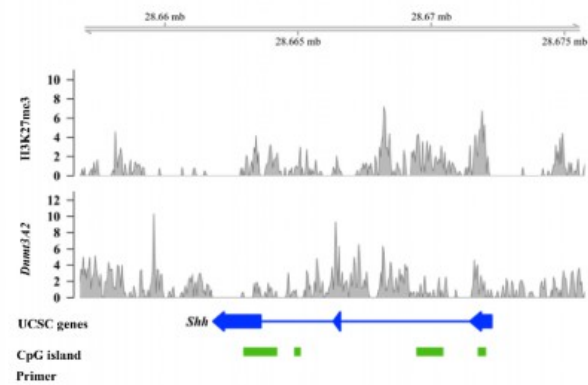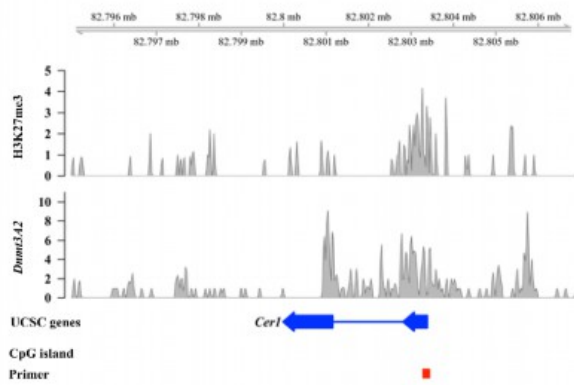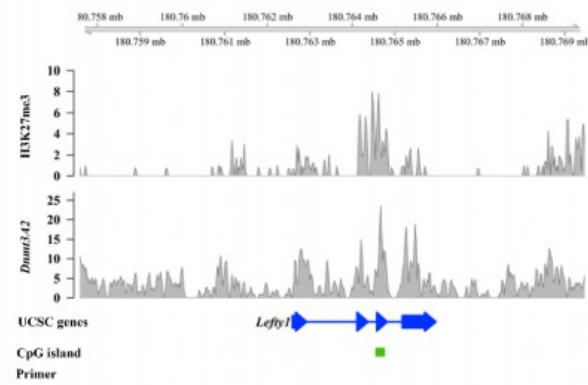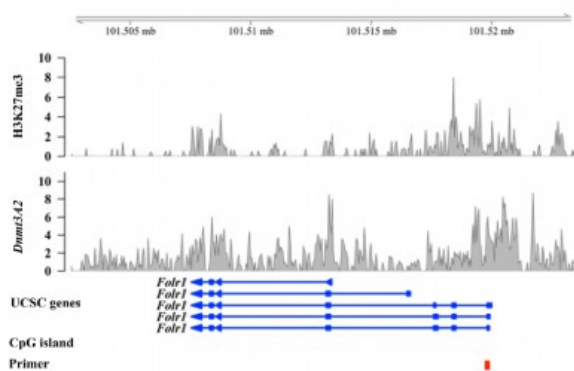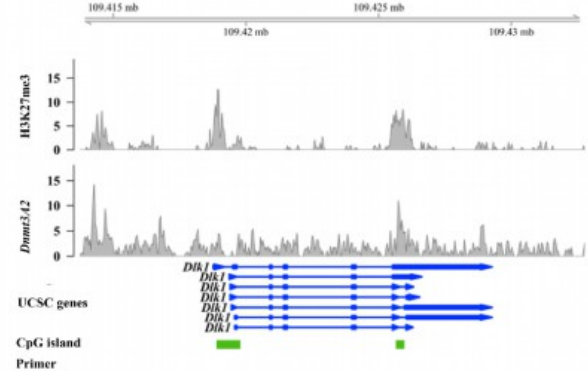

**Supplementary Fig. 9. Epigenetic profiles of Dnmt3L acetylation-sensitive target genes in mESCs**

Schematic representation of representative gene loci (*Tfcp2l1*, *Dazl*, *Foxa1*, *Shh*, *Cer1*, *Lefty1*, *Folr1*, and *Dlk1*) affected by Dnmt3L K238Ac or K412Ac. UCSC Genome Browser tracks are shown for H3K27me3 histone modification and Dnmt3A2 binding based on previously published ChIP-seq datasets <sup>1,2</sup>. Genomic features include CpG islands (green bars) and locations of primers used for MeDIP- and ChIP-qPCR assays in this study (red bars). These loci represent epigenetically regulated targets exhibiting differential transcriptional responses depending on the Dnmt3L acetylation status.

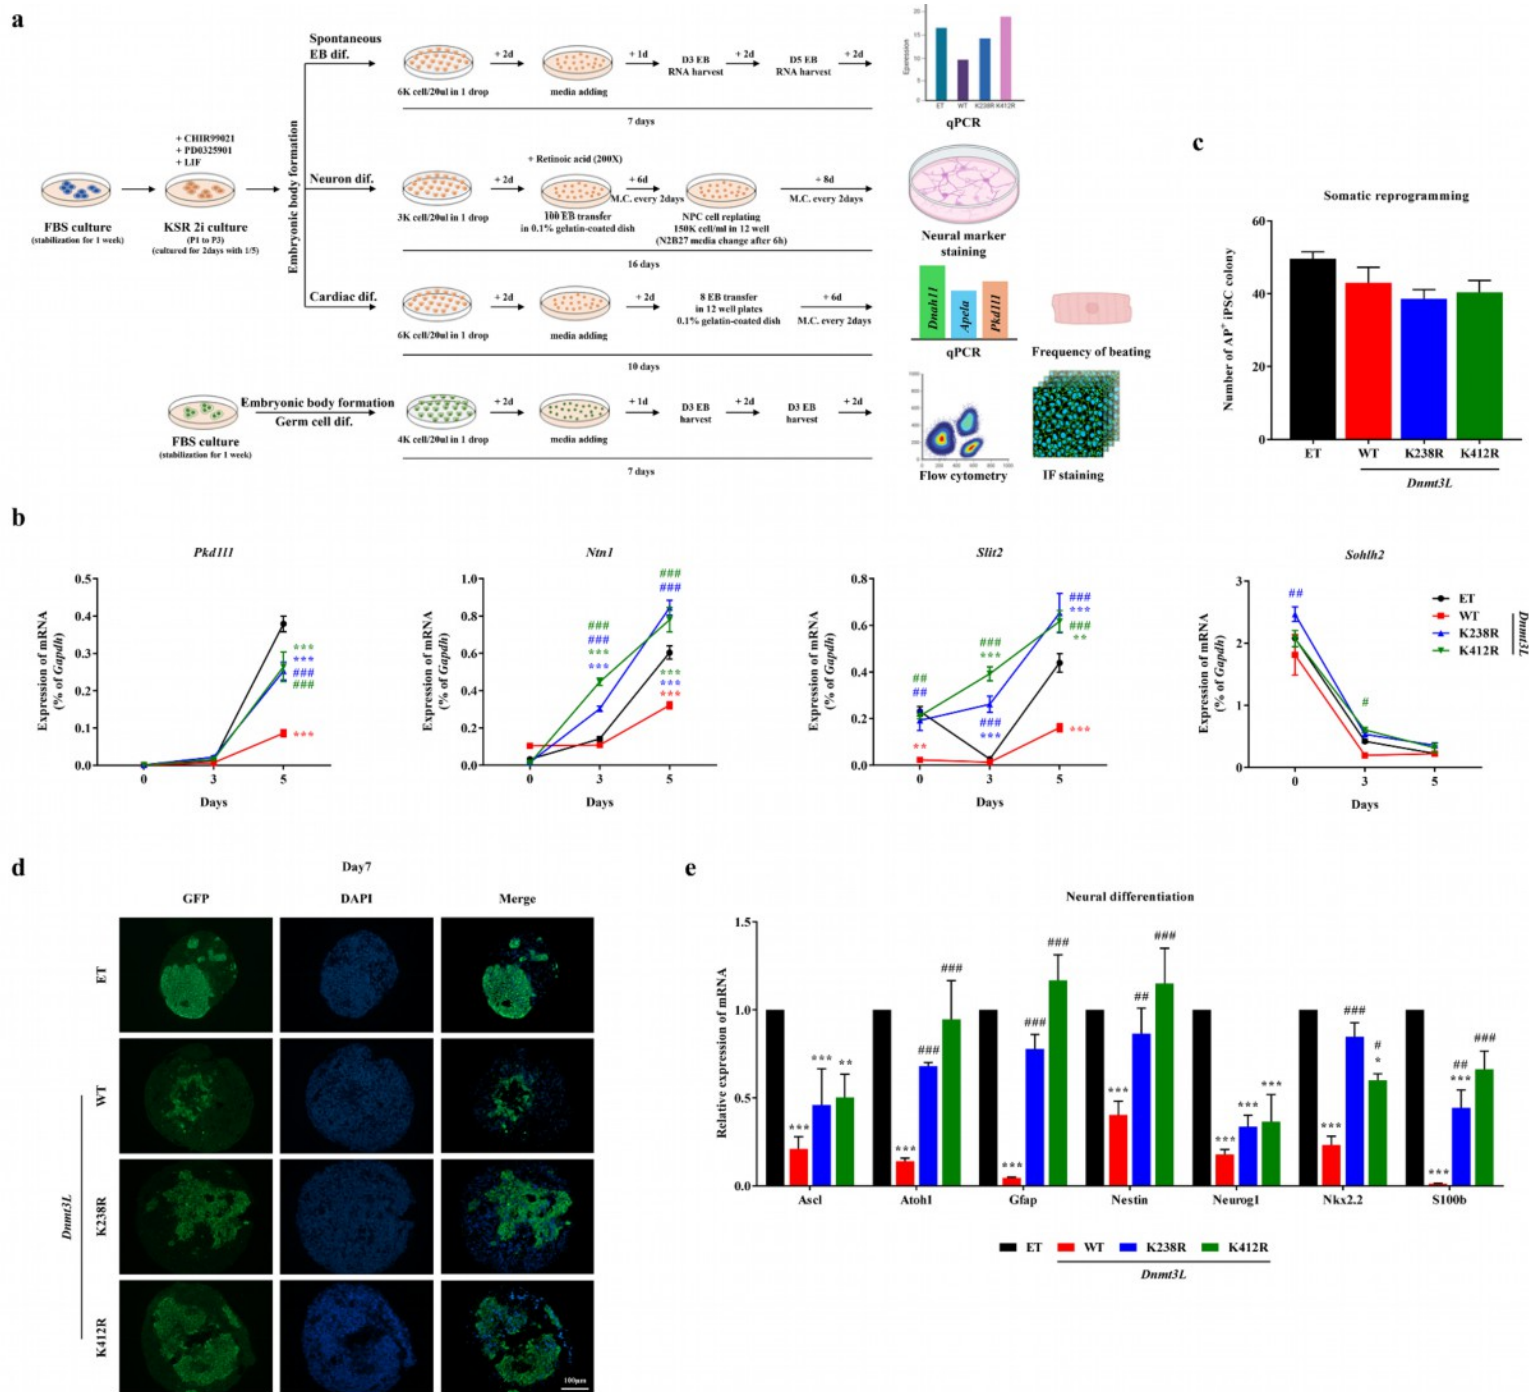

**Supplementary Fig. 10. Characterization of *in vitro* differentiation phenotypes regulated by Dnmt3L acetylation in mESCs**

(a) Schematic summary of the detailed experimental conditions for assessment of germline, neural, and cardiac lineage markers in EB-based differentiation assays. (b) RT-qPCR analysis of additional cardiac (*Pkd11l*), neural (*Ntn1* and *Slit2*) and germline (*Sohlh2*) markers during

spontaneous differentiation of mESCs stably expressing *Dnmt3L* WT, K238R, or K412R. Expression values were normalized to *Gapdh* ( $n = 3$ ). **(c)** Quantification of AP<sup>+</sup> iPSC colonies at day 14 post-reprogramming of DOX-inducible iOSKM MEFs. Reprogramming efficiency was unaffected by *Dnmt3L* mutations ( $n = 5$ ). **(d)** IF analysis of GFP<sup>+</sup> PGCs in EB sections derived from gcOct4 mESCs at day 7 post-differentiation. Numbers of GFP<sup>+</sup> cells were reduced in WT *Dnmt3L* EBs compared with the control and mutant groups. Images were acquired at  $\times 200$  magnification. Scale bar, 100  $\mu\text{m}$ . **(e)** RT-qPCR analysis of the indicated neural differentiation markers following directed neuronal differentiation of mESCs ( $n = 3$ ). All quantitative data are shown as mean  $\pm$  SEM. Statistical comparisons were performed using a two-way ANOVA with the Bonferroni post hoc test. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  compared with empty (ET) control groups. # $p < 0.05$ , ## $p < 0.01$ , ### $p < 0.001$  compared with WT *Dnmt3L*.

**a**

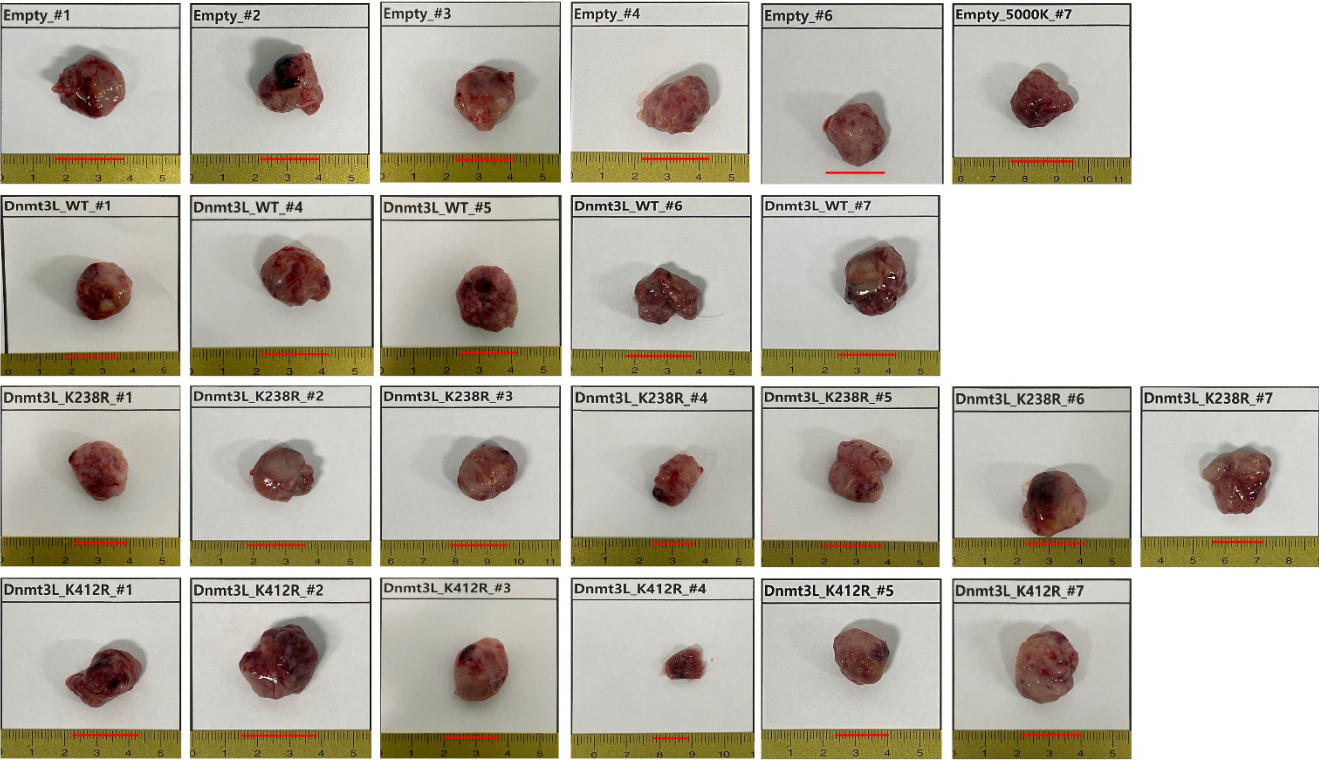

**b**

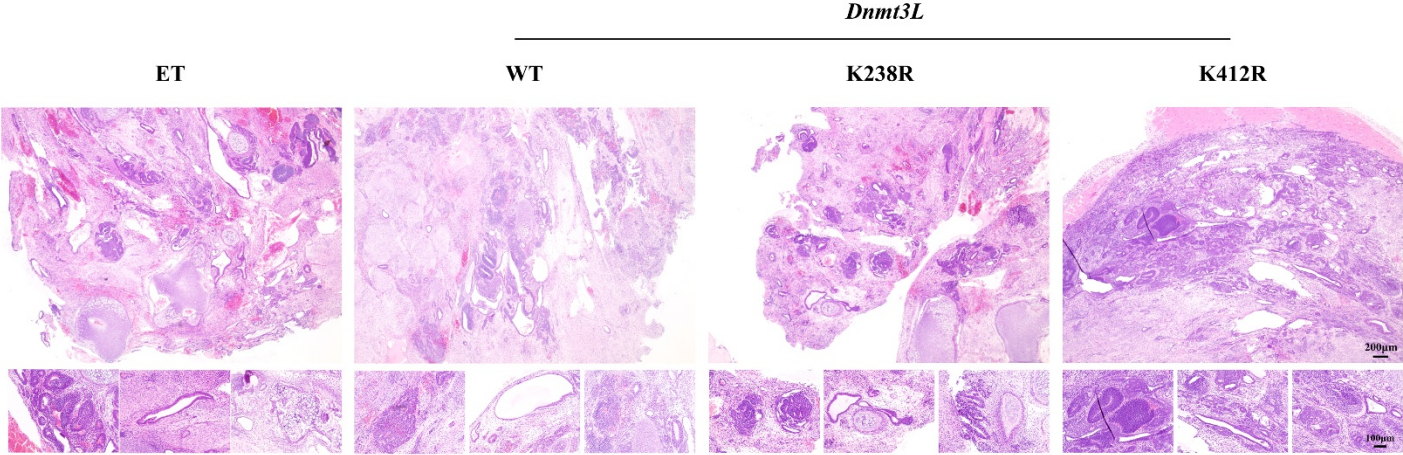

**c**

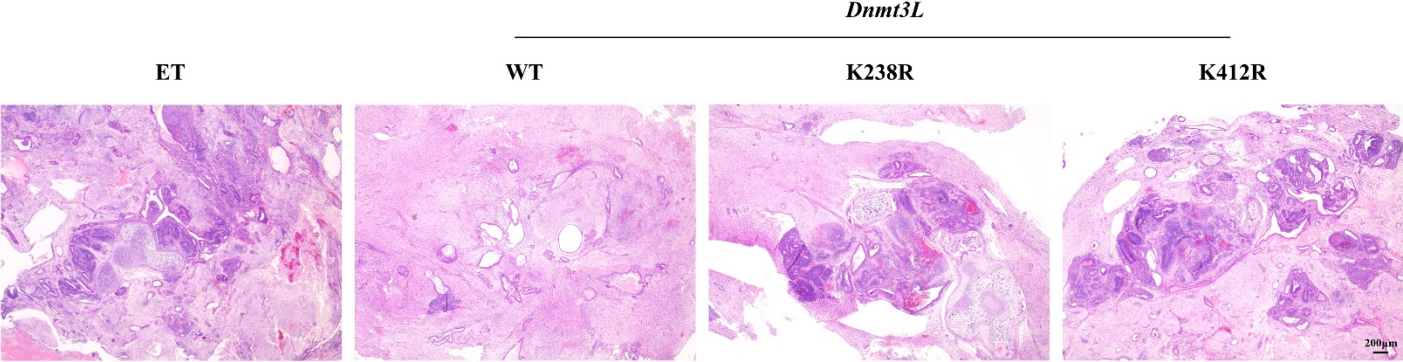

**Supplementary Fig. 11. *In vivo* differentiation outcomes modulated by Dnmt3L acetylation**

**(a)** Representative gross images of teratomas collected at day 46 following subcutaneous injection of mESCs stably expressing *Dnmt3L* WT, K238R, or K412R. Tumor growth was monitored longitudinally over time. **(b)** Representative histological sections of teratomas harvested at day 21 post-injection and stained with hematoxylin and eosin to evaluate contributions from all three germ layers. Distinct ectodermal, mesodermal, and endodermal derivatives are highlighted in the corresponding inset panels (Top panel: ×40 magnification; scale bar, 200 μm, inset panel: ×200 magnification; scale bar, 100 μm). **(c)** WT *Dnmt3L* teratomas exhibited a marked reduction in mesodermal and endodermal tissue organization compared with the mutant and control groups (×40 magnification; scale bar, 200 μm).

**a**

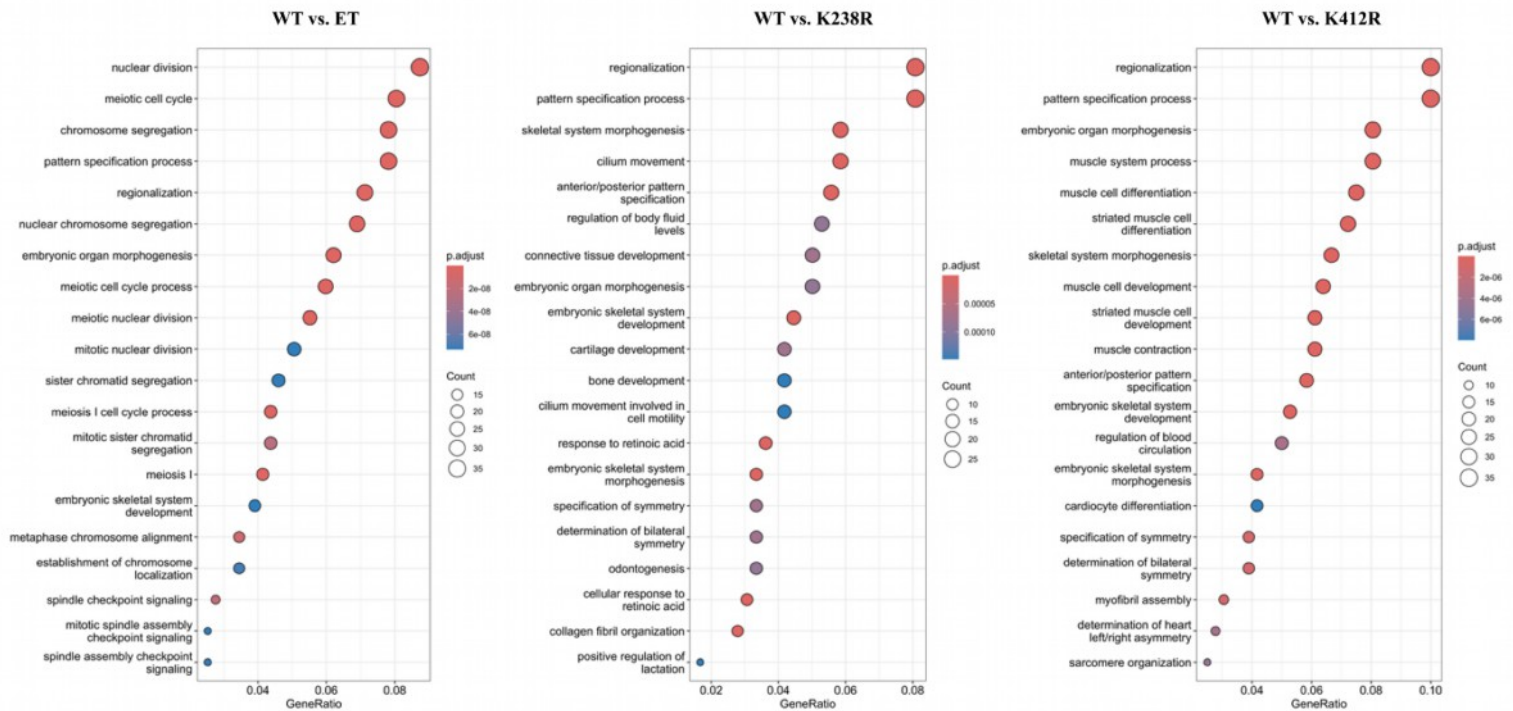

**b**

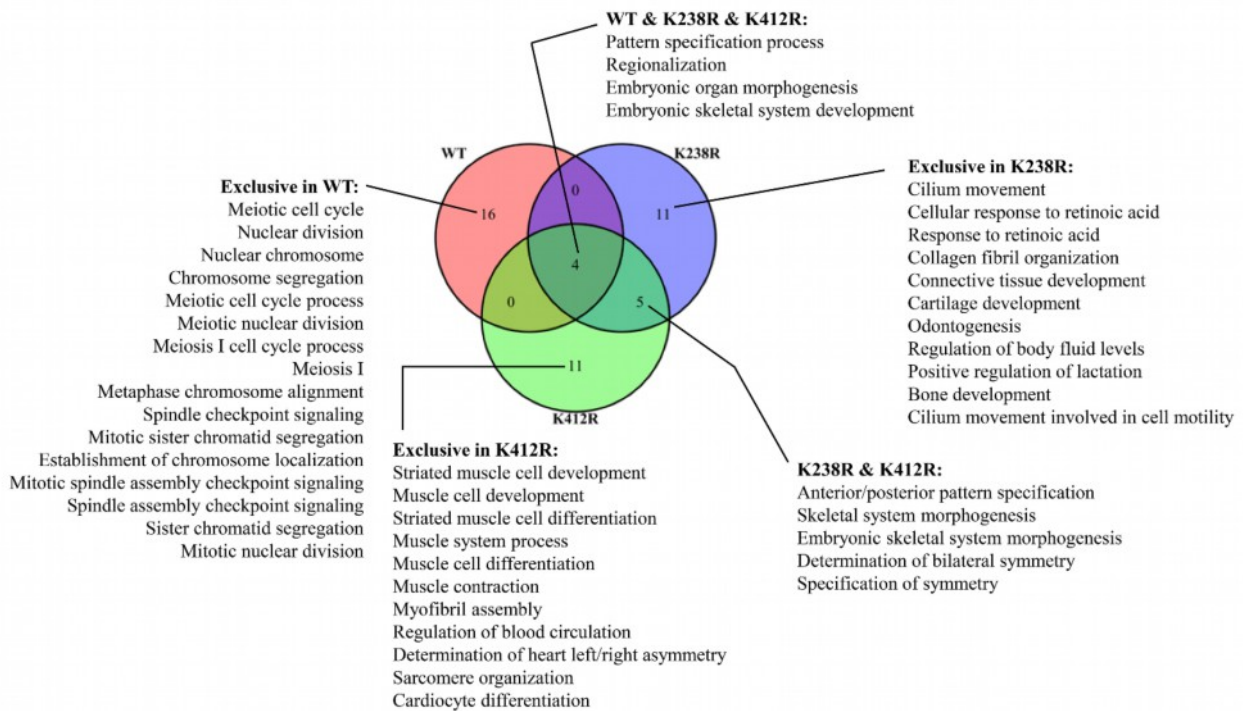

**Supplementary Fig. 12. Global transcriptomic effects of Dnmt3L acetylation deficiency in *in vivo* teratoma**

**(a)** Gene Ontology (GO) enrichment analysis of differentially expressed genes (DEGs; <sup>3</sup> 2-fold

change,  $p < 0.05$ ) comparing teratomas derived from mESCs overexpressing wild-type (WT) *Dnmt3L* versus the empty vector (control) or acetylation-deficient mutants (K238R or K412R). The top 20 GO terms for each comparison are shown. Terms related to with meiosis, a hallmark of germline specification, were enriched in the WT versus control comparison. **(b)** Venn diagram displaying the overlap of the top 20 enriched GO terms across each group comparison. Notably, minimal overlap was observed between the WT versus control and WT versus mutant comparisons, indicating distinct GO enrichment patterns across each group comparison.

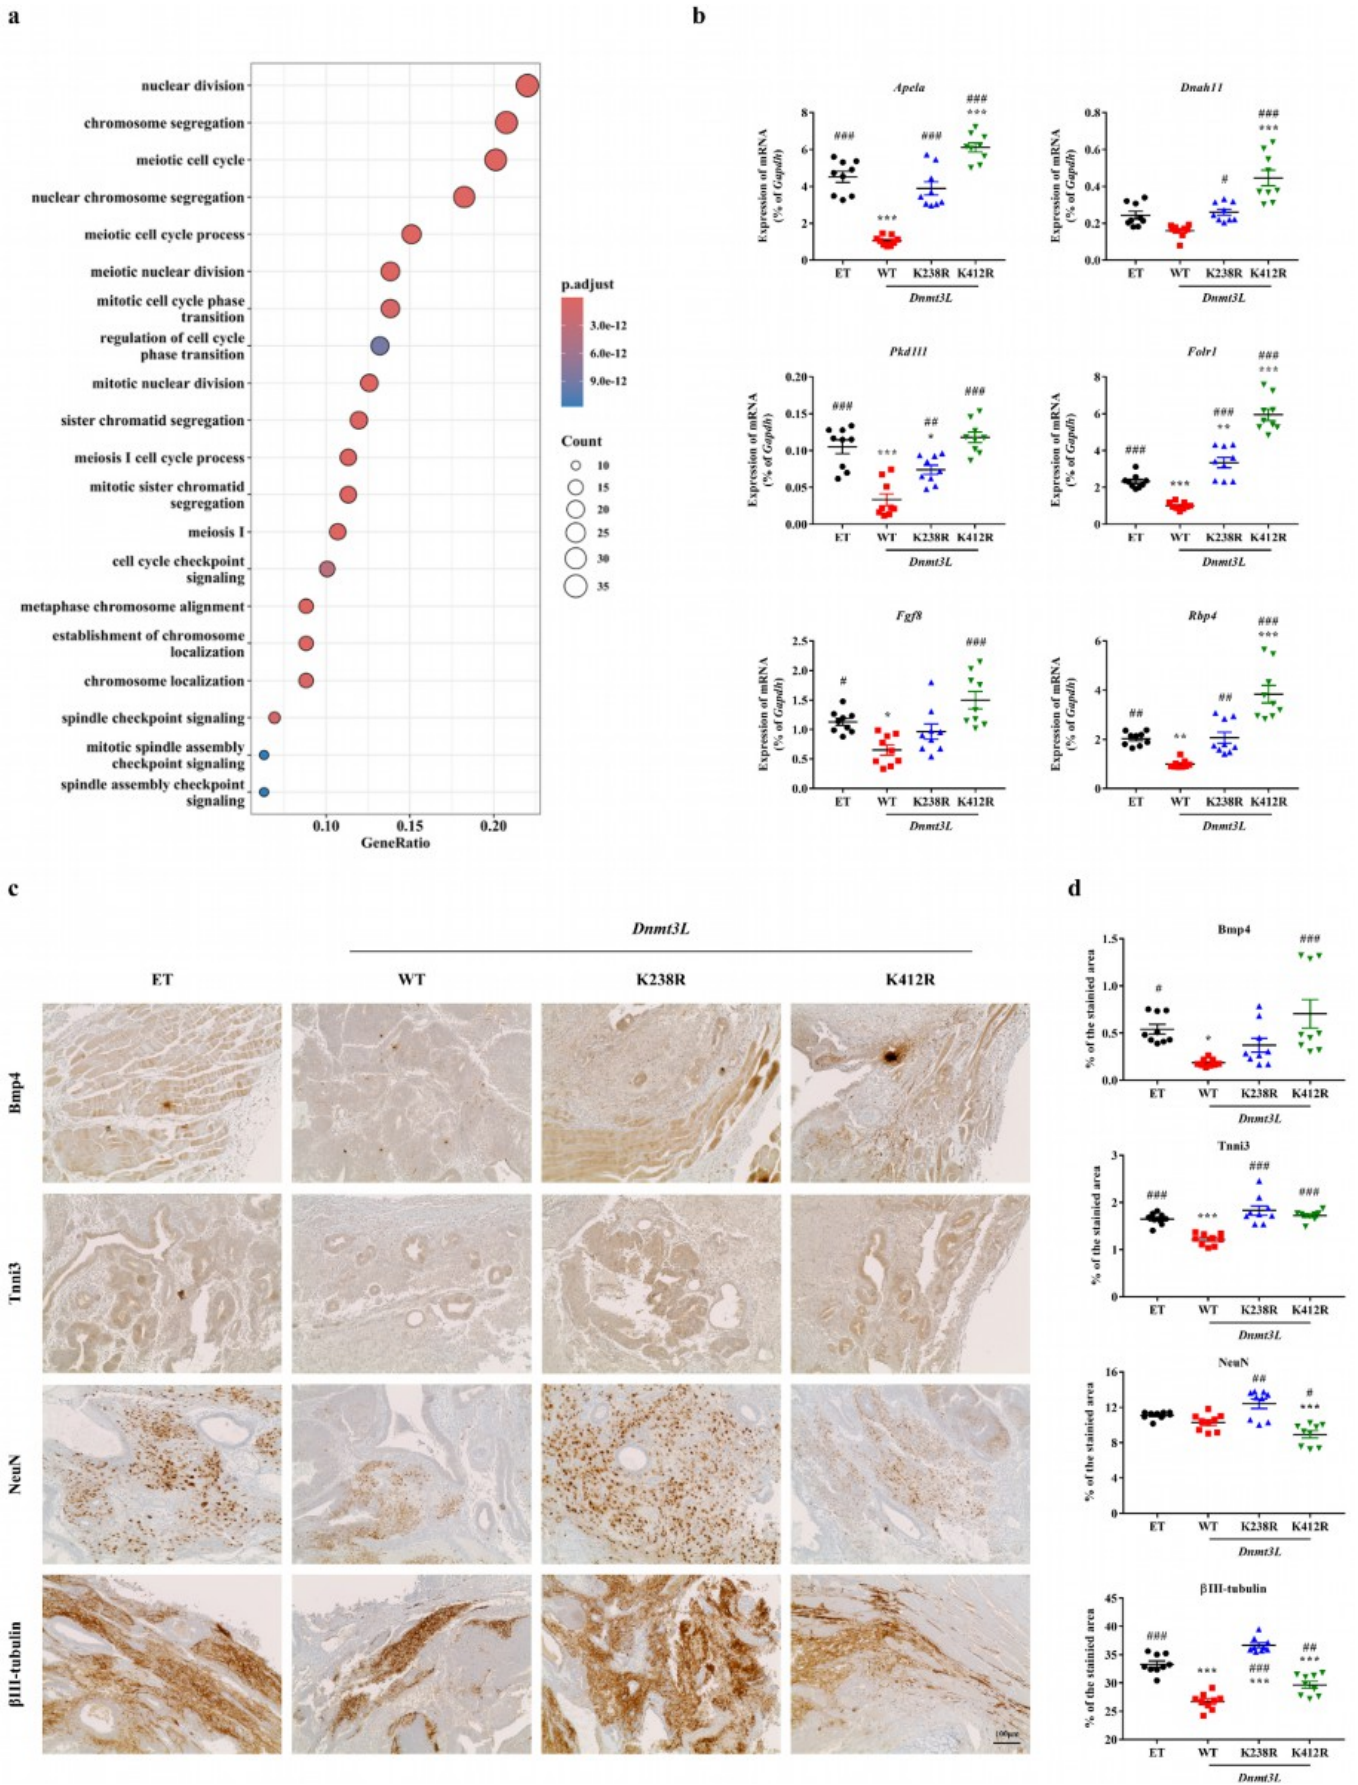

**Supplementary Fig. 13. Transcriptomic and histological evidence of impaired lineage differentiation in WT *Dnmt3L* teratomas**

**(a)** GO enrichment analysis of the downregulated gene cluster (cluster 3 in **Fig. 7c**) in WT *Dnmt3L* teratomas, which was restored in the mutant groups. Functional annotation revealed strong enrichment of pathways involved in germline development. **(b)** RT-qPCR validation of representative lineage markers across teratoma tissues. Cardiac regulators (*Apela*, *Dnah11* and *Pkd11l1*), neural markers (*Folr1*, *Fgf8*, and *Rbp4*) were significantly repressed in WT *Dnmt3L* samples and recovered in the mutant groups. Expression levels were normalized to *Gapdh* ( $n = 9$ ). **(c)** Immunohistochemistry staining of cardiac (Tnni3<sup>+</sup> and Bmp4<sup>+</sup>) and neural (NeuN<sup>+</sup> and  $\beta$ III-tubulin<sup>+</sup>) and markers in teratoma sections collected at day 21 post-injection. Images were captured at  $\times 200$  magnification. Scale bar, 100  $\mu$ m. **(d)** Quantification of lineage marker expressing cells from immunostained sections ( $n = 9$ ). Results confirmed that the neural and cardiac differentiation capacities were significantly impaired in teratomas expressing WT *Dnmt3L*. All quantitative data are presented as mean  $\pm$  SEM. Statistical comparisons were performed using a one-way ANOVA with the Bonferroni post hoc test. \* $p < 0.05$ , \*\* $p < 0.01$ , \*\*\* $p < 0.001$  vs. empty (ET) control group; ## $p < 0.01$ , ### $p < 0.001$  vs. WT *Dnmt3L*.

## **SUPPLEMENTARY FIGURE LEGENDS**

### **Supplementary Movie 1. Defects of *in vitro* cardiac differentiation induced by Dnmt3L acetylation mutations**

Phase-contrast videoclips showing the morphology of beating EBs during cardiac differentiation. EBs expressing WT *Dnmt3L* exhibited flattened structures lacking organized cavity formation, in contrast to the round and contractile EBs in the control and mutant groups.

## SUPPLEMENTARY MATERIALS AND METHODS

### *Structure preparation for molecular dynamics (MD) simulation*

The full-length three-dimensional structure of mouse DNA methyltransferase 3-like (Dnmt3L) was obtained from the AlphaFold Protein Structure Database (UniProt ID: Q9CWR8). This high-confidence model provided a complete starting structure for simulations. Single-point mutation of lysine residues 238 and 412 to arginine (K238R and K412R) mutants were generated *in silico* using AlphaFold2<sup>3</sup>. For protein–protein complex simulations, the crystal structure of the DNA methyltransferase 3A (Dnmt3A)–Dnmt3L C-terminal domain complex (PDB ID: 2QRV) was used as a template. Missing residues in the PDB complex (primarily in loops or termini) were filled using the AlphaFold full-length Dnmt3L structure. CHARMM-GUI, a web-based interface for biomolecular simulations, was used for acetylated variants<sup>4</sup>. The Solution Builder module was employed to set up the systems for acetylation studies, which included various acetylation states such as fully acetylated (WT Ac) and non-acetylated (WT non-Ac) Dnmt3L, as well as single and double-acetylated variants. For simulations, the acetylation patch was applied to the lysine residues, and additional patches were auto-applied for cysteine and aspartate residues. The structures were placed in a periodic simulation box, with CHARMM-GUI automatically generating the boxes for each system. For the single-protein systems, CHARMM-GUI generated a cubic simulation box with side lengths of approximately  $9.8 \times 9.8 \times 9.8$  nm along the X, Y, and Z axes. All box angles were set to  $90^\circ$  ( $\alpha = \beta = \gamma$ ), corresponding to a perfect cubic geometry, and the protein was positioned with a minimum distance of 1.0 nm from the box boundaries. For the larger Dnmt3A–Dnmt3L complex, an orthorhombic box measuring approximately  $15.5 \times 15.5 \times 30$  nm was chosen. The elongated z-dimension provided sufficient space along the pulling axis for steered MD (SMD). The systems were solvated using a Monte Carlo method to place  $\text{Na}^+$  and  $\text{Cl}^-$  ions at

a concentration of ~0.15 M. For standard MD simulations, the setups prepared in CHARMM-GUI used the AMBER-FF19SB force field with the OPC water model, at 310 K and neutral pH (pH 7.0) <sup>5</sup>. CHARMM-GUI prepared the systems in a GROMACS-compatible format, and these files were subsequently used for energy minimization, equilibration, and production phases <sup>6</sup>. For SMD simulations, the complex structures generated by CHARMM-GUI were exported and the systems were rebuilt in GROMACS using the AMBER99SB-ILDN force field with the TIP3P water model <sup>7</sup>.

### ***Standard MD simulation***

All MD simulations were performed with GROMACS 2023.3 <sup>8</sup>. After solvation and ion addition, each system was energy-minimized using the steepest descent algorithm (up to 5,000 steps) until the maximum force fell below 1000 kJ/mol·nm. Equilibration was carried out in two phases using a single CHARMM-GUI-generated protocol, in which positional restraints were applied to backbone (440 kJ/mol·nm<sup>2</sup>) and side-chain atoms (40 kJ/mol·nm<sup>2</sup>) to maintain the folded protein structure while the solvent equilibrated. The system was equilibrated at 310 K and 1 bar for 0.5 ns with a time step of 0.001 ps, using the velocity-rescaling (V-rescale) thermostat for temperature control and pressure coupling to adjust density. Periodic boundary conditions were applied in all directions, and long-range electrostatics were computed with the Particle-Mesh Ewald method <sup>9</sup>. All covalent bonds involving hydrogen were constrained using the LINCS algorithm <sup>10</sup>. Temperature and pressure coupling were also kept applied during the production runs (NPT ensemble at 310 K and 1 bar) to mimic physiological conditions. Production MD simulations were then executed for 500 ns for each Dnmt3L variant [WT Ac, acetylation at K238 (K238Ac) or K412 (K412Ac), WT non-Ac, K238R, and K412R]. A single run per variant was performed, each starting from the same equilibrated structure but with different initial velocity seeds at 310 K. Trajectory coordinates were saved

every 100 ps for analysis. Structural stability and flexibility were evaluated using standard metrics. The backbone root mean square deviation (RMSD) of each protein was calculated as a function of time to monitor global conformational drift. Likewise, per-residue root mean square fluctuation (RMSF) of C $\alpha$  atoms was computed over the equilibrated portion of each trajectory to assess local flexibility. To compare overall conformational variability between variants, the RMSD amplitude across the simulation was calculated, defined as the range of RMSD values (max-min) observed within each nanosecond window. The average RMSD amplitude was quantified by averaging the RMSD amplitudes (range of values) across the entire 500-ns simulation. A lower average amplitude indicates more consistent stable behavior across the simulation for a given variant.

### ***SMD simulation***

To probe the effect of the mutations on the interaction of Dnmt3L with Dnmt3A, SMD pulling simulations were performed using the Dnmt3A–Dnmt3L complex. The equilibrated complex structure (WT Dnmt3L or its mutants) served as the starting point for each SMD run. In these simulations, the Dnmt3A portion was defined as the receptor and kept fixed in space to mimic a rigid binding partner. All heavy atoms of Dnmt3A were restrained with a very high force constant (1000 kJ/mol·nm<sup>2</sup>), which effectively immobilized Dnmt3A during the pulling. Dnmt3L (WT or mutants, designated as the ligand) was subjected to an external pulling force in order to induce unbinding from Dnmt3A. The complex was aligned such that the pulling vector was approximately along the z-axis of the simulation box (coinciding with the longest box dimension). A harmonic spring potential was attached between the center-of-mass of Dnmt3L and a moving reference point that was withdrawn from the complex at a constant velocity. Specifically, a constant-velocity pulling scheme was used: the reference point was moved away from the receptor at a speed of 0.005 nm·ps<sup>-1</sup> (5 nm·ns<sup>-1</sup>) along +z, with a spring

constant of 1000 kJ/mol·nm<sup>2</sup> governing the tether. This setup ensured that as Dnmt3L was pulled, a restoring force was generated that increased until key contacts at the interface ruptured and Dnmt3L dissociated. All SMD simulations employed the same force field (AMBER99SB) and solvent model as the standard MD at 310 K. Each SMD simulation was run for 500 ps, which was sufficient to disrupt the Dnmt3A–Dnmt3L interface and separate the proteins by several nanometers. A single pulling simulation was performed for each Dnmt3L variant (WT Ac, K238Ac, K412Ac, WT non-Ac, K238R, and K412R) to obtain results for each variant. Throughout the pulling simulations, force-extension data were recorded at 1-ps intervals.

### ***Establishment of endogenous Dnmt3L K238R and K412 mutant cell lines***

Two independent mouse embryonic stem cell (mESC) lines harboring endogenous point mutations at the *Dnmt3L* K238 and K412 residues was generated. The *Dnmt3L* K238R point mutant cell line was established using a prime editing strategy<sup>11,12</sup>. Briefly, R1 mESCs were co-transfected with a prime editing component set consisting of PE5max-SpG-P2A-hMLH1dn (Addgene, # 211550), a nicking guide RNA (ngRNA) expression vector (pRG2, Addgene #104174), and a engineered prime editing guide RNA (epgRNA) expressing plasmid (Addgene, # 174038) using Lipofectamine 2000.

For generation of the *Dnmt3L* K412R mutant, homology-directed repair was employed via a Cas9 ribonucleoprotein (RNP)-based genome editing<sup>13,14</sup>. *In vitro* transcribed single guide RNA (sgRNA) targeting the K412 locus was synthesized using T7 RNA polymerase (New England Biolabs, Ipswich, MA, USA) and purified with the RNeasy Mini Kit (Qiagen, Hilden, Germany). RNP complexes were assembled by incubating recombinant *Streptococcus pyogenes* Cas9 protein (Enzynomics, Deajeon, South Korea) with the purified sgRNA at a 1:3 molar ratio for 30 minutes at room temperature. Subsequently, 200 pmol of a single-stranded oligodeoxynucleotide (ssODN) donor template was added to the pre-assembled

RNP complex and then electroporated into  $1 \times 10^5$  R1 ESCs using the Neon NxT Electroporation System (Thermo Fisher Scientific) under the following conditions: 1200 V, 20 ms, and 2 pulses. Following electroporation, cells were incubated 0.5 mM AZD7648 (MedChemExpress, Monmouth Junction, NJ, USA) and 2.5 mM ART558 (MedChemExpress) for 72 hours <sup>15,16</sup>. All spacer sequences for the sgRNA, epegRNA, ngRNA used to generate the K238R and K412R lines were designed with the Cas-Designer <sup>17</sup> and the sequences are listed in the key resources table. The *in silico* off-target analysis for the K412R cell line was performed with Cas-OFFinder <sup>18</sup> allowing for up to 3 mismatches.

#### ***Reverse transcription (RT)-polymerase chain reaction (PCR) for gene expression analysis***

The mRNA levels of target genes were quantitatively assessed as described previously <sup>19,20</sup>. Total RNA (800 ng) was reverse-transcribed using Taqman Reverse Transcription Reagents (Applied Biosystems, Foster City, CA, USA), and the threshold cycle (Ct) was subsequently determined using RT-quantitative PCR (qPCR). The relative expression levels of the target genes were determined using the  $2^{-DDCt}$  method, and *Gapdh* was used as the endogenous control gene. All primers used in the qPCR assay are listed in the key resources table.

#### ***Western blot analysis***

Cell extracts (30 mg) were prepared in immunoprecipitation (IP) lysis buffer and separated on 10% SDS-PAGE gels. The expression levels of the indicated proteins were assessed by probing with specific antibodies, which are listed in the key resources table. To quantify the densities of the indicated protein bands, quantitative digital image analysis was performed using ImageJ software (version 1.54g; National Institute of Health, Bethesda, MD, USA). Relative protein expression was calculated by normalization to b-Actin.

### ***Immunostaining assays***

mESCs or cells differentiated from them were fixed with 4% paraformaldehyde (Biosesang, Seongnam-si, Gyeonggi-do, Korea) for 30 min, permeabilized, and then stained using specific antibodies, which are listed in the key resources table. An Alexa Fluor 488- or Alexa Fluor 546-conjugated anti-mouse or anti-rabbit secondary antibody was used (Molecular Probes/Thermo Fisher Scientific, Waltham, MA, USA). Nuclei were counterstained with 4',6-diamino-2-phenylindole (DAPI). The stained samples were imaged using an inverted fluorescence microscope (EVOS<sup>®</sup> FL Color Imaging System, Thermo Fisher Scientific) or a confocal microscope (LSM 710; Carl Zeiss, Oberkochen, Germany).

### ***Proximity ligation assay***

To detect *in situ* acetylation of Dnmt3L, proximity ligation assay (PLA) was performed using the NaveniFlex<sup>™</sup> Cell Kit (Navinci Diagnostics AB, Uppsala, Sweden). R1 mESCs were fixed with 4% paraformaldehyde for 1 h at room temperature and permeabilized with 0.1% Triton X-100 for 5 min. After blocking with Naveni Block for 60 min at 37 °C, cells were incubated overnight at 4 °C with primary antibodies against acetyl-lysine and Dnmt3L. Following washes, the Navenibody M1 and R2 probes (1:40 dilution) were applied for 60 min at 37 °C, followed by a 30 min ligation reaction. Fluorescent signal amplification was performed using NaveniFlex Cell Buffer 2 Red for 90 min at 37 °C in the dark. Nuclei were counterstained with DAPI, and samples were mounted with antifade medium. PLA signals corresponding to acetylated Dnmt3L were visualized using a Zeiss LSM710 confocal microscope. Negative controls omitting primary antibodies were included to assess nonspecific background fluorescence.

### ***DNA methylation analysis***

The DNA methylation statuses of individual loci were investigated using bisulfite sequencing or quantified using qPCR of 5-methylcytosine (5mC)-enriched DNA obtained through methylated DNA IP (meDIP), as previously described<sup>21,22</sup>. For bisulfite sequencing, 1 µg of genomic DNA was bisulfite-converted using the EZ DNA Methylation-Gold™ Kit (Zymo Research, Irvine, CA, USA) according to the manufacturer's protocol. For meDIP analysis, 1 µg of genomic DNA was digested with the *MseI* restriction enzyme (New England BioLabs, Ipswich, MA, USA) to generate DNA fragments containing 5mC or 5-hydroxymethylcytosine (5hmC) modifications. All primers used in the DNA methylation assay are listed in the key resources table.

#### ***Chromatin immunoprecipitation (ChIP) assay***

ChIP analysis was performed using a Magna ChIP G Kit (Millipore, Billerica, MA, USA) according to the manufacturer's instructions. Cross-linked chromatin isolated from cell extracts (from  $1 \times 10^7$  cells) was sheared by sonication at 40% amplitude (six 20-s pulses separated by 30-s rest intervals on ice) in 500 mL of Nuclear Lysis Buffer and then immunoprecipitated using Protein G magnetic beads conjugated with 1 mg of ChIP-grade target-specific or immunoglobulin (Ig)G control antibodies, which are listed in the key resources table. Enrichment of each histone modification was calculated as the ratio of bound to unbound amplicon fractions. All primers used in the ChIP assay are listed in the key resources table.

#### ***In vitro characterization of ESCs***

Cell viability was determined by the MTT assay (DoGENBio, Seoul, Korea). Alkaline phosphatase (AP) activity in undifferentiated ESCs and established induced pluripotent stem cells (iPSCs) was assessed using an AP Staining Kit II (Reprocell, Yokohama, Japan). The frequency and size distribution of AP-stained PSC colonies were analyzed using a GelCount

colony counter (Oxford Optronix, Abingdon, UK) with default settings.

### ***Somatic cell reprogramming assay***

Somatic reprogramming was performed using inducible four reprogramming factors (iOSKM) mouse embryonic fibroblasts (MEFs), which harbor a doxycycline (DOX)-inducible polycistronic cassette encoding Oct4, Sox2, Klf4, and Myc (OSKM), as previously described<sup>23</sup>. Briefly, iOSKM MEFs were maintained in high-glucose Dulbecco's Modified Eagle Medium (DMEM) high glucose (HyClone, Pittsburgh, PA, USA) supplemented with 10% fetal bovine serum (FBS) (HyClone) and 0.1% gentamicin (Gibco, Waltham, Waltham, USA). For ectopic expression, MEFs were infected with lentiviruses encoding *Dnmt3L* WT and the mutants in the presence of 6 µg/mL polybrene (Sigma-Aldrich, St. Louis, MO, USA). To initiate reprogramming, DOX (Sigma-Aldrich) was added at a final concentration of 2 µg/mL for 3 days to induce OSKM expression. Cells were subsequently cultured for 18 days in two small molecule inhibitors of Mek1/2 and Gsk3 (PD0325901 and CHIR99021) (2i)- leukemia inhibitory factor (LIF)+FBS reprogramming medium, which was DMEM-high glucose supplemented with 15% FBS, GlutaMAX (Gibco), 1× MEM non-essential amino acids (MEM NEAA) (Gibco), 0.1% gentamicin, 0.1 mM β-mercaptoethanol (Sigma-Aldrich), 3 µM CHIR99021 (BioGems, Westlake Village, CA, USA), and 1 µM PD0325901 (BioGems), in the presence of mouse LIF. At day 21, iPSC colonies were fixed and stained for AP activity using an AP Staining Kit II (Reprocell), and visualized by brightfield microscopy (AMEX1000, Thermo Fisher Scientific).

### ***Embryoid body (EB) formation***

mESCs used in all lineage differentiation assays were adapted with 2i-LIF- Knockout Serum Replacement (KSR) differentiation medium (85% Knockout DMEM/F-12, 15% KSR, 2 mM

GlutaMAX, 1% MEM non-essential amino acids, 1% penicillin/streptomycin, 1000 U/mL LIF, 3  $\mu$ M CHIR99021, and 1  $\mu$ M PD0325901) for three passages before differentiation induction. For the spontaneous differentiation assay, EB spheres were formed using the hanging drop method and Petri dishes, as previously described <sup>24</sup>. For neuronal differentiation, EB spheres were formed with 3000 cells/drop using basal differentiation medium (DMEM/F-12 supplemented with 15% FBS, 0.1 mM *b*-mercaptoethanol, 1% MEM non-essential amino acid solution, and 1% penicillin/streptomycin solution. For cardiac differentiation, EB spheres were formed with 6000 cells/drop using EB formation medium (FBS-LIF medium without LIF).

### ***In vitro neuronal differentiation***

*In vitro* neuronal differentiation was performed as previously reported <sup>25</sup>, with slight modifications. Briefly, 2-day-old EB spheres in basal differentiation medium (DMEM/F-12 supplemented with 15% FBS, 0.1 mM *b*-mercaptoethanol, 1% MEM non-essential amino acid solution, and 1% penicillin/streptomycin solution) were transferred to a gelatin-coated dish with neural inducer medium containing 1  $\mu$ M all-trans retinoic acid (Sigma-Aldrich) and further cultured for 8 days with medium replacement every 2 days. EBs were then dissociated into single cells, and neural progenitor cells were seeded at a density of 250,000 cells/mL onto 12-well chamber slides containing microscope coverglasses (Marienfeld, Lauda-Königshofen, Germany) pre-coated with 0.1% gelatin. After 6 h, the medium was replaced with N2B27 medium II (49% DMEM/F-12 supplemented with 48% Neurobasal medium, 1% N2 supplement, 2% B27 supplement, 2 mM GlutaMAX, and 0.1 mM *b*-mercaptoethanol), which was refreshed every 2 days for a total of 16 days. Neuron-like cells and their processes were stained with a mouse anti- $\beta$ III-tubulin antibody (Millipore) and nuclei were counterstained with DAPI. The neuronal differentiation potency was quantified as  $\beta$ III-tubulin<sup>+</sup> cells/DAPI<sup>+</sup>

cells in 24 randomly chosen representative areas from each slide.

### ***In vitro cardiac differentiation***

*In vitro* cardiac differentiation was performed as previously reported <sup>25</sup>, with slight modifications. Briefly, 2-day-old EB spheres in EB formation medium were collected by inverting the dish lid and gently adding 8 mL of EB formation medium to allow them to settle. The plates were incubated for an additional 2 days with gentle daily tapping to prevent EB aggregation. Eight EBs were transferred to each well of a gelatin-coated 12-well plate containing 1 mL of EB formation medium. Three replicate wells were prepared per condition. The medium was replaced every 2 days starting from the day of EB seeding. For 6 days, beating cardiomyocyte-like cell clusters were identified and recorded using a phase-contrast microscope (AMEX1000) and EP Viewer (Olympus, Tokyo, Japan). After imaging, cells were immediately harvested for downstream RNA extraction.

### ***In vitro germline differentiation***

*In vitro* germ cell differentiation was performed as previously reported <sup>26,27</sup>. To detect germline-committed cells, EB spheres that formed from gcOct4-ESCs on the indicated days were fixed with 4% paraformaldehyde (Sigma-Aldrich) for 24 h, embedded in paraffin blocks, and cut into 3 mm-thick sections using a microtome. Green fluorescent protein (GFP)<sup>+</sup> (green) germ cells were further analyzed by immunofluorescence (IF) staining using an anti-GFP rabbit IgG polyclonal antibody (Abcam, Cambridge, UK) and an Alexa Fluor 488-conjugated anti-rabbit IgG antibody (Thermo Fisher Scientific). Nuclei were counterstained with DAPI (Sigma-Aldrich). The stained samples were imaged using an inverted fluorescence microscope (EVOS<sup>®</sup> FL Color Imaging System).

To quantify germline-committed GFP<sup>+</sup> cells, EB spheres generated from gcOct4-

ESCs on the indicated days were dissociated using StemPro Accutase (Life Technologies, La Jolla, CA) for 10 min at room temperature and resuspended in ESC medium lacking ESGRO/LIF. GFP-expressing cells were analyzed using a BD FACSCanto II flow cytometer (BD Biosciences, San Jose, CA, USA), as previously reported <sup>19,28</sup>. Data were analyzed with FlowJo software 7.6.5 (FlowJo, Ashland, OR, USA).

### ***Transcriptome analysis***

Total RNA was isolated from teratomas in each group using an RNeasy Mini Kit (Qiagen), including treatment with DNase I (Qiagen). RNA quality was assessed by an Agilent 4200 TapeStation System (Agilent Technologies, Amstelveen, The Netherlands), and RNA was quantified using Invitrogen Qubit 4 (Thermo Fisher Scientific).

Libraries were prepared from total RNA using a CORALL RNA-Seq V2 Library Prep Kit (LEXOGEN, Vienna, Austria). mRNA was isolated using a Poly(A) RNA Selection Kit (LEXOGEN). The isolated mRNA was used for cDNA synthesis and shearing, following the manufacturer's instructions. Indexing was performed using Illumina indexes 1–12. The enrichment step was carried out using PCR. Subsequently, libraries were checked using the TapeStation4200 System or an Agilent 2100 bioanalyzer (Agilent Technologies) to evaluate the mean fragment size. Quantification was performed using a library quantification kit and a StepOne Real-Time PCR System (Life Technologies). High-throughput sequencing was performed as paired-end 100 sequencing using NovaSeq 6000 (Illumina, San Diego, CA, USA).

A quality control of raw sequencing data was performed using FastQC <sup>29</sup>. Adapter and low-quality reads were removed using Fastp <sup>30</sup>. Then, trimmed reads were mapped to the reference genome using STAR <sup>31</sup>. The quantification of reads was processed using Salmon <sup>32</sup>. The read counts were processed based on the trimmed Mean of M-values, counts per million

normalization method using the Python “conorm” package. Data mining and graphic visualization were performed using ExDEGA (Ebiogen Inc., Seoul, Korea) or R (version 4.4.1, R project, Vienna, Austria) and RStudio (version 2024.12.1+563, Posit, Boston, MA, USA) software. For graphical visualization, ggplot2 (version 3.5.3) packages were mainly used.

Basic differentially expressed gene (DEG) analysis was conducted using DESeq2 packages (version 1.44.0). Functional analysis of transcriptomes and core analyses of gene networks, biofunctions, and canonical pathways were performed using MetaCore (Clarivate Analytics, Philadelphia, PA, USA) or gene set enrichment analysis (GSEA) software (Broad Institute, Cambridge, MA, USA). For GSEA, gene sets were obtained from published literature or filtered from a curated functional gene set (C2) and gene ontology (GO) gene set (C5) database from MSigDB <sup>33</sup>. Significant differences were determined based on a false discovery rate <0.25. A detailed list of gene sets with the corresponding genes and references used for GSEA is described in **Source datasets**. GO analysis was performed using clusterProfiler (version 4.12.6) packages <sup>34</sup>.

### ***In silico prediction of Dnmt3L-interacting E3 ligases***

Protein–protein interaction candidates for Dnmt3L were predicted using two independent public databases, BioGRID and UbiBrowser. BioGRID analysis was performed using the BioGRID database (<https://thebiogrid.org>; version: 5.0), which curates experimentally validated protein–protein interactions from published literature. The human Dnmt3L gene (DNMT3L) was queried, and all searches were conducted using the default search parameters and filtering settings provided by the database at the time of analysis.

In parallel, ubiquitination-related interaction predictions were analyzed using UbiBrowser ([http://ubibrowser.bio-it.cn/ubibrowser\\_v3](http://ubibrowser.bio-it.cn/ubibrowser_v3); version: 2.0), an integrated web-based platform for predicting E3 ligase–substrate interactions based on multi-omics features

and network-based algorithms. DNMT3L was used as the input substrate, and all predictions were generated using the default algorithm settings and confidence thresholds provided by the platform at the time of analysis.

## Key resources table

## Uncropped WB

Fig. 1

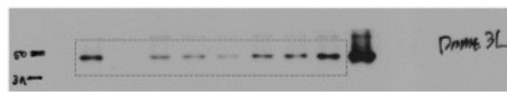

Fig. 1b  
(2i-LIF, Dnmt3L WB)

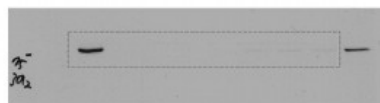

Fig. 1b  
(2i-LIF, Dnmt3A2 WB)

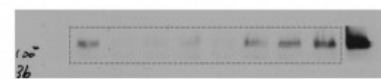

Fig. 1b  
(2i-LIF, Dnmt3B WB)

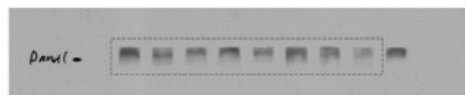

Fig. 1b  
(2i-LIF, Dnmt1 WB)

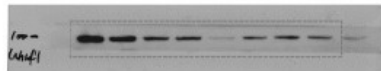

Fig. 1b  
(2i-LIF, Uhrf1 WB)

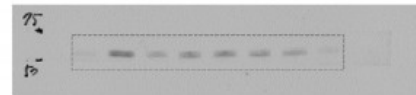

Fig. 1b  
(2i-LIF, Tfcp2l1 WB)

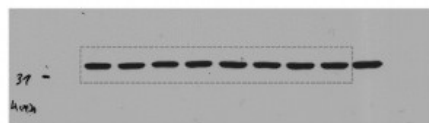

Fig. 1b  
(2i-LIF,  $\beta$ -Actin WB)

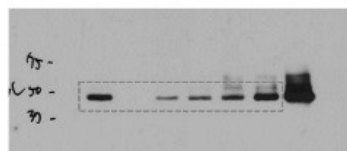

Fig. 1b  
(2i-LIF-KSR, Dnmt3L WB)

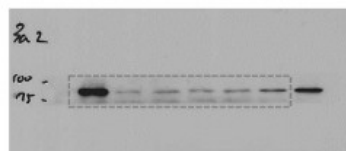

Fig. 1b  
(2i-LIF-KSR, Dnmt3A2 WB)

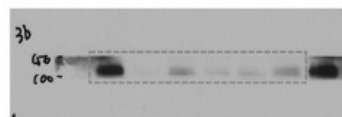

Fig. 1b  
(2i-LIF-KSR, Dnmt3B WB)

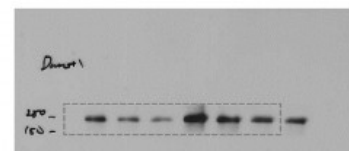

Fig. 1b  
(2i-LIF-KSR, Dnmt1 WB)

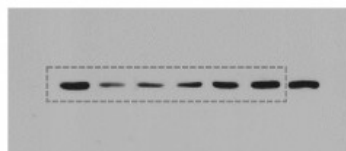

Fig. 1b  
(2i-LIF-KSR, Uhrf1 WB)

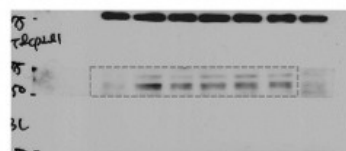

Fig. 1b  
(2i-LIF-KSR, Tfcp2l1 WB)

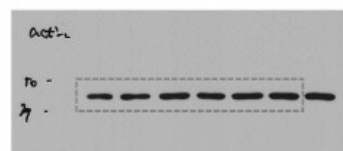

Fig. 1b  
(2i-LIF-KSR,  $\beta$ -Actin WB)

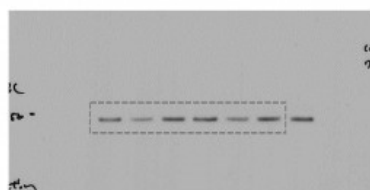

Fig. 1b  
(FBS-LIF, Dnmt3L WB)

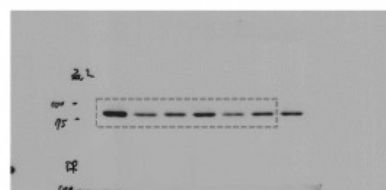

Fig. 1b  
(FBS-LIF, Dnmt3A2 WB)

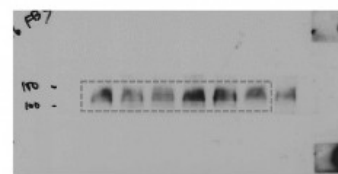

Fig. 1b  
(FBS-LIF, Dnmt3B WB)

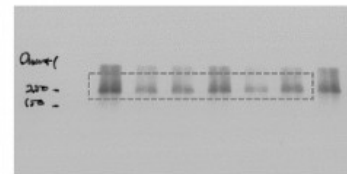

Fig. 1b  
(FBS-LIF, Dnmt1 WB)

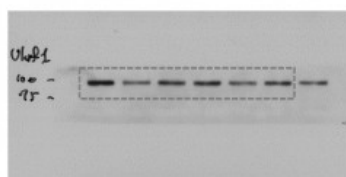

Fig. 1b  
(FBS-LIF, Uhrf1 WB)

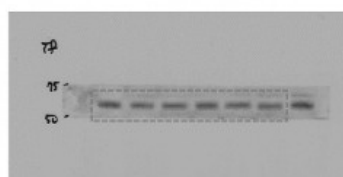

Fig. 1b  
(FBS-LIF, Tfcp2l1 WB)

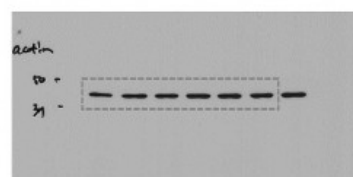

Fig. 1b  
(FBS-LIF,  $\beta$ -Actin WB)

Fig. 1

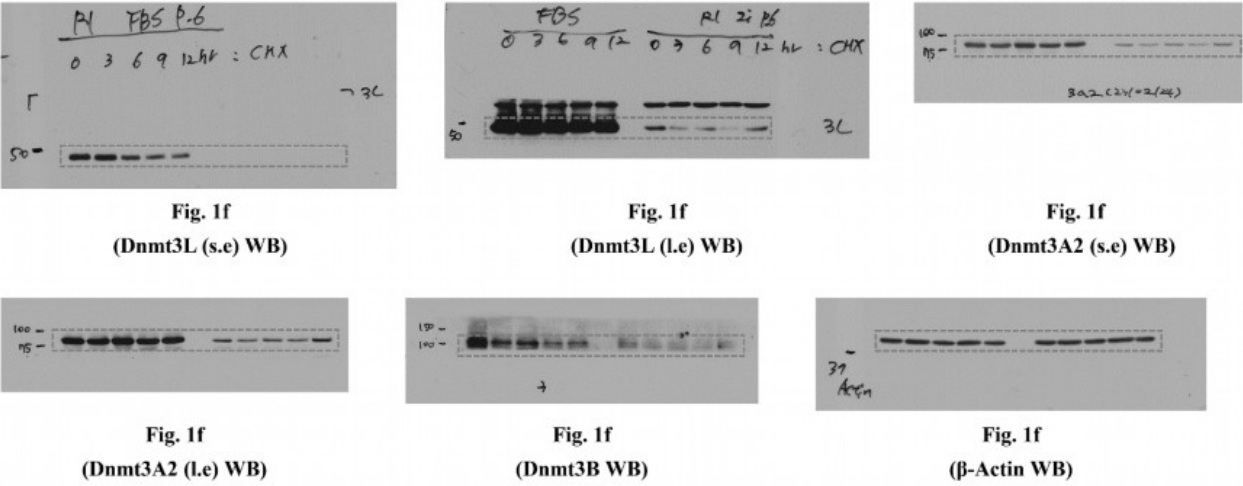

Fig. 2

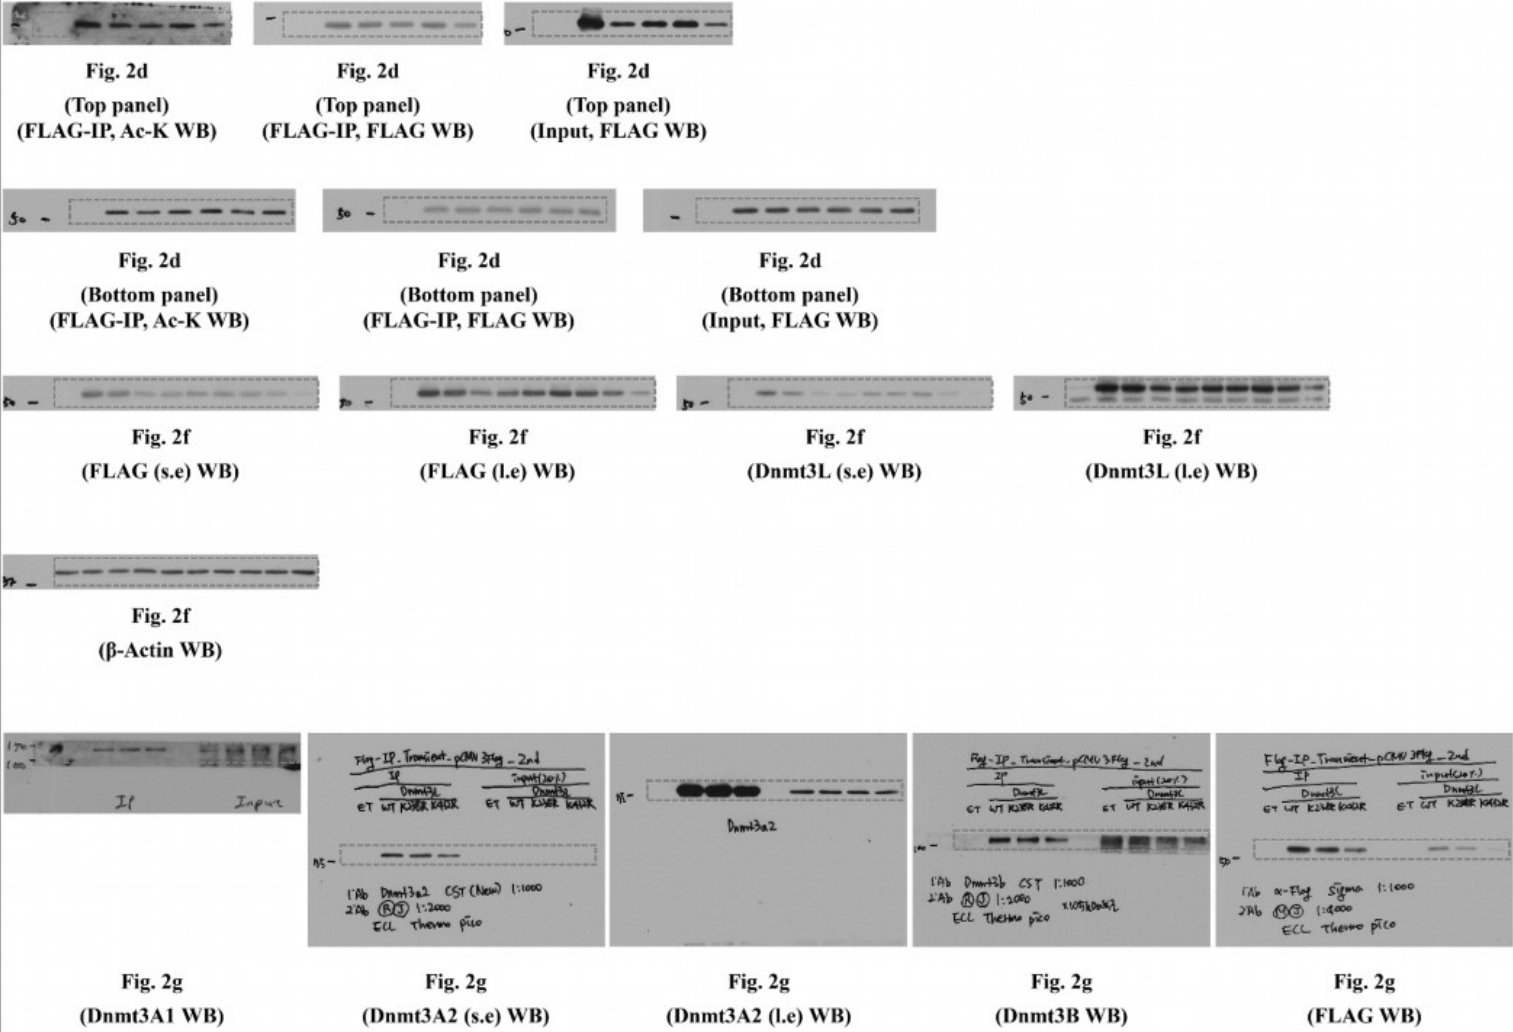

Fig. 4

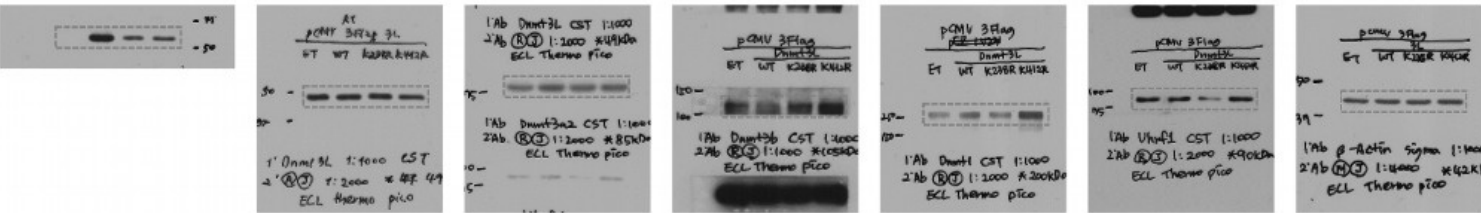

Fig. 4a (FLAG WB) Fig. 4a (Dnmt3L WB) Fig. 4a (Dnmt3A2 WB) Fig. 4a (Dnmt3B WB) Fig. 4a (Dnmt1 WB) Fig. 4a (Uhrf1 WB) Fig. 4a (β-Actin WB)

Fig. 4b (Top panel-ET, FLAG WB) Fig. 4b (Top panel-ET, Dnmt3L WB) Fig. 4b (Top panel-ET, β-Actin WB)

Fig. 4b (Top panel-WT/K238R, FLAG WB) Fig. 4b (Top panel-WT/K238R, Dnmt3L WB) Fig. 4b (Top panel-WT/K238R, β-Actin WB)

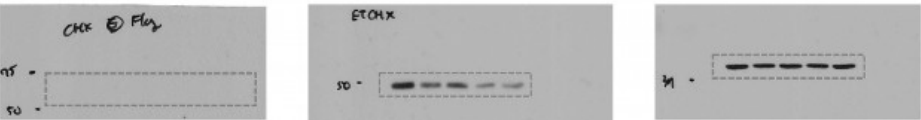

Fig. 4b (Bottom panel-ET, FLAG WB) Fig. 4b (Bottom panel-ET, Dnmt3L WB) Fig. 4b (Bottom panel-ET, β-Actin WB)

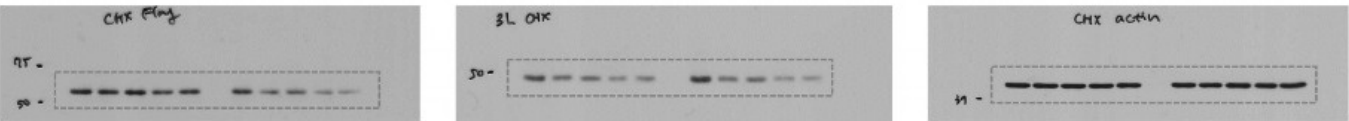

Fig. 4b (Bottom panel-WT/K412R, FLAG WB) Fig. 4b (Bottom panel-WT/K412R, Dnmt3L WB) Fig. 4b (Bottom panel-WT/K412R, β-Actin WB)

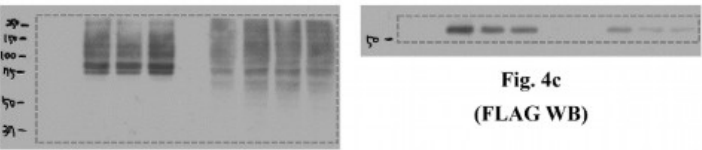

Fig. 4c (FLAG WB) Fig. 4c (HA WB)

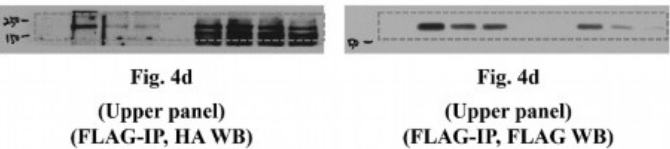

Fig. 4d (Upper panel) (FLAG-IP, HA WB) Fig. 4d (Upper panel) (FLAG-IP, FLAG WB)

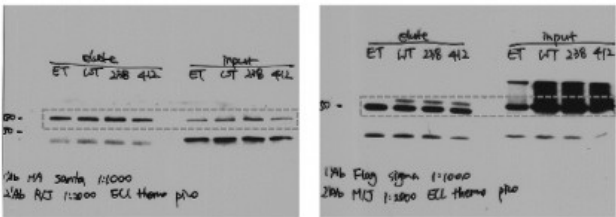

Fig. 4d (Bottom panel) (HA-IP, HA WB) Fig. 4d (Bottom panel) (HA-IP, FLAG WB)

Fig. 4

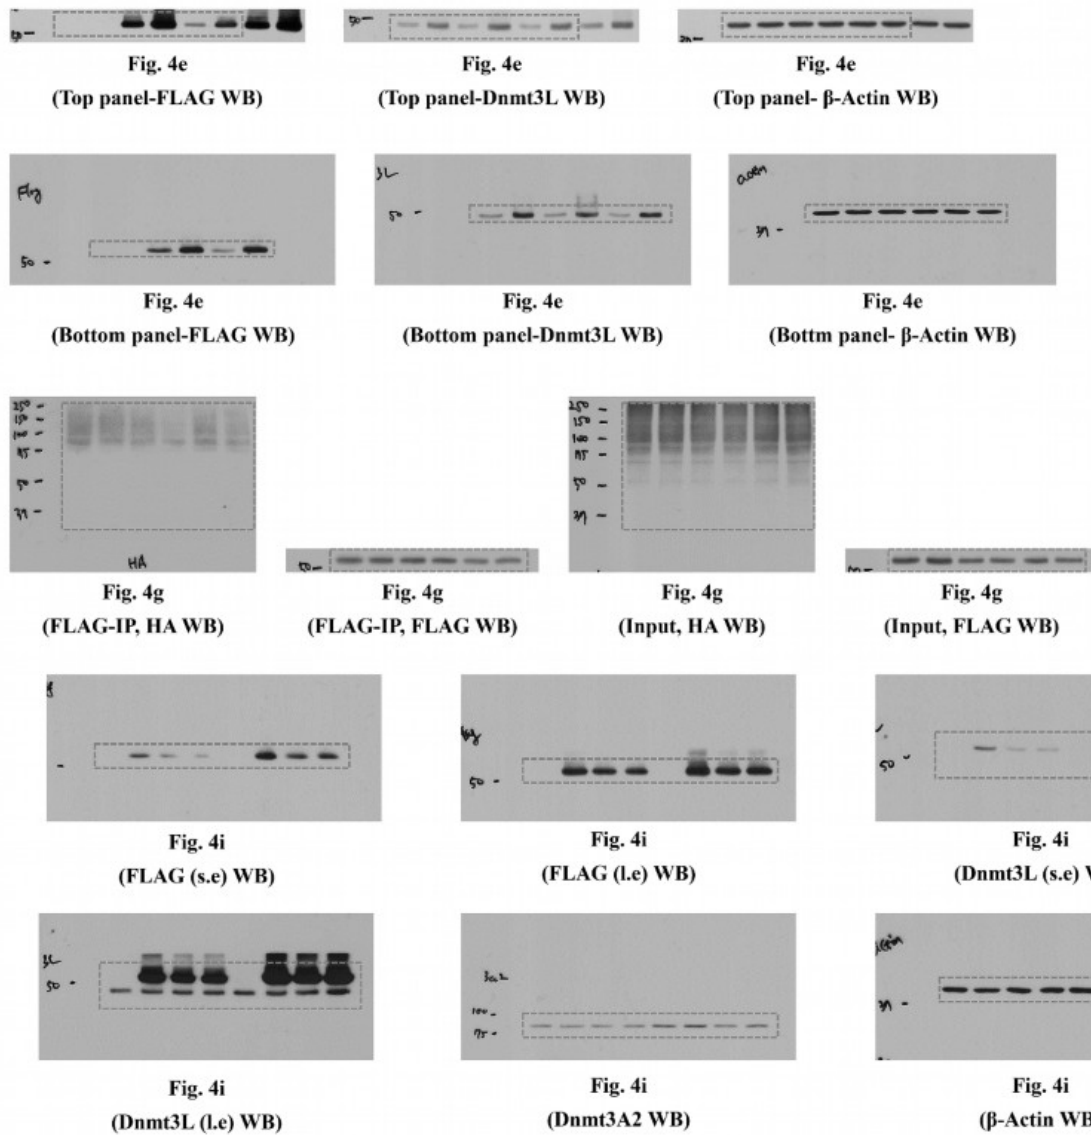

Fig. 5

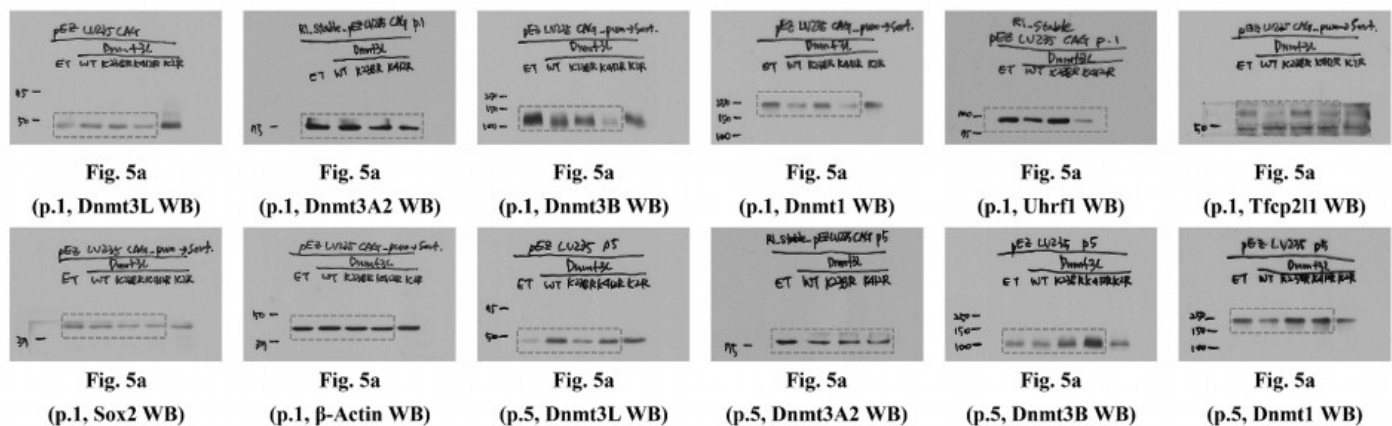

**Fig. 5**

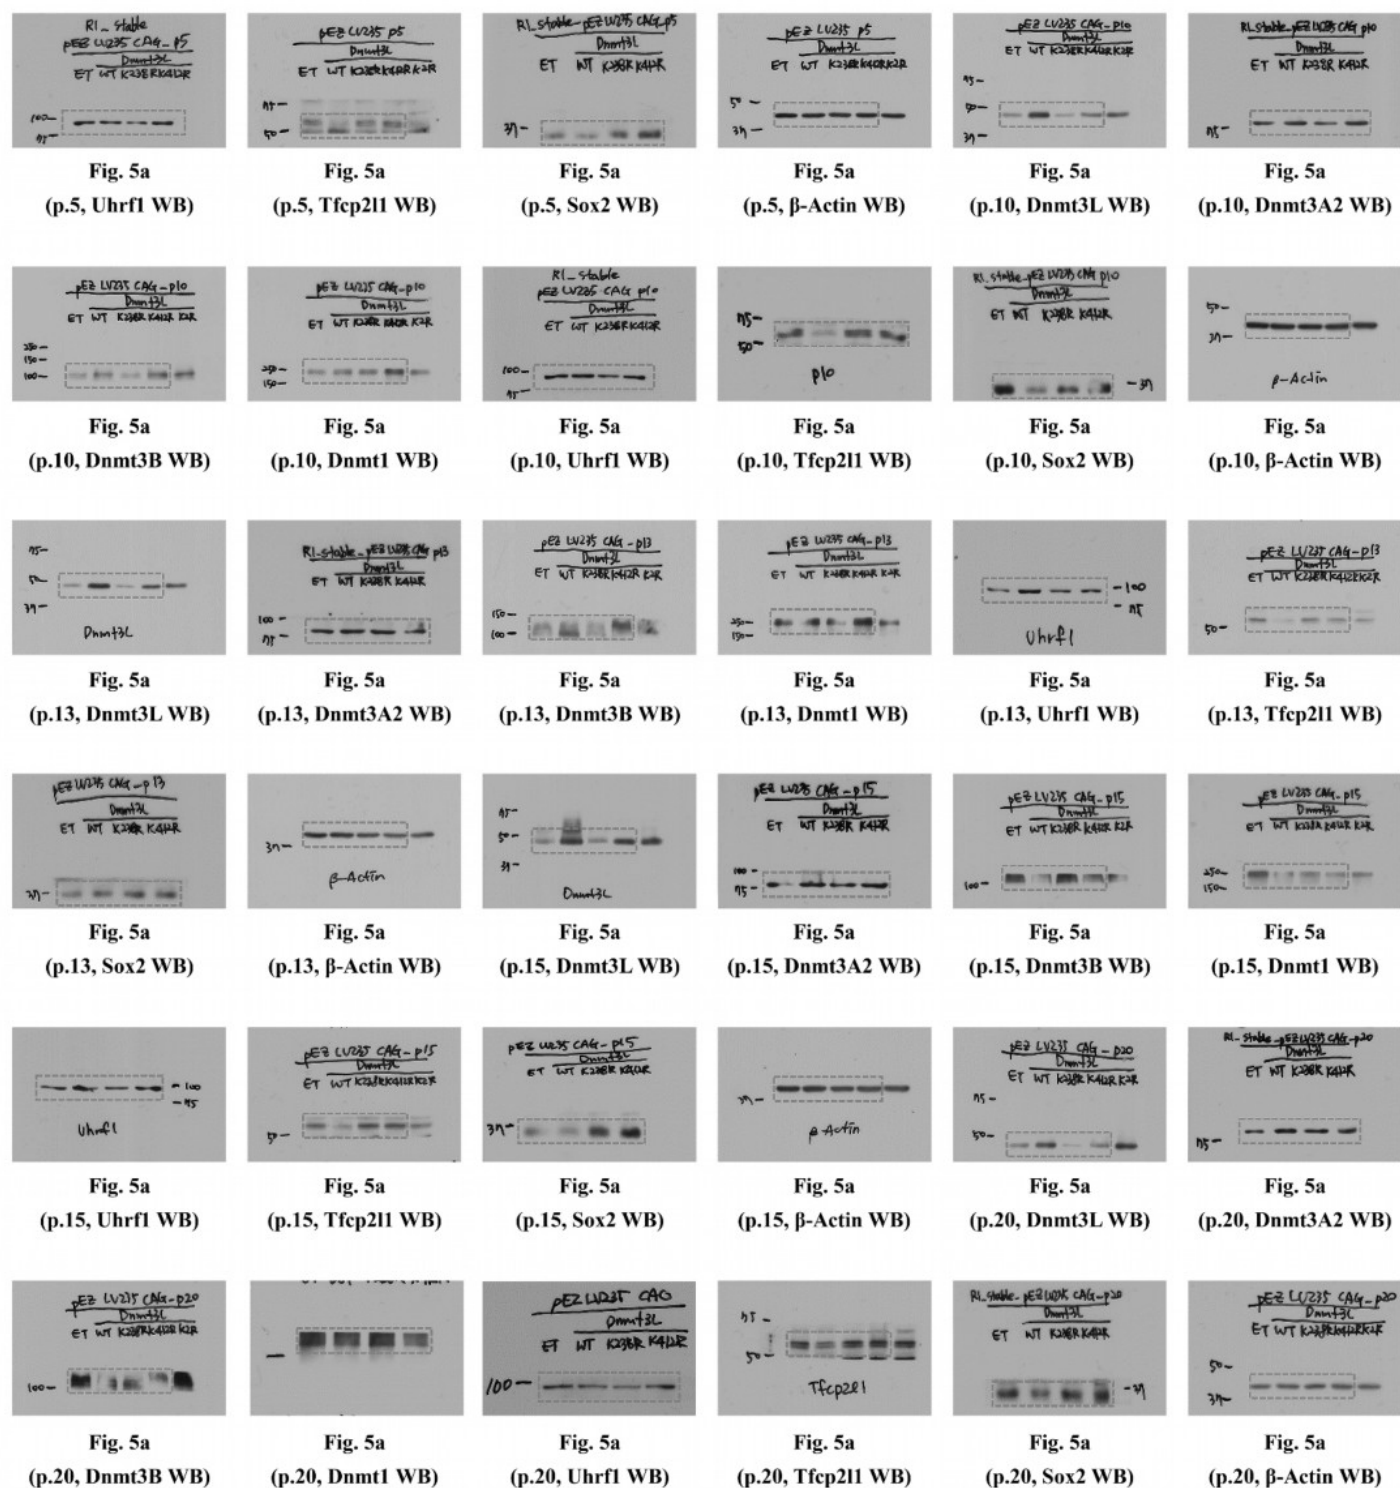

Supplementary Fig. 1

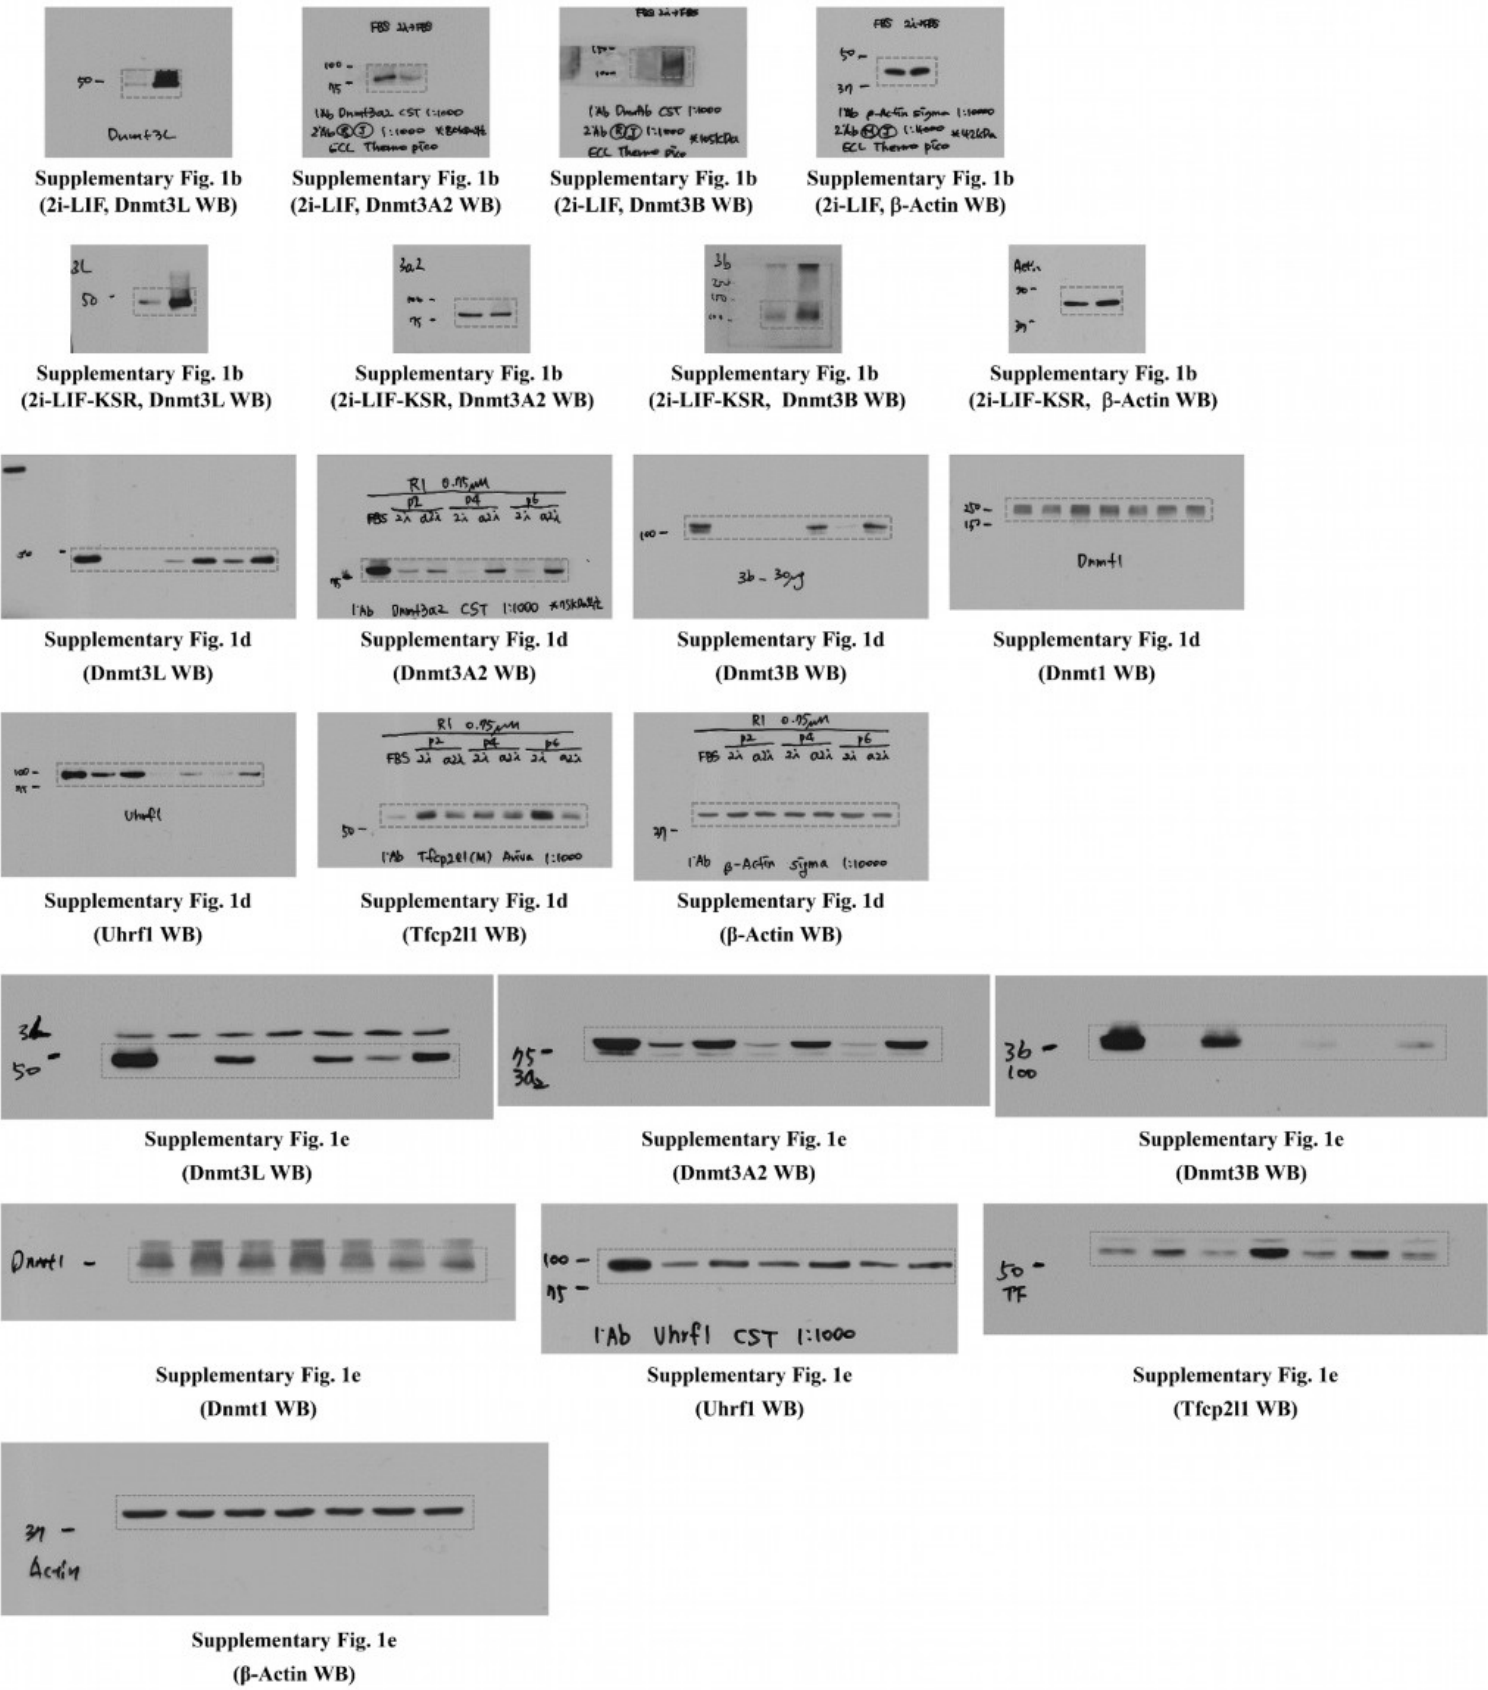

Supplementary Fig. 1

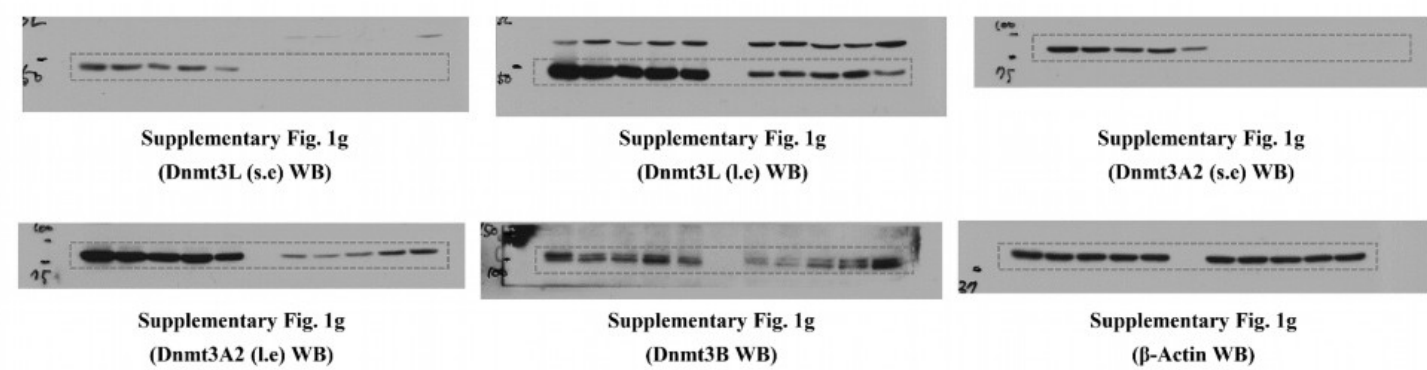

Supplementary Fig. 2

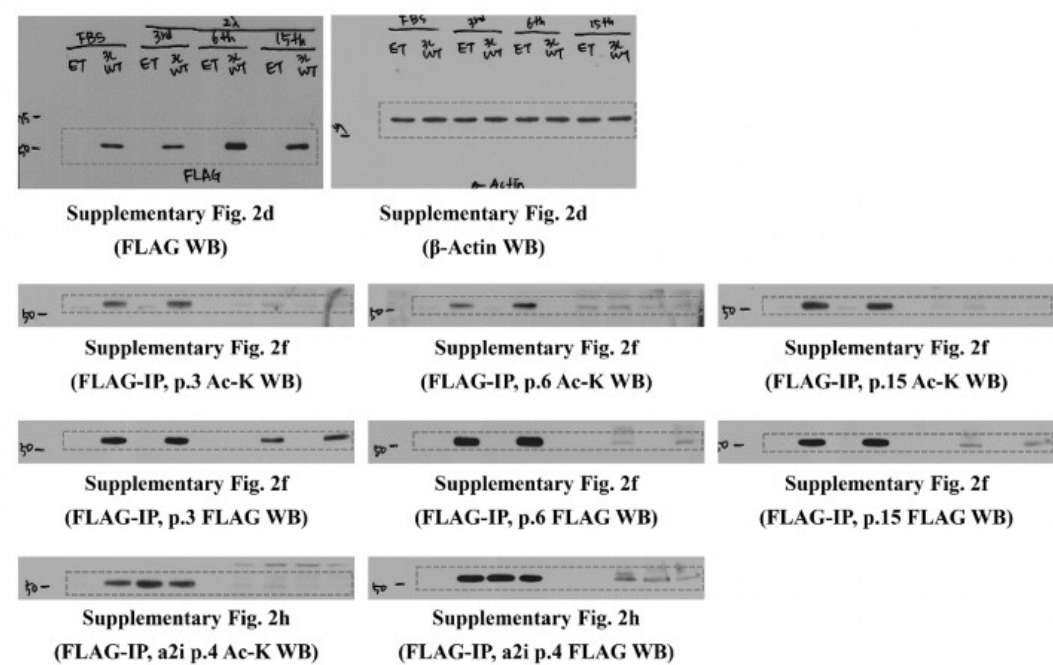

Supplementary Fig. 3

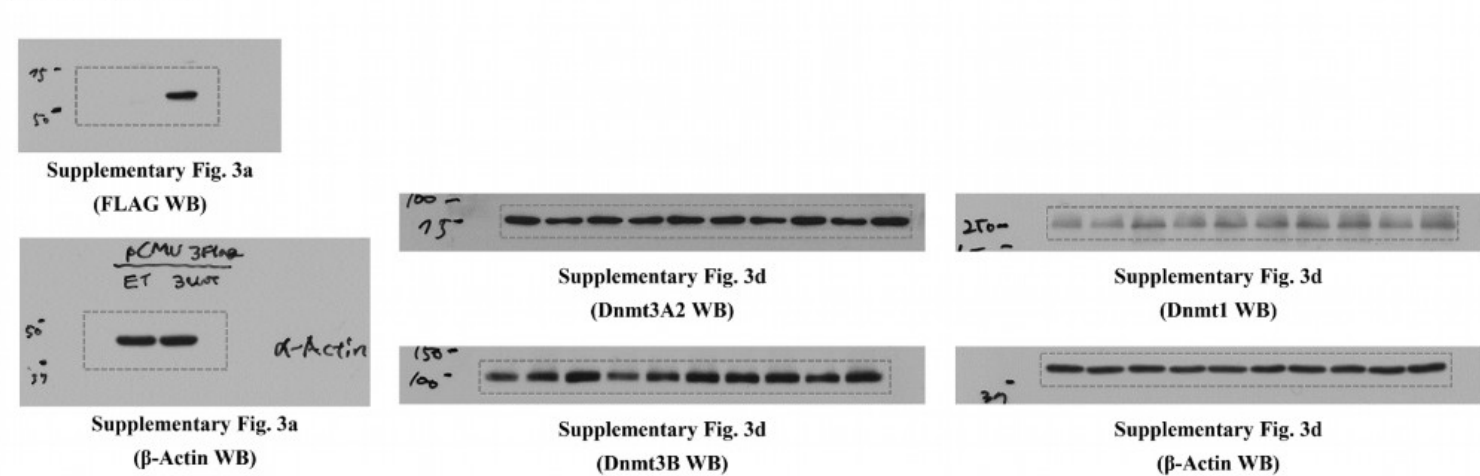

Supplementary Fig. 3

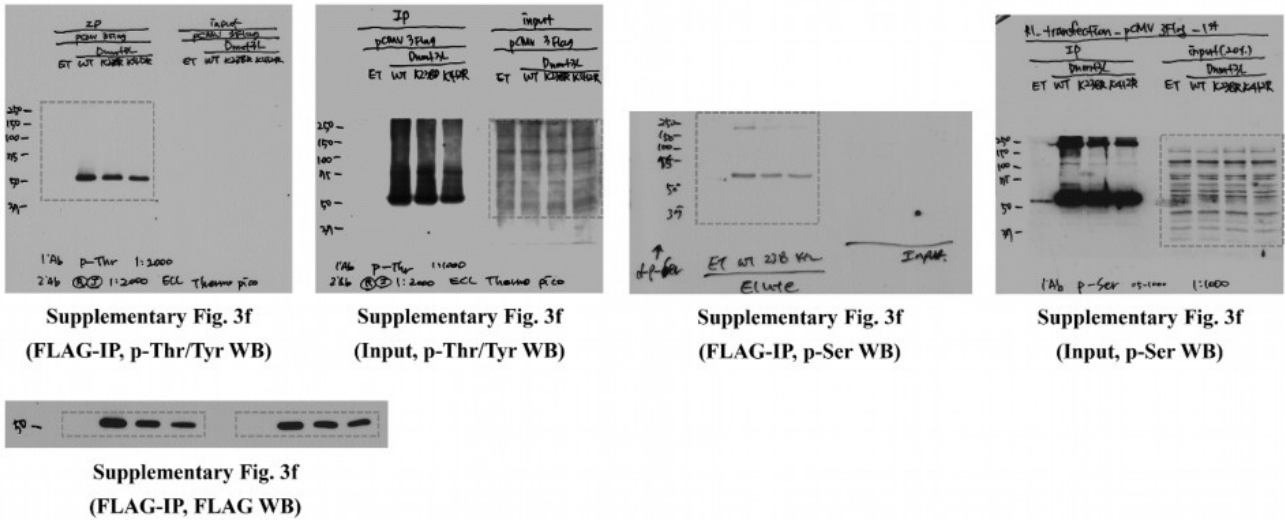

Supplementary Fig. 5

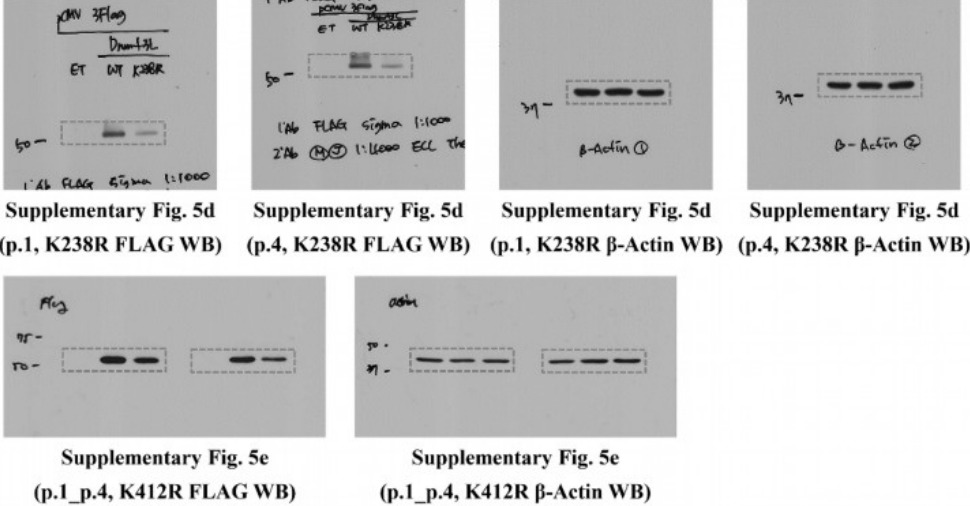

Supplementary Fig. 6

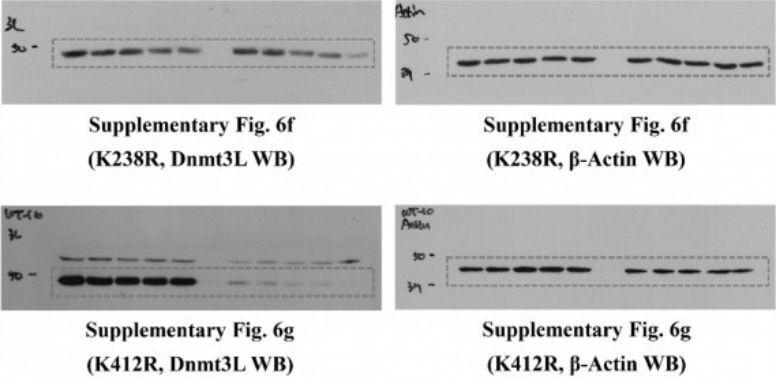

Supplementary Fig. 7

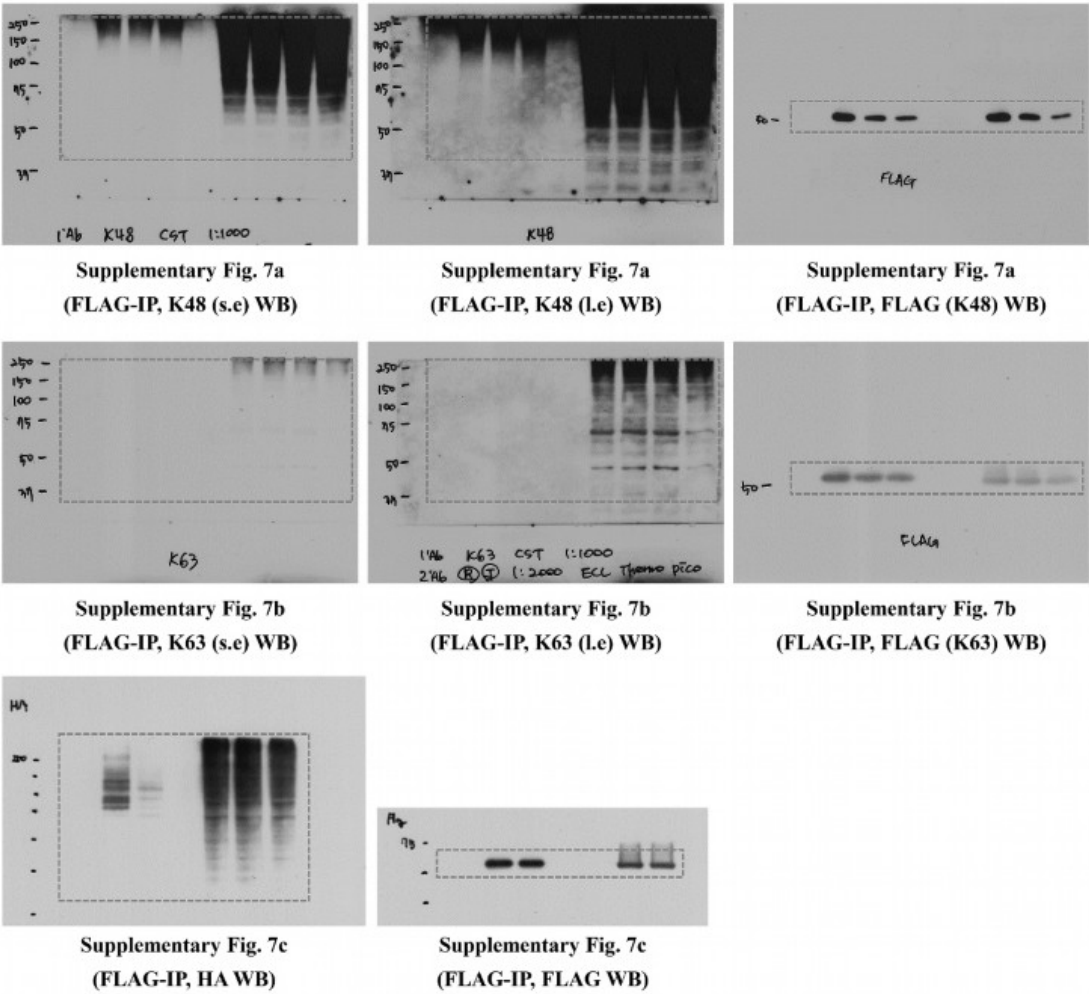

Supplementary Fig. 8

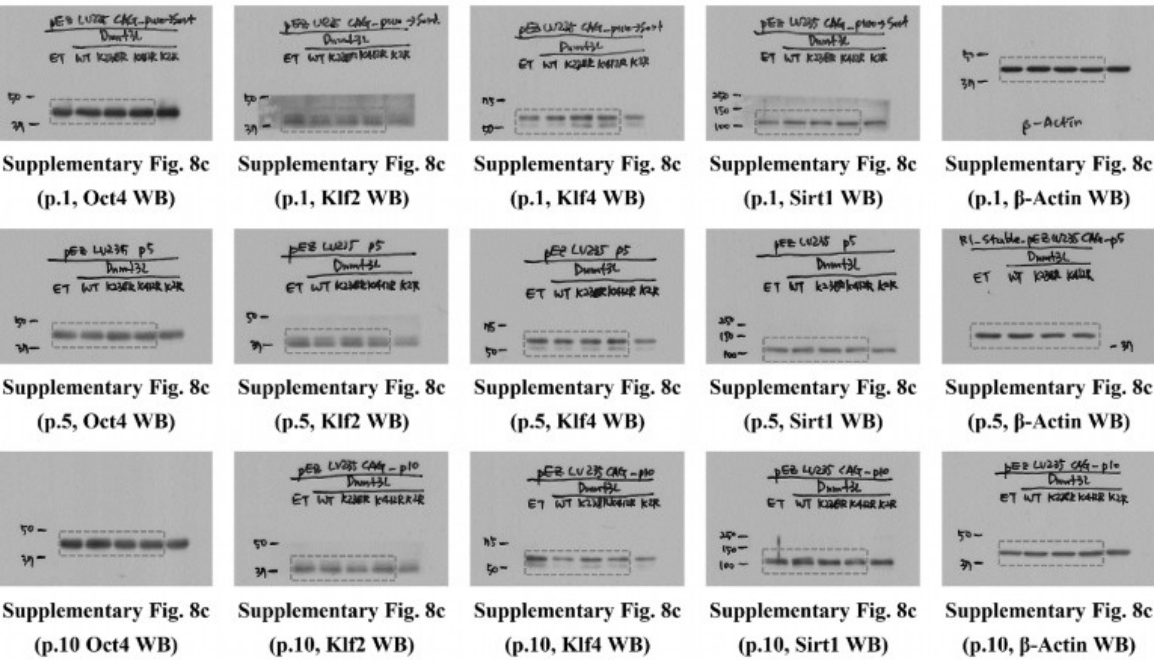

Supplementary Fig. 8

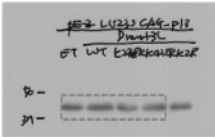

Supplementary Fig. 8c  
(p.13, Oct4 WB)

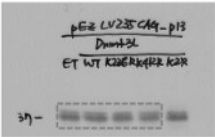

Supplementary Fig. 8c  
(p.13, Klf2 WB)

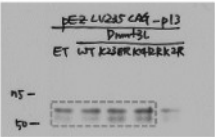

Supplementary Fig. 8c  
(p.13, Klf4 WB)

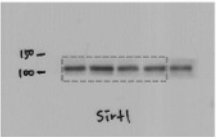

Supplementary Fig. 8c  
(p.13, Sirt1 WB)

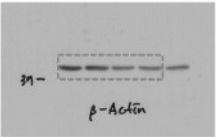

Supplementary Fig. 8c  
(p.13, beta-Actin WB)

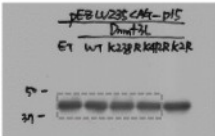

Supplementary Fig. 8c  
(p.15, Oct4 WB)

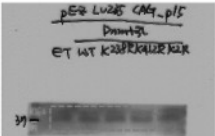

Supplementary Fig. 8c  
(p.15, Klf2 WB)

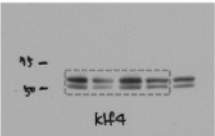

Supplementary Fig. 8c  
(p.15, Klf4 WB)

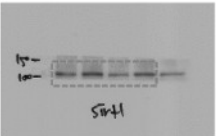

Supplementary Fig. 8c  
(p.15, Sirt1 WB)

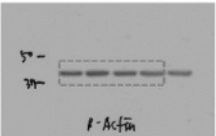

Supplementary Fig. 8c  
(p.15, beta-Actin WB)

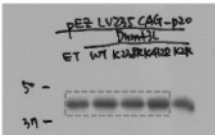

Supplementary Fig. 8c  
(p.20 Oct4 WB)

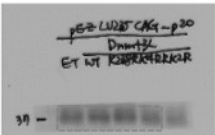

Supplementary Fig. 8c  
(p.20, Klf2 WB)

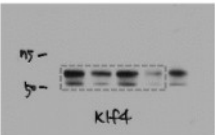

Supplementary Fig. 8c  
(p.20, Klf4 WB)

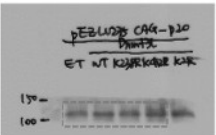

Supplementary Fig. 8c  
(p.20, Sirt1 WB)

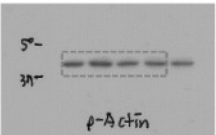

Supplementary Fig. 8c  
(p.20, beta-Actin WB)

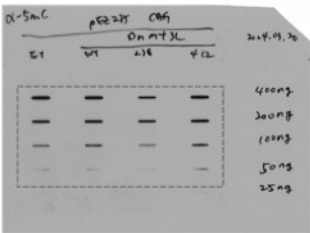

Supplementary Fig. 8e  
(5mC Dotblot)

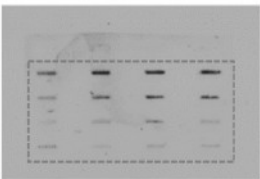

Supplementary Fig. 8e  
(5hmC Dotblot)

## SUPPLEMENTARY REFERENCES

1. Baubec, T. *et al.* Genomic profiling of DNA methyltransferases reveals a role for DNMT3B in genic methylation. *Nature* **520**, 243-247 (2015).
2. Subramanian, V. *et al.* H2A.Z acidic patch couples chromatin dynamics to regulation of gene expression programs during ESC differentiation. *PLoS Genet* **9**, e1003725 (2013).
3. Jumper, J. *et al.* Highly accurate protein structure prediction with AlphaFold. *Nature* **596**, 583-589 (2021).
4. Jo, S., Kim, T., Iyer, V. G. & Im, W. CHARMM-GUI: a web-based graphical user interface for CHARMM. *J Comput Chem* **29**, 1859-1865 (2008).
5. Lee, J. *et al.* CHARMM-GUI supports the Amber force fields. *J Chem Phys* **153**, 035103 (2020).
6. Lee, J. *et al.* CHARMM-GUI Input Generator for NAMD, GROMACS, AMBER, OpenMM, and CHARMM/OpenMM Simulations Using the CHARMM36 Additive Force Field. *J Chem Theory Comput* **12**, 405-413 (2016).
7. Lindorff-Larsen, K. *et al.* Improved side-chain torsion potentials for the Amber ff99SB protein force field. *Proteins* **78**, 1950-1958 (2010).
8. Abraham, M. J. *et al.* GROMACS: High performance molecular simulations through multi-level parallelism from laptops to supercomputers. *SoftwareX* **1-2**, 19-25 (2015).
9. Essmann, U. *et al.* A smooth particle mesh Ewald method. *The Journal of Chemical Physics* **103**, 8577-8593 (1995).
10. Hess, B., Bekker, H., Berendsen, H. J. C. & Fraaije, J. G. E. M. LINCS: A linear constraint solver for molecular simulations. *Journal of Computational Chemistry* **18**, 1463-1472 (1997).

11. Chen, P. J. *et al.* Enhanced prime editing systems by manipulating cellular determinants of editing outcomes. *Cell* **184**, 5635-5652.e5629 (2021).
12. Anzalone, A. V. *et al.* Search-and-replace genome editing without double-strand breaks or donor DNA. *Nature* **576**, 149-157 (2019).
13. Kim, S., Kim, D., Cho, S. W., Kim, J. & Kim, J. S. Highly efficient RNA-guided genome editing in human cells via delivery of purified Cas9 ribonucleoproteins. *Genome Res* **24**, 1012-1019 (2014).
14. Richardson, C. D., Ray, G. J., DeWitt, M. A., Curie, G. L. & Corn, J. E. Enhancing homology-directed genome editing by catalytically active and inactive CRISPR-Cas9 using asymmetric donor DNA. *Nature Biotechnology* **34**, 339-344 (2016).
15. Cullot, G. *et al.* Genome editing with the HDR-enhancing DNA-PKcs inhibitor AZD7648 causes large-scale genomic alterations. *Nature Biotechnology* <https://doi.org/10.1038/s41587-024-02488-6> (2024).
16. Hwang, G.-H. *et al.* Large DNA deletions occur during DNA repair at 20-fold lower frequency for base editors and prime editors than for Cas9 nucleases. *Nature Biomedical Engineering* **9**, 79-92 (2025).
17. Park, J., Bae, S. & Kim, J.-S. Cas-Designer: a web-based tool for choice of CRISPR-Cas9 target sites. *Bioinformatics* **31**, 4014-4016 (2015).
18. Bae, S., Park, J. & Kim, J.-S. Cas-OFFinder: a fast and versatile algorithm that searches for potential off-target sites of Cas9 RNA-guided endonucleases. *Bioinformatics* **30**, 1473-1475 (2014).
19. Lim, J. *et al.* Small-sized mesenchymal stem cells with high glutathione dynamics show improved therapeutic potency in graft-versus-host disease. *Clin Transl Med* **11**, e476 (2021).
20. Yu, H. Y. *et al.* Intravital imaging and single cell transcriptomic analysis for

- engraftment of mesenchymal stem cells in an animal model of interstitial cystitis/bladder pain syndrome. *Biomaterials* **280**, 121277 (2022).
21. Kim, Y. *et al.* Small hypoxia-primed mesenchymal stem cells attenuate graft-versus-host disease. *Leukemia* **32**, 2672-2684 (2018).
  22. Lee, S. *et al.* Ascorbic Acid 2-Glucoside Stably Promotes the Primitiveness of Embryonic and Mesenchymal Stem Cells Through Ten-Eleven Translocation- and cAMP-Responsive Element-Binding Protein-1-Dependent Mechanisms. *Antioxid Redox Signal* **32**, 35-59 (2020).
  23. Koo, K. M. *et al.* Label-free and non-destructive identification of naive and primed embryonic stem cells based on differences in cellular metabolism. *Biomaterials* **293**, 121939 (2023).
  24. Keller, G. M. In vitro differentiation of embryonic stem cells. *Curr. Opin. Cell Biol.* **7**, 862-869 (1995).
  25. Mao, X. & Zhao, S. Neuronal Differentiation from Mouse Embryonic Stem Cells In vitro. *J Vis Exp* <https://doi.org/10.3791/61190>, e61190 (2020).
  26. Heo, J. *et al.* Sirt1 Regulates DNA Methylation and Differentiation Potential of Embryonic Stem Cells by Antagonizing Dnmt3l. *Cell Rep* **18**, 1930-1945 (2017).
  27. Heo, J. *et al.* Phosphorylation of TFCEP2L1 by CDK1 is required for stem cell pluripotency and bladder carcinogenesis. *EMBO Mol Med* **12**, e10880 (2020).
  28. Lim, J. *et al.* Glutathione dynamics determine the therapeutic efficacy of mesenchymal stem cells for graft-versus-host disease via CREB1-NRF2 pathway. *Science Advances* **6**, eaba1334 (2020).
  29. FastQC (v2.12.0) (2015)
  30. Chen, S., Zhou, Y., Chen, Y. & Gu, J. fastp: an ultra-fast all-in-one FASTQ preprocessor. *Bioinformatics (Oxford, England)* **34**, i884-i890 (2018).

31. Dobin, A. *et al.* STAR: ultrafast universal RNA-seq aligner. *Bioinformatics (Oxford, England)* **29**, 15-21 (2013).
32. Patro, R., Duggal, G., Love, M. I., Irizarry, R. A. & Kingsford, C. Salmon provides fast and bias-aware quantification of transcript expression. *Nat Methods* **14**, 417-419 (2017).
33. Liberzon, A. *et al.* Molecular signatures database (MSigDB) 3.0. *Bioinformatics (Oxford, England)* **27**, 1739-1740 (2011).
34. Xu, S. *et al.* Using clusterProfiler to characterize multiomics data. *Nature protocols* **19**, 3292-3320 (2024).

How the deposited data were processed for this re-analysis (not part of the article)

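Teratomas were formed by R1 mouse ES cells that stably carried the empty vector (ET), WT Dnmt3L, K238R or K412R, and RNA of 3 teratomas per group was sequenced, 12 libraries in all. The paper's methods describe CORALL libraries from poly(A)-selected RNA, paired-end sequencing, FastQC, trimming with Fastp, mapping with STAR, quantification with Salmon, TMM-normalized values made with the conorm package, DESeq2 for differential expression, clusterProfiler for GO terms and GSEA for gene sets. The values used here are the estimated counts of each gene in each library, made by the authors with Salmon and given as deposited, without normalization and in whole numbers. The methods text does not name the genome build, the annotation or the versions of the mapping tools, and no coordinates are given. For software versions the paper refers to its Source Data, of which only part was read here. All 12 libraries were used. The replicates are teratomas, so p-values measure the spread between teratomas and not between ES cell lines made with the same construct. The other assays of the paper (protein, methylation, structure, qPCR and staining) were not analysed here.

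The table holds 38986 genes by symbol, 7918 of them without a count in any library, and the depth of each group is given beside the first of the paper's sentences on these data. The median total was 17875673 counts. Chromosome membership came from RefSeq's gene table for the mouse assembly GRCm38.p6, in which 35718 of the symbols were found. Gene identity rests on symbols as deposited.

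Differential expression was tested with edgeR 4.0.16 in R 4.3.3, with TMM factors, the filter filterByExpr by group (18405 genes kept) and a robust quasi-likelihood fit of 4 group means to all 12 libraries, without a covariate. The 3 comparisons of the paper (WT against ET, and K238R and K412R each against WT) and those of both mutants with ET were tested, 5 in all. The p-values were adjusted by Benjamini and Hochberg within each comparison, with a threshold of 0.05, and the paper's own criterion of a 2-fold change and an unadjusted P under 0.05 was counted in the same fit. CPM are counts scaled to the TMM-corrected library total, and log2 CPM have a prior count of 2. All p-values of single genes are from edgeR's quasi-likelihood test unless another test is named. A fold change against a group with 0 counts is given as a bound against 3 counts. A ratio against a group with 1 to 3 counts is given with its exact Poisson interval at 95%, which covers counting error only.

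Single genes were named by a rule: Dnmt3l and its partners, every gene that the paper names as a lineage marker or target in these teratomas, and for each of the 3 comparisons the 3 genes with the largest change up and the 3 down among those past the adjusted threshold, with a mean of at least 1 CPM in the higher group and no overlap between the libraries of the 2 groups. Genes outside this rule are named as such. The tests, this rule, the gene lists and most of the alternatives were fixed before the data were examined. The alternatives that left out Gm26917 with the mitochondrial genes, or the genes of chromosomes 1, 15 and Y, were added afterwards.

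The share of variance between groups was computed over the 500 genes of largest variance and tested by exact permutation over all 15400 divisions of the libraries into 4 groups of 3. K-means with 4 clusters and 50 random starts was run on the standardized log2 CPM of all genes that met the 2-fold criterion in any of the 3 comparisons. Because these comparisons share the WT libraries, overlaps and restored shares were set beside counts simulated from the same libraries with no group difference, with both mutants equal to WT and with both equal to ET. In all simulations each gene was drawn independently, so variation that genes share between teratomas was left out.

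The gene sets that the authors used were not used here. In their place stand 16 lists of 11 to 50 genes, written from general knowledge: germline, meiosis, mitosis, naive pluripotency, neural, cardiac, striated muscle, motile cilium, epidermis, Hox, trophoblast, erythroid cells, myeloid cells, endoderm and gut, cartilage and bone, and imprinted genes. They were tested with camera in limma 3.58.1 (inter-gene correlation 0.01), with 48 tests adjusted together, and counted in the clusters by 1-sided Fisher's exact tests. The Reactome sets Meiosis, Mitotic Prometaphase, Striated Muscle Contraction and Neuronal System that come with fgsea 1.28.0 served as other versions of 4 lists, with 92.7% to 98.1% of their members matched by symbol. They were tested only by camera with a correlation of 0.01 on all 12 libraries.

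Alternatives were DESeq2 1.42.0 with its own size factors, RLE factors in edgeR, removal only of genes without counts, a minimum of 10 counts in every library, fits of the 2 groups compared alone, the replicate number as a block, each of the 12 libraries left out in turn, the rotation test fry, camera with an estimated correlation, the Reactome sets, all tested genes or the 2000 genes of largest variance for the variance share, and another random start for the clusters. Whether the replicate numbers pair the libraries was not settled: of 18 correlations between libraries of the same number in different groups 7 were above 0.1, with a median of 0.0711 (from -0.263 to 0.391). Correlations between libraries of different numbers were not set beside these. Alternatives planned for normalized values were not run, because the files hold counts.

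The procedure was tested on simulated data, in which 200 genes were changed 4-fold in WT. In the comparisons of the simulated mutants with WT, edgeR recovered 83.0% and 82.5% of them, with 9 and 8 false calls, and DESeq2 recovered 87.5%, 87.5% and 86.0% in the 3 comparisons with WT, with 45, 37 and 40 false calls. Where nothing had been changed, edgeR called 1 and 0 genes and DESeq2 9 and 0. With the germline list set 2-fold lower in simulated WT, camera returned a mean log2 fold change of -0.97 (adjusted p = 8.48e-32), and with the list unchanged -0.06 (adjusted p = 0.988), with 0 other lists called in either case. Genes were drawn independently, so this could not show false calls that arise from correlation between genes. Over the 10 splits of the real libraries in each of the 3 comparisons, the real one included, at most 11, 12 and 13 lists were called.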

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

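In this part, the tests of shifts in other chromosomes and of the bins along chromosomes 1 and 15 were chosen only after the result was seen.

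The genes of chromosome 15 were higher in K412R than in ET by a median of 0.18 on the log2 scale. This stands out because the paper does not report on expression by chromosome, and because all 3 K412R libraries lay outside the range of ET, with a difference of means of more than 3 robust SDs of the other autosomes (10.6 times that SD). Over 474 genes the medians were 0.143, 0.201 and 0.168 in the K412R libraries, 0.0507, -0.103 and 0.028 in ET, -0.102, -0.107 and -0.134 in WT and 0.0111, -0.042 and -0.113 in the libraries labelled K238R. Normalization as the cause is argued against by the other autosomes, 17 in all, whose largest shift in K412R was 0.025. A few changed genes or gene clusters are argued against by 8 of 8 consecutive bins in which every K412R library lay above every ET library. A bias tied to the expression level is argued against by the genes of lower expression, which shifted by 0.20, against 0.17 for those of higher expression. Chromosome 15 also moved with the leading component in the other 9 libraries, and a mix of cell types along that component is argued against by the K412R libraries, which lay at least 0.192 from the relation in those 9, whose own largest distance was 0.106. A candidate explanation that stays open is an extra copy of the chromosome in part of the teratoma cells, since the smallest shift among the 8 bins was 0.16. The 120 genes without an unadjusted p under 0.05 shifted by 0.12. That filter leaves out genes that moved most, so the smaller value is set in part by the selection. GC content, gene length, a batch that goes with the group and a mix of cells on another component were not tested, and neither was a biological effect of K412R itself, which the design does not separate from a change in the ES cell line that carries it.

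The genes of chromosome 1 were lower in K412R than in ET by a median log2 shift of -0.0975 (706 genes, a difference of means of 5.32 times the robust SD), which met the same criterion. The highest K412R library, at -0.105, lay close to the lowest of ET, at -0.0784. The medians were -0.105, -0.131 and -0.118 in the K412R libraries, -0.0784, 0.0868 and -0.0702 in ET, 0.0337, 0.0932 and 0.140 in WT and -0.012, 0.0587 and 0.105 in the libraries labelled K238R. Over the 9 libraries outside K412R this chromosome had an SD of 0.0779 and chromosome 15 one of 0.0701, while the 17 other autosomes had SDs from 0.00544 to 0.0351, so both chromosomes also vary without K412R. The largest shift of those 17 in K412R, 0.025, argues against normalization. A difference in copies of the whole chromosome is argued against by the bins, since in 7 of 8 every K412R library lay below every WT library and the remaining bin differed from WT by 0.01. Against ET, 4 of the 8 bins lay apart, with shifts from -0.19 to 0.03. A mix of cell types along the leading component cannot be told apart from other explanations here, since the K412R libraries lay at least 0.136 from the relation in the other 9 libraries, whose own largest distance was 0.122. A change in part of the chromosome, GC content, gene length, a batch that goes with the group and a biological effect of K412R stay open as untested.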

How the results depend on the processing

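The alternatives without Gm26917 and the mitochondrial genes, and without the genes of chromosomes 1, 15 and Y, were chosen only after the data were seen, as were the tests by other splits for the counts at the adjusted threshold.

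With RLE factors in place of TMM, the gene counts, restored shares, named genes and gene lists kept their direction and their side of the threshold, and counts stayed within 1.5 times. Without Gm26917 and the mitochondrial genes this held for the gene counts, restored shares and named genes. Neither was run on the variance share or the clusters, nor the latter on the gene lists. Under the other alternatives the counts of genes at the adjusted threshold moved most, and the cause was not tested unless one is given.

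DESeq2 called 1871 genes between WT and ET, 785 between the libraries labelled K238R and WT, 1649 between K412R and WT, 10 between the libraries labelled K238R and ET and 87 between K412R and ET. In its call of Dnmt3l between K412R and ET the log2 fold change was 3.30. Its false calls on simulated counts were also more numerous than those of edgeR. With only genes without counts removed, 34, 69 and, between K412R and ET, 1 gene passed. With at least 10 counts in every library, the 2-fold criterion gave 641, 491 and 530 genes, and 66 genes were lower in WT than in ET and higher in both mutants than in WT, since fewer genes were tested. Fits of 2 groups alone called 0 genes between WT and ET (3457 at an unadjusted p under 0.05), 385 between the libraries labelled K238R and WT and 1877 between K412R and WT, with 5.78 for Dnmt3l in WT against ET, not past the threshold. The replicate block gave 926, 203 and 1131, and whether the replicate numbers pair the libraries was not settled. At the adjusted threshold in all 3 comparisons, 7 genes were lower in WT and higher in both mutants, and the restored shares over the genes past the adjusted threshold were 1.02 and 1.17. Without the genes of chromosomes 1, 15 and Y, 14 genes passed between WT and ET and 219 between K412R and WT (159 higher, 60 lower). Both alternatives for the variance share also passed the threshold (42.9% and 43.5%, exact permutation p = 0.0147 and 0.0138).

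The balance of directions also depended on the setting. Of the genes at the adjusted threshold between K412R and WT, 65.9% were higher in K412R with edgeR under both scalings, 46.1% with DESeq2, 36.8% in the 2-group fit and 44.4% with the replicate block. Between WT and ET, 11.1% were higher in WT, against 47.1% with DESeq2 and 54.1% with the block, and between the libraries labelled K238R and WT 53.7%, against 41.9% with DESeq2 and 30.4% in the 2-group fit.

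With fry and with camera at an estimated correlation, 0 lists passed in each of the 3 comparisons (5, 5 and 3 at an unadjusted p under 0.05 with fry, and 0, 2 and 0 with the estimated correlation). The mean log2 fold changes are the same by construction, so the germline list was at -1.21, 1.28 and 0.66, the meiosis list at -0.69 and 0.81 and the neural list at 0.24 (libraries labelled K238R) and -0.24 (K412R), without a call. Reactome's Neuronal System in place of the neural list reversed the direction in WT against ET (0.44) and in the libraries labelled K238R against WT (-0.27), and the Meiosis set gave 0.31 in K412R against WT, past the threshold.

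Leaving out each of the 12 libraries in turn gave from 0 genes (3440 at an unadjusted p under 0.05, without ET replicate 1) to 5784 at the adjusted threshold between WT and ET, from 2 to 812 between the libraries labelled K238R and WT, from 10 to 1526 between K412R and WT and from 0 to 284 between K412R and ET. By the 2-fold criterion the ranges were 518 to 2515, 811 to 1388 and 719 to 1416, and 99 to 341 genes were lower in WT and higher in both mutants. The restored shares lay between 0.535 and 0.899 (libraries labelled K238R) and between 0.494 and 0.779 (K412R). For Dnmt3l the log2 fold change was between 5.30 and 7.08 in WT, between 2.83 and 4.60 in K412R and between -2.11 and -0.29 in the libraries labelled K238R, each against ET. The variance share was between 36.3% and 47.8%. The lists called numbered 8 to 11, 9 to 15 and 6 to 11. In mean log2 fold change, the germline list in K412R against WT lay between 0.46 and 0.97, the meiosis list in K412R between 0.17 and 0.50, the neural list in the libraries labelled K238R between 0.18 and 0.33, in K412R between -0.29 and -0.13 and in WT against ET between -0.14 and 0.018, and the cardiac list in the libraries labelled K238R between -0.99 and -0.23. These fits have fewer libraries.

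Some uncalled values changed sign in these 12 fits. In WT against ET they were Tnni3 (-0.30 to 0.12), Bmp4 (-0.13 to 0.15) and the lists cartilage and bone (-0.19 to 0.30), imprinted (-0.055 to 0.073) and myeloid cells (-0.040 to 0.29). Among the values of the libraries labelled K238R against WT they were Dnmt3b (-0.20 to 1.66), Tubb3 (-0.15 to 0.068), Tnni3 (-0.24 to 0.17), Tfcp2l1 (-0.11 to 0.27) and the imprinted list (-0.093 to 0.035). In K412R against WT they were Tnni3 (-0.061 to 0.37), Sycp3 (-0.062 to 0.32) and the lists myeloid cells (-0.040 to 0.23) and epidermis (-0.11 to 0.19).

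Of the other values, 45 of 132 became stronger with DESeq2, 4 weaker and 3 stronger of 132 with only genes without counts removed, 1 stronger of 93 with at least 10 counts, 4 weaker and 10 stronger of 129 in 2-group fits, 1 weaker and 22 stronger of 168 with the block, 23 weaker of 36 with fry and 23 of 36 with the estimated correlation, and 2 weaker and 2 stronger of 126 without the 3 chromosomes. With 1 library left out, 194 of 2040 became weaker and 82 stronger.

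Other splits of the same libraries were set beside the counts. Of the 10 splits of the 6 libraries, 2 gave as many genes at the adjusted threshold as WT against ET, the other being ET replicates 1 and 3 with WT replicate 1 against the rest (2593 genes). For both mutants against WT 1 of 10 did, the real split, the smallest share that 10 splits can give. Against ET, where edgeR found 0 genes for either mutant, 10 of 10 splits give as many by construction, which tests nothing. There, ET replicates 1 and 3 with replicate 1 of the libraries labelled K238R against the rest gave 1384. By the 2-fold criterion 2, 1 and 1 of 10 splits gave as many, and 3, 2 and 4 of 10 gave as many lists. No result of 3 against 3 libraries can reach a share under 0.1 in this way. Of 100 divisions of the 12 libraries into 4 groups of 3, 2 gave as many as 142 genes lower in WT and higher in both mutants (median 7, highest 191), while 8 and 15 gave restored shares as high as those of the libraries labelled K238R and of K412R (medians 0.482 and 0.513).

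At these depths a gene with no or few counts in a group is known only by a bound or a wide interval, which limits Gm15128, Copg2os2 and Prl3b1. The alternatives planned for normalized values were not run, since the files hold counts.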

Differences from the paper's values

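The shares of variance that Fig. 7b gives for its axes, about 45% and about 11% read by eye, did not differ from the 39.5% and 13.7% found here by the criteria used. The differences below are of direction or grouping. The gene lists here are other sets than the paper's.

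The paper reports that libraries of a group lie together and groups apart, apart from 1 control library. Here the tally was 6 of 12 libraries nearest to a library of their own group, among them all 3 of K412R, 2 of WT and 1 of ET, and none of the 3 libraries labelled K238R, each of which was nearest to an ET library. Of the calculations run, those on the variance share passed the exact permutation threshold with all 12 libraries (exact permutation p = 0.0307), so the groups differ as a whole under that setting, which was lost in 7 of the 12 calculations that each left out 1 library (p up to 0.104, without WT replicate 2).

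The paper reports that sets of neural genes are lower in WT than in the control and restored in both mutants. Here the neural list did not differ between WT and ET, with 25 genes higher and 24 lower in WT (mean log2 fold change -0.04), and it was lower in K412R than in WT (-0.24). Reactome's Neuronal System was higher in WT (0.44) and lower than in WT in the libraries labelled K238R (-0.27) and in K412R (-0.39). No alternative called a neural set lower in WT than in ET. The direction of the paper in the mutants was reached for the libraries labelled K238R with the neural list by camera (0.24, adjusted p = 0.0383).

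For cardiac genes the paper reports the same. Here 19 of 31 genes of the cardiac list were higher in WT than in ET and 12 lower (mean log2 fold change 0.37, and 0.041 without ET replicate 3), and 21 and 19 of the 31 were lower than in WT in the libraries labelled K238R (-0.70) and in K412R (-0.69), without a call. Leaving out WT replicate 1 gave a call in the libraries labelled K238R in the direction opposite to the paper's (-0.98). No alternative gave the paper's direction.

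The paper finds terms of neural development enriched in the genes that are lowest in WT. Of 49 neural genes, 1 and 3 were in the 2 clusters lowest in WT, with no enrichment. For cardiac genes, 3 and 4 of 31 were in these 2 clusters, which Fisher's exact test called (adjusted p = 0.0264 for each), and more, 10 of 31, were in a cluster highest in WT.

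The paper describes teratomas that express the K238R construct. Dnmt3l in the libraries labelled K238R was at 1.17 CPM against 3.52 in ET (log2 fold change -1.59), and none of the alternatives gave a higher level than in ET.

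By staining, the paper finds fewer cells positive for Sox2, NeuN, βIII-tubulin, Tnnt2, Tnni3, Bmp4 and Stra8 in WT than in the control. For transcripts, the log2 fold change of WT against ET was -0.38 for Sox2 (adjusted p = 0.147), in the direction of the paper, and 1.25 for Tnnt2 (adjusted p = 0.377), in the other direction. Neither passed the threshold. Sox2 passed it without ET replicate 2 (-0.50, adjusted p = 0.0242), with adjusted p from 0.0242 to 0.485 over the alternatives. Tnnt2 was at 0.73 without ET replicate 3 and at 1.96 without ET replicate 2. Rbfox3 (NeuN, 0.80) and Tubb3 (βIII-tubulin, 0.39) also lay in the other direction. Neither of these passed the threshold, and both passed it without ET replicate 2. Stra8 (-4.14) lay in the direction of the paper, and Tnni3 (-0.09) and Bmp4 (0.01) changed sign with single libraries left out.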

Other observations

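In this part, the tests on the level of Dnmt3l, on ET replicate 2, on single Y-linked genes and on Mest were chosen only after the result was seen.

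Dnmt3l was no higher in the libraries labelled K238R than in ET. Labels exchanged among the 12 libraries are argued against by the number of libraries with more Dnmt3l than the highest ET library, which was 6, where 9 would be needed for 3 constructs in 3 libraries each. A lower depth is argued against by the totals, whose median was 1.05 times that of ET. Teratoma cells that lost or silenced the construct, and libraries of cells that never held it, cannot be told apart. Between the libraries labelled K238R and ET, 1032 genes had an unadjusted p under 0.05, 5.61% where 5% come by chance. At the adjusted threshold edgeR called 0 genes and DESeq2 called 10. Counting that misses transcripts of the vector in general is argued against by WT and K412R, which the paper describes in the same vector. Their lowest counts were 2941 and 463. For the K238R construct itself this was not tested. What holds for these libraries may therefore not hold for cells with K238R protein.

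Genes that differ between WT and ET lay nearer to ET in both mutant groups. Chance stays open for how near, since 8 and 15 of 100 divisions of the libraries, the real one included, gave restored shares as high as those of the libraries labelled K238R and of K412R. A candidate explanation other than the sites themselves is a lower amount of the Dnmt3l transcript, which was 5.60 times lower in K412R than in WT and 167 times lower in the libraries labelled K238R. This was found and tested on the same data, and the design has no K412R library with as much transcript as WT, so the effect of the mutated site was not tested apart from that of the amount. Protein was not measured in these libraries. Differences between the ES cell lines that are not due to the construct also stay open. The design does not separate a construct from the line that carries it.

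ET replicate 2 lay among the WT libraries on the leading component. An exchange with a WT library is argued against by its Dnmt3l count of 11, against 2941 at the lowest in WT, and a different depth by its total, 0.949 times the median. In overall expression all 3 libraries labelled K238R were nearer to the ET libraries than to their own group, but an exchange with 1 of them is argued against by Y-linked genes: in the difference from their X homologs the highest of these libraries lay 0.63 below the lower of ET replicates 1 and 3, and libraries of 1 group lay at most 0.38 apart. A different mix of tissues in this teratoma stays open and was not tested.

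Y-linked genes with homologs on the X chromosome were lower in WT and in the libraries labelled K238R. Eif2s3y, Ddx3y, Kdm5d and Uty had log2 fold changes against ET of -1.12, -0.43, -1.25 and -0.75 in WT and of -1.07, -0.67, -0.74 and -0.90 in the libraries labelled K238R, with a mean of -0.05 in K412R. None passed the adjusted threshold (lowest adjusted p = 0.0541). The difference between Y-linked genes and their homologs was -1.96 ± 0.19 (SD, n = 3) in ET, -2.50 ± 0.11 in WT, -2.70 ± 0.21 in the libraries labelled K238R and -1.90 ± 0.10 in K412R, and no library of WT or labelled K238R reached the lowest of ET (-2.16). Normalization is argued against by the X homologs, which changed by a mean of -0.087 in the libraries labelled K238R. A change in 1 of the Y-linked genes is argued against because 4 of 4 were lower in WT with an unadjusted p under 0.05. Loss of the Y chromosome in part of the teratoma cells, as the whole cause, is argued against in WT, where the 4 falls differed (chi-square p = 0.0143), and the X homologs also fell there by a mean of -0.33. The 4 falls in the libraries labelled K238R were alike (chi-square p = 0.395), so such a loss may be the cause there. The hosts were male, so host cells carry these genes as well. A different share of host cells would matter only if they differ from ES-derived cells in these genes. It was not tested and stays open.

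Mest, chosen after its values were seen, was at 1428 ± 488 CPM (SD, n = 3) in ET, 2405 ± 510 in WT, 1717 ± 592 in the libraries labelled K238R and 476 ± 17.1 in K412R (log2 fold change of K412R against WT -2.34, standard error 0.28, adjusted p = 0.00497, and against ET -1.58, adjusted p = 0.208). Loss of the stretch of the chromosome that holds it is argued against by its neighbours Cep41 (-0.13) and Copg2 (0.28). Reads shared with overlapping genes are argued against because the largest gain of Copg2 or Copg2os2 was 13.0 CPM. Silencing of the expressed allele in part of the cells cannot be told apart from other explanations, since Mest stood at 19.8% of its level in WT and the counts do not separate alleles.

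The gene lists at no claim gave the following mean log2 fold changes in WT against ET, in the libraries labelled K238R against WT and in K412R against WT, by camera. Mitosis genes were at -0.97 (50 of 50 lower, adjusted p = 4.47e-17), 0.58 (2.96e-10) and 0.60 (2.72e-09), naive pluripotency at -1.69 (2.82e-06), 1.05 (3.78e-04) and 1.03 (0.00312), and trophoblast at -1.02 (0.0454), 1.89 (5.21e-05) and 1.32 (0.00741). Hox genes were at -0.65 (0.00993), 0.47 (0.038) and -0.13 (0.834). The lists higher in WT were striated muscle, at 1.55 (39 of 39 higher, adjusted p = 1.19e-04), -1.83 (1.32e-06) and -1.53 (5.08e-05), motile cilium at 0.67 (3.99e-05), -0.83 (8.09e-09) and -0.20 (0.514), epidermis at 0.91 (5.21e-05), -0.90 (2.27e-05) and 0.01 (0.944), and erythroid cells at 0.93 (0.027), -0.96 (0.0112) and -1.18 (0.004). Not called in WT against ET were endoderm and gut at -0.24 (0.210), 0.23 (0.190) and 0.53 (2.07e-04), imprinted genes at 0.01 (0.653), -0.03 (0.233) and -0.09 (0.332), myeloid cells at 0.14 (0.460), -0.44 (2.95e-05) and 0.06 (0.515), and cartilage and bone at 0.10 (0.983), -0.58 (0.0604) and -0.24 (0.983). Reactome's Striated Muscle Contraction was at 1.34, -1.89 and -1.70 and its Mitotic Prometaphase at -0.57, 0.33 and 0.34. Neither fry nor camera with an estimated correlation called any of these lists, and neither was run on the Reactome sets. Other lists also hold 9 genes of the germline list, 6 of meiosis, 2 each of naive pluripotency and trophoblast and 1 of the cardiac list, and the 17 genes of Fig. 7f include 3 of the germline, 2 of the neural and 1 each of the meiosis, cardiac, motile cilium and endoderm lists. Which cell types or tissues make up each teratoma was not tested.

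Several of these values depended on 1 library. For striated muscle in the libraries labelled K238R, the single libraries stood at 1.00, 1.42 and -3.24 relative to ET, and without replicate 3 the difference from WT was -0.34 and not called (adjusted p = 0.123). Without WT replicate 1 striated muscle was at 2.46, -2.74 and -2.44 in the 3 comparisons, and without WT replicate 3 at 1.01 in WT against ET and -0.98 in K412R against WT. The call of Hox genes in WT against ET was lost without ET replicate 1 (-0.35) or WT replicate 2 (-0.48), and that in the libraries labelled K238R without WT replicate 2 (0.30) or replicates 2 or 3 of that group (0.21 and 0.40), with 0.85 without replicate 1. Erythroid cells lost the call in WT against ET without ET replicate 1 (0.61), ET replicate 2 (0.95) or WT replicate 3 (0.56), and in the libraries labelled K238R without WT replicate 3 (-0.59). Trophoblast lost that in WT against ET without ET replicate 2 (-1.27), ET replicate 3 (-0.70) or WT replicate 2 (-0.83). Naive pluripotency in the libraries labelled K238R and in K412R was at 1.75 and 1.68 without WT replicate 1 and at 0.69 and 0.62 without WT replicate 3. Called values that moved by more than 1.5 times were those of motile cilium in WT against ET without ET replicate 2 (1.03) and ET replicate 3 (0.45), of epidermis in WT against ET without ET replicate 3 (0.58), and in the libraries labelled K238R those of mitosis without replicate 1 (0.37) and of myeloid cells without WT replicate 1 (-0.27) and of erythroid cells without WT replicate 3, given above. New calls appeared without WT replicate 1 for endoderm and gut in WT against ET (-0.44) and in the libraries labelled K238R (0.44), for cartilage and bone (-0.61) and imprinted genes (-0.093) in the latter, and for imprinted genes (-0.15) and myeloid cells (0.23) in K412R, and without ET replicate 3 for cartilage and bone in the libraries labelled K238R (-0.58).

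Transcripts that the paper names as markers or targets elsewhere had these log2 fold changes in WT against ET: Rbfox3 0.80 (adjusted p = 0.12), Tubb3 0.39 (0.132), Tnni3 -0.09 (0.838), Bmp4 0.01 (0.978), Dnmt1 -0.33 (0.161), Dnmt3a 0.07 (0.617), Dnmt3b -1.41 (0.172), Uhrf1 -1.03 (0.110), Cer1 -2.88 (0.0537), Tfcp2l1 -0.46 (0.204), Ddx4 -0.54 (0.190) and Snrpn 0.44 (0.140). None passed the adjusted threshold. Cer1 passed it without ET replicate 2 (-2.70, adjusted p = 0.00484) and without WT replicate 1 (-3.62, adjusted p = 0.0051), with DESeq2, with only genes without counts removed, with the replicate block and, chosen after the data were seen, without the genes of chromosomes 1, 15 and Y (adjusted p from 4.02e-08 to 0.256 over the alternatives). Without ET replicate 2, Dnmt1 (-0.42), Uhrf1 (-1.22), Rbfox3 (1.14) and Tubb3 (0.52) also passed, as did Dnmt3b (-2.84) and Uhrf1 (-1.47) without WT replicate 1, Uhrf1 with DESeq2 (-1.03) and Rbfox3 with the block (0.83). Other fits brought values nearer to no change. Leaving out ET replicate 3 gave -0.15 for Dnmt1, -0.79 for Dnmt3b, -0.72 for Uhrf1 and -0.17 for Tfcp2l1. It also gave 0.56 for Rbfox3 and 0.30 for Tubb3. Leaving out WT replicate 3 gave -0.31 for Ddx4. Prdm14 had too few counts to be tested.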
